# Loss of PLA2G4E compromises synaptic structure and cognitive outcomes in mice

**DOI:** 10.26508/lsa.202503323

**Published:** 2025-07-09

**Authors:** Sara Badesso, Marta Perez-Gonzalez, Sara Exposito, Maria Espelosin, Clara Cambria, Laura D’Andrea, Gabriele Imperato, Pedram Moeini, Africa Vales, Gloria Gonzalez-Aseguinolaza, Nico Mitro, Flavia Antonucci, Eduardo D Martín, Elena Marcello, Mar Cuadrado-Tejedor, Ana Garcia-Osta

## Abstract

Given its potential role in supporting cognitive resilience, PLA2G4E has emerged as a compelling therapeutic target in the context of Alzheimer’s disease (AD). However, its physiological functions in the central nervous system remain largely unexplored. In this study, we demonstrate that Pla2g4e expression peaks during early postnatal brain development, coinciding with the rapid formation of synapses. Loss-of-function experiments in primary neuronal cultures revealed that Pla2g4e expression is essential for proper dendritic development and neuronal maturation. In constitutive Pla2g4e knockout mice, we observed significant disruptions in the developmental profiles of cortical synaptic plasticity markers, accompanied by impairments in memory-related behaviors. Notably, the adeno-associated virus–mediated overexpression of *PLA2G4E* rescued memory deficits, highlighting its functional relevance in cognitive processes. Furthermore, selective deletion of *Pla2g4e* in excitatory neurons of the adult brain resulted in moderate memory impairments in aged animals, suggesting an ongoing role in synaptic maintenance. Together, these findings establish PLA2G4E as a key regulator of dendritic architecture, synaptic function, and cognitive performance, and highlight its potential as a gene therapy target for neurodegenerative diseases characterized by synaptic dysfunction.

## Abstract (precis)

This study reveals PLA2G4E as a critical regulator of dendritic development, synaptic function, and memory, underscoring its physiological role in the brain.

## Introduction

Cognitive resilience, defined as the brain’s ability to maintain function despite pathological challenges, has emerged as a critical focus in neuroscience research. Rather than concentrating solely on identifying risk factors for cognitive decline, growing attention is being directed toward understanding the mechanisms that promote resilience against dementia. Elucidating these protective factors offers promising opportunities for the development of novel therapeutic interventions (1, 2). In line with this perspective, previous studies from our laboratory identified Pla2g4e (encoding phospholipase A2 group IVE, also known as cPLA2ε) as a gene associated with cognitive resilience in experimental models of Alzheimer’s disease (AD), suggesting a potential role of Pla2g4e in supporting synaptic integrity and cognitive function under neurodegenerative conditions (3).

Notably, this study demonstrated that adeno-associated virus (AAV)–mediated delivery of *PLA2G4E* into the hippocampus led to reverse the memory impairment observed in the APP/PS1 AD mouse model and counteract the loss of synaptic connections, supporting its potential as a therapeutic target (3). Similarly, in *Celsr2* knockout mice, a model characterized by impaired spinogenesis and motor learning deficits, the overexpression of *PLA2G4E* resulted in increased spine formation rate and improvements in motor learning (4). In addition, *PLA2G4E* expression is up-regulated in primary neuronal cultures after bicuculline treatment, as well as after and upon chemogenetic activation of motor neurons, suggesting that this enzyme may modulate adult synaptic plasticity in an activity-dependent manner (3, 4). These findings highlight the potential of PLA2G4E in the establishment and/or stability of synaptic connections. Moreover, this phospholipase plays a major role in the tubular formation supporting the clathrin-independent endocytic pathway (5). This route is essential for rapid endocytosis triggered by specific stimuli, like in the case of synaptic vesicle recycling, which is crucial in synaptic plasticity (6, 7).

PLA2G4E exhibits modest phospholipase A2 activity but demonstrates robust Ca^2+^-dependent N-acyltransferase activity (8, 9). Specifically, PLA2G4E catalyzes the transfer of a fatty acyl chain from the sn-1 position of phosphatidylcholine (PC) to the amino group of phosphatidylethanolamine (PE). This activity results in the formation of N-acyl-PEs (NAPEs) that serve as precursors to N-acylethanolamines (NAEs). Recent research has highlighted PLA2G4E as the primary enzyme responsible for biosynthesis of NAPEs and subsequent NAEs in the mammalian brain. Both NAPEs and NAEs play crucial roles in a variety of cellular and physiological functions. Their concentrations increase notably in response to ischemic events, contributing significantly to neuroprotection mechanisms (10, 11, 12, 13, 14). Interestingly, N-palmitoylethanolamide (PEA) and N-oleoylethanolamide (OEA) were found to mediate anti-inflammatory processes and enhance memory by activating several pathways, including those downstream of PPARα (15, 16). Interestingly, treatments directed to increase the levels of NAEs, such as the administration of the fatty acid amide hydrolase (FAAH) inhibitor URB597 (17, 18, 19), or the direct administration of PEA or OEA, improved memory in various animal models exhibiting cognitive deficits (14, 20, 21).

Furthermore, genetic and epigenetic variants within the *PLA2G4E* gene have been associated with potential risks for neurodevelopmental disorders, such as panic disorder, and atypical neurobehavior in preterm infants (22, 23). These findings suggest that variations, whether genetic or epigenetic, in this gene, might impact future behavior and cognition. Given the critical role of appropriate synaptogenesis and synapse homeostasis in normal brain function, our hypothesis is that PLA2G4E plays a crucial role during brain development.

In this study, we aimed to elucidate the physiological role of PLA2G4E in the brain by investigating its spatial and temporal expression patterns and functional relevance during postnatal development. We found that Pla2g4e expression peaks during early postnatal stages, coinciding with periods of intense neuronal differentiation and synaptogenesis. Functional experiments using primary neuronal cultures demonstrated that early disruption of *Pla2g4e* impairs dendritic arborization, synapse formation, and synaptic transmission. To explore the in vivo consequences, we used *Pla2g4e* knockout mice (*Pla2g4e*^−/−^), as well as AAV-based gene manipulation strategies to modulate its expression. Behavioral assessments of *Pla2g4e*^−/−^ mice revealed deficits in memory and increased stereotyped behavior, phenotypes that mirror those observed in animal models of autism. Collectively, our findings highlight PLA2G4E as a critical regulator of brain maturation, with its dysfunction potentially contributing to neurodevelopmental and cognitive disorders.

## Results

### PLA2G4E expression increased during developmental stages

Recent studies highlighted that *Pla2g4e* mRNA expression in mouse brain is significantly higher in neonatal animals (at postnatal day 0, PND0) with respect to adults (11, 24), and that the Ca^2+^-dependent N-acyltransferase activity follows a bell-shaped pattern that peaks in the first postnatal week (PND7) and varies depending on the brain region, showing the highest activity in the cortical regions (11).

To investigate the role of Pla2g4e in the central nervous system (CNS), and more specifically in synaptic plasticity, we characterized its protein expression levels in mouse cerebral cortex during the early postnatal period. Protein levels of Pla2g4e were assessed in 2% SDS protein extracts prepared from the prefrontal cortex of C57BL/6J mice euthanized at different postnatal days (PND1–60). As shown in Fig 1A, we observed a bell-shaped expression profile, peaking at postnatal day 8 (PND8) while displaying significantly lower levels at both postnatal day 1 (PND1) and after postnatal day 20 (PND20), consistent with previously reported enzyme activity patterns (11).

**Figure 1.**
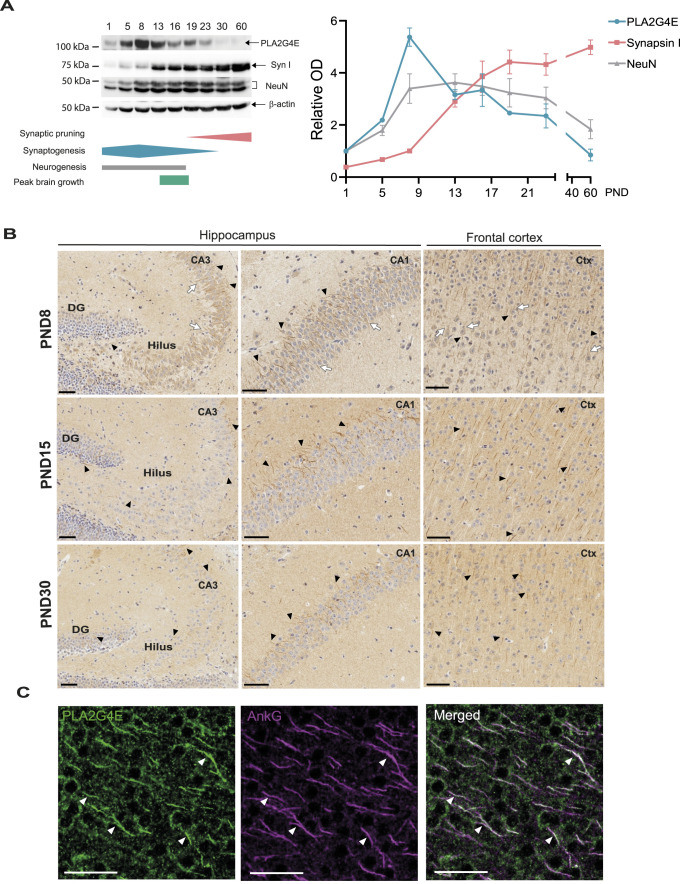
Pla2g4e expression is regulated throughout brain development. **(A)** Representative Western blot and quantification of Pla2g4e, synapsin I, and NeuN expression during the first postnatal month. Pla2g4e peaks at PND8, concurrently with synaptogenesis, and decreases during synapse maturation, when synapsin I increases (n = 3). **(B)** In hippocampus and cortex, Pla2g4e changes its subcellular localization during the postnatal period: at PND8, it is expressed in the cytosol, at the proximal region of dendrites (white arrows), and at the axon initial segment (AIS) (black arrowheads), whereas later, at PND15 and PND30, it is mainly at the AIS (black arrowheads). Scale bar, 50 µm. **(C)** In neurons of the stratum lacunosum-moleculare, Pla2g4e is expressed in the cytosol and colocalizes with ankyrin G at the AIS (white arrowheads). PND, postnatal day; DG, dentate gyrus; CA1, cornu ammonis 1; Ctx, cortex; AIS, axon initial segment; AnkG, ankyrin G. Scale bar, 50 µm.

We then contextualized Pla2g4e expression profile by juxtaposing the expression pattern of other molecular markers in the same postnatal period. Specifically, in the same extracts, we quantified the NeuN and synapsin I protein content, which serve as markers for mature neurons and synapses, respectively. We found that the highest levels of Pla2g4e correspond to the early instauration of a mature neuronal phenotype, with NeuN reaching a plateau after PND8 (Fig 1A). On the other hand, the expression patterns of synapsin I and Pla2g4e appeared to be inversely related, as the synaptic marker showed a continuous increase throughout the time course and particularly after PND15, when Pla2g4e expression starts decreasing. These results suggest that Pla2g4e is involved in the stages of neuronal development that precede synapse maturation, including dendritic branching and synaptogenesis. We further assessed the cellular and spatial distribution of Pla2g4e during postnatal brain development using immunostaining on tissue sections obtained from mice at PND8, PND15, and PND30 (Fig 1B). We found that Pla2g4e is widely expressed across the brain and that, in line with Western blot analysis, its highest expression levels appear at PND8. As expected, Pla2g4e shows a mainly cytosolic expression, in cortical and hippocampal neurons, where it is particularly appreciable in the cells of the polymorphic layer of the dentate gyrus (hilus). More interestingly, the subcellular localization of this enzyme concentrates also at the proximal region of the dendrites and axon. In particular, Pla2g4e appears to localize specifically to the axon initial segment (AIS) and to cortical and hippocampal neurons at PND8, PND15, and PND30. This subcellular localization was further confirmed by double staining with ankyrin G in the molecular layer of the hippocampus at PND15 (Fig 1C). Thus, based on the expression pattern, the localization of Pla2g4e in the axonal and dendritic compartments suggests that this enzyme is involved in the formation and/or stabilization of neuronal projections. Taken together, these data suggest that Pla2g4e expression is finely regulated to guarantee proper brain development.

### PLA2G4E expression is regulated during neuronal maturation

We then decided to dissect the molecular role of Pla2g4e during neuronal development taking advantage of primary cortical and hippocampal cultured neurons. We started by quantifying Pla2g4e protein expression levels at different days in vitro (DIV) in murine primary cortical neurons, obtaining an expression pattern that resembled the curve obtained in postnatal brain tissue extracts. As illustrated in Fig 2A, Pla2g4e is undetectable at DIV1 and subsequently increases until reaching its expression peak at DIV10 after which it decreases to lower levels. Interestingly, the peak of Pla2g4e expression aligns with one of the early stages of neuronal maturation, identified as Stage 5 (25, 26), further supporting the hypothesis that Pla2g4e potentially contributes to neuronal morphogenesis.

**Figure 2.**
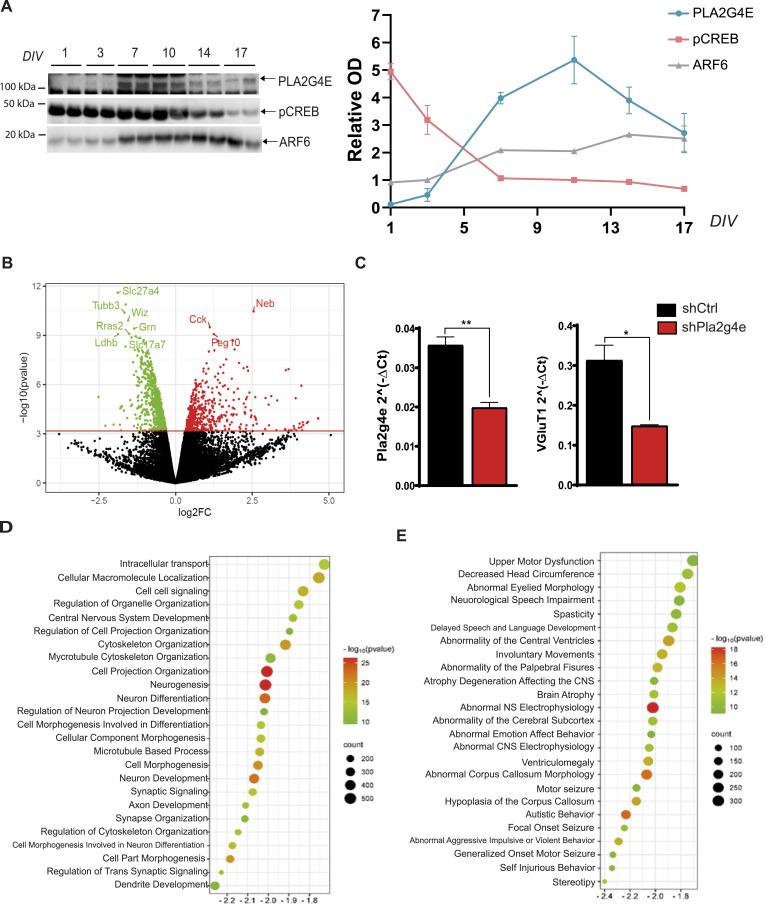
RNA-seq analysis revealed neuronal transcriptomic alterations resulting from *Pla2g4e* expression inhibition. **(A)** Representative Western blot and quantification of Pla2g4e, pCREB, and ARF6 in mouse primary neuronal cultures during the first 17 DIV. Pla2g4e expression peaks between DIV4 and DIV14, during stage 5 of early neuron development (n = 3 per treatment). **(B)** Volcano plot of the DEGs after lentivirus-mediated *Pla2g4e* knockdown (n = 3 per treatment). **(C)** RT–PCR confirms lentivirus-mediated Pla2g4e and VGLUT1 knockdown (n = 3–4 per treatment). Data are shown as the mean ± SEM. *P < 0.05; **P < 0.01. **(D)** Bubble plot of the top 25 Biological Process (BP) pathways and Human Phenotype Ontology terms affected by *Pla2g4e* knockdown. **(E)** Top 25 enriched HPO terms relate to neurodegenerative disorders and neurodevelopmental alterations. NES, normalized enrichment score; colors are proportional to statistical significance (minus logarithm of adjusted *P*-value); size is proportional to the gene count. Source data are available for this figure.

In addition, we compared Pla2g4e expression with other markers associated with different stages of neuronal development, namely, phosphorylated cAMP response element-binding protein (pCREB) and the small GTPase ADP-ribosylation factor 6 (ARF6). According to prior studies (27), the highest content in pCREB was detected at DIV1 after which it reached a plateau (DIV3-10), during which it contributes to the establishment of the initial neuronal dendritic complexity before sharply declining (Fig 2A). On the other hand, ARF6, which is a dendritic spine regulator in both developing and mature neurons (28), showed a minimal expression at DIV1 that strongly raised in the following week, reaching a sustained level that gradually increased and persisted into later stages of neuronal maturation. In this context, the peak expression of Pla2g4e corresponds to the pCREB plateau and to the instauration of elevated levels of ARF6.

This description suggests that abundant levels of Pla2g4e are crucial for the development of primary neuronal projections, whereas the establishment of a more mature neuronal profile does not require the same amount of this enzyme.

### Aberrant gene expression in neurons lacking Pla2g4e during developmental stages

To gain a broader understanding of Pla2g4e function in neuronal development, we decided to knock down its expression in primary neuronal cultures just before the peak of expression. To accomplish this, we designed three short hairpin RNA (shRNA) constructs (sh1, sh2, and sh3) against different regions of the murine *Pla2g4e* mRNA sequence (GenBank accession no. NM_001363091.1). 

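The 3 target sequences of 19 nt that the paper lists in Table S2 all lay in the coding sequence of *Pla2g4e*. They were matched to the GENCODE vM21 annotation of the mouse genome (GRCm38), where the gene lies on the minus strand of chromosome 2, and positions are given on the protein-coding transcript ENSMUST00000090071, which has 4477 nt in 20 exons and is translated from nucleotide 429 to 3056. The sh1 target, GGTCTATGGTCTCCTTGTA, spanned nucleotides 1603 to 1621 of the transcript, in exon 12 (chromosome 2, 120181495 to 120181513). The sh2 target, GGAAGATGGTGGTGGCCAA, spanned nucleotides 1495 to 1513, in exon 11 (120182753 to 120182771), and with 20 nt on either side it reads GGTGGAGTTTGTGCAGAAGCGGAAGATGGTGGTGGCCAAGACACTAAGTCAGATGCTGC. The sh3 target, GGGAGAGAACTATGAGCTA, spanned nucleotides 1388 to 1406 across the junction of exons 9 and 10, so that its ends lie at 120184591 and 120185000 in the genome. The guide strand that an shRNA leaves in the cell is the reverse complement of its target, which for sh2 is TTGGCCACCACCATCTTCC. Bases 2 to 8 of a guide form its seed, and for sh2 the seed pairs with the sequence GTGGCCA in an mRNA.

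**Figure D1:**
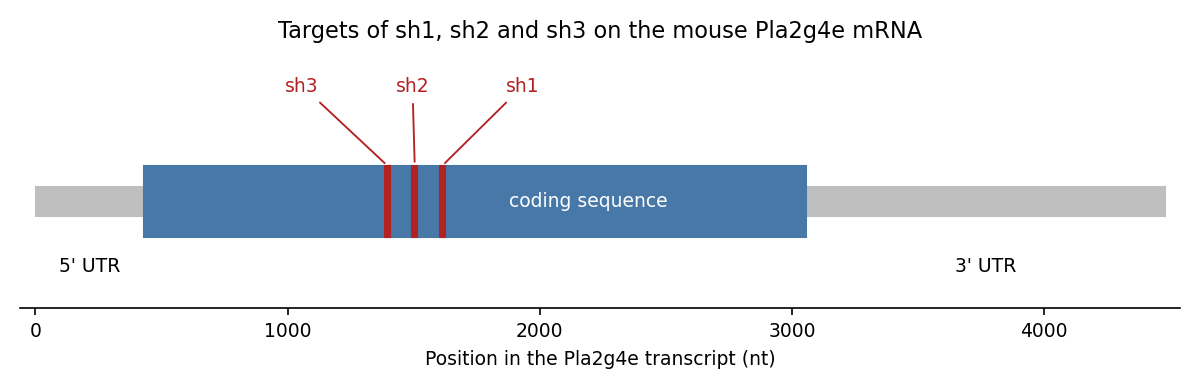
Map of the *Pla2g4e* transcript ENSMUST00000090071, with position in nucleotides on the horizontal axis. The wide blue bar is the coding sequence (429 to 3056), the narrow grey bars are the untranslated regions, and the red marks are the targets of sh3, sh2 and sh1 drawn to scale, all between nucleotides 1388 and 1621.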

The efficacy of the candidate shRNAs was evaluated by cotransfecting SH-SY5Y cells with two plasmids: one expressing the murine *Pla2g4e* gene pRK5-*Pla2g4e*, kindly ceded by Dr. Cravatt (24), and one of the three shRNA constructs, respectively.

As the sh2 construct demonstrated the best silencing effect on *Pla2g4e* protein levels (Fig S1A), we used its sequence to generate both the neuron-directed EGFP-reporter plasmid and the lentivirus for the subsequent experiments. Mouse primary neuronal cultures were transduced with either control (shCtrl) or anti-Pla2g4e (shPla2g4e) shRNA-expressing lentiviruses at DIV4, just before *Pla2g4e* expression peak. Neurons were collected at DIV14, and Western blot analysis confirmed that treatment with sh*Pla2g4e*-expressing lentiviruses significantly reduced endogenous Pla2g4e protein levels compared with the shCtrl condition (Fig S1B).

**Figure S1.**
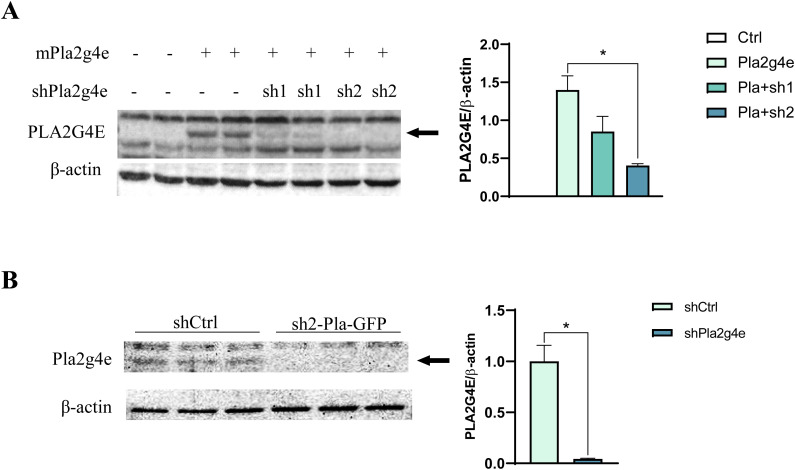
Efficient down-regulation of PLA2G4E expression by shRNA in SH-SY5Y cells and primary neuronal cultures. **(A)** Western blot validating sh-mediated PLA2G4E down-regulation in SH-SY5Y cells cotransfected with mouse PLA2G4E-expressing plasmid. Sh2Pla2g4e showed the highest silencing effect (n = 2 per condition). **(B)** Western blot analysis reveals efficient Pla2g4e silencing in primary neuronal cultures (DIV14) transfected at DIV4 with shPla2g4e–expressing lentivirus with respect to those transfected with shCtrl lentivirus (n = 3 per condition). Source data are available for this figure.

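The RNA-seq data comprised 6 libraries from mouse primary neuronal cultures, which the paper prepared from the cortex and hippocampus of embryos. A group of 3 cultures had been transduced at DIV4 with the lentivirus expressing a scrambled shRNA (shCtrl) and another 3 with the lentivirus expressing the sh2 sequence (sh*Pla2g4e*), and all were collected at DIV14. Libraries were made from poly(A) RNA with a stranded kit. The authors aligned the reads with STAR, counted those on the exons of each gene with featureCounts and deposited the raw read counts per gene, without normalization. The methods name the mouse genome mm10 and GENCODE M18, whereas the deposited counts carry GENCODE vM28 and coordinates of GRCm39, and the latter are given for genes here. The record of the counting shows no strand option, so that reads from both strands of a gene were counted, and reads that mapped to several places or to the exons of overlapping genes were left out. Between 20387986 and 22561667 reads were counted in the shCtrl libraries (median 21692637) and between 17054717 and 23570180 in the sh*Pla2g4e* libraries (median 20863500). From these counts, the 21876 genes with at least 6 reads in at least 1 library were kept, as in the paper's methods, and normalized by edgeR's TMM method. Groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, and DEGs were called at an adjusted p of 0.01. The paper used limma after voom in place of this test. Values per gene are CPM (reads scaled to library size with the TMM factors), given as the mean ± SD of 3 libraries.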

To gain a comprehensive view of the transcriptomic alterations resulting from *Pla2g4e* expression inhibition, we conducted an RNA-seq analysis of the Ctrl and sh*Pla2g4e* neuronal culture lentiviruses transduced at DIV4 and collected at DIV14. This analysis identified 1,292 differentially expressed genes (DEGs), of which 817 were down-regulated and 475 were up-regulated (false discovery rate [FDR] < 0.01) (Fig 2B). 

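*Pla2g4e* itself (ENSMUSG00000050211, chromosome 2, 119996893 to 120075816 on the minus strand of GRCm39) had 38.0, 35.1 and 35.4 CPM in shCtrl replicates 1, 2 and 3 and 21.8, 14.1 and 18.7 CPM in sh*Pla2g4e* replicates 1, 2 and 3. The means were 36.1 ± 1.597 CPM (SD, n = 3) in shCtrl and 18.2 ± 3.87 CPM (SD, n = 3) in sh*Pla2g4e* cultures, so that 50.5% of the transcript was left. The log2 fold change was −0.99 (standard error 0.13, adjusted p = 1.24e-04 from edgeR's quasi-likelihood test), and it stayed between −1.14 and −0.83 when each library was left out in turn. About 2.2% of the exon bases of *Pla2g4e* overlap another gene on the same strand.
Over all genes, 1419 DEGs were called, 876 down-regulated and 543 up-regulated. The libraries of both groups did not overlap in normalized counts for 1415 of them, and for 6570 (30.0%) of all genes tested, where chance alone gives 10%. The paper states no pairing of the libraries, but those of the same replicate number shared deviations. With the replicate number as a block in the edgeR model, 3395 DEGs were called, and these held all 1419. This was the alternative that moved the count most. Leaving out a library gave between 695 DEGs (without shCtrl replicate 2) and 1613 (without sh*Pla2g4e* replicate 3), with 854 without sh*Pla2g4e* replicate 1, 928 without shCtrl replicate 1 and 931 without sh*Pla2g4e* replicate 2. No DEG changed direction in any of these fits. The balance of directions followed the scaling of the libraries. Of the DEGs, 61.7% were down-regulated after TMM normalization, against 43.4% of the 1405 called when libraries were scaled by their size alone (609 down-regulated and 796 up-regulated), a setting in which the median log2 fold change of all genes was 0.10 in place of 0.03. The paper's test, limma after voom, called 1428 genes, of which 1353 were among the 1419. The sequence GTGGCCA, which pairs with the seed of the sh2 guide strand, was searched for in the 3′ UTR of each gene's longest coding transcript. It was present in 321 of the 841 down-regulated genes with such a region (38.2%), in 29 of 471 up-regulated genes (6.16%) and in 1848 of the 15395 tested genes that have one (12.0%).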

RNA-seq data generated in this study are in the GEO database under the accession number GSE59325, subseries GSE259324. Before conducting further analyses, we confirmed a significant down-regulation in the expression of *Pla2g4e* and *Slc17a7* (which encodes the vesicular glutamate transporter 1, VGLUT1) using RT–PCR (Fig 2C). 

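*Slc17a7* (ENSMUSG00000070570, chromosome 7, 44813373 to 44825566 on the plus strand of GRCm39) had 842, 744 and 648 CPM in the shCtrl libraries and 312, 290 and 297 CPM in the sh*Pla2g4e* libraries. The means were 744.8 ± 97.0 and 299.6 ± 11.2 CPM (SD, n = 3 each), a log2 fold change of −1.31 (standard error 0.095, adjusted p = 3.69e-07 from edgeR's quasi-likelihood test). It ranked 10th by p among the down-regulated genes and 18th among all genes. When each library was left out in turn, the log2 fold change was −1.22 or lower, and the highest adjusted p was 1.37e-05, without shCtrl replicate 2. The coding sequence of *Slc17a7* holds the sh2 seed site GTGGCCA at 2 positions, and 1 of its annotated 3′ UTRs holds it once.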

*Slc17a7* was one of the most significantly down-regulated genes after transduction with the sh*Pla2g4e* lentivirus. 

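The paper's Table S1 names 10 protein-coding genes, and in these libraries each of them passed an adjusted p of 0.01 under every alternative test, normalization and filter that was run, in the direction the table gives. *Neb* (chromosome 2, 52026659 to 52268486) had the smallest p of all genes and rose from 8.65 ± 0.418 to 50.2 ± 5.04 CPM, a log2 fold change of 2.54 (standard error 0.11, adjusted p = 2.02e-09 from edgeR's quasi-likelihood test). *Tubb3* (chromosome 8, 124138163 to 124148754) fell from 303.7 ± 37.6 to 94.9 ± 3.77 CPM, a log2 fold change of −1.68 (standard error 0.093, adjusted p = 3.68e-08). *Wiz* fell from 137.6 ± 12.9 to 46.8 ± 3.34 CPM, a log2 fold change of −1.56 (standard error 0.091). *Grn* fell from 79.6 ± 5.33 to 31.1 ± 1.12 CPM (log2 fold change −1.35) and *Rras2* from 39.3 ± 1.04 to 13.8 ± 0.444 CPM (−1.51, standard error 0.098). *Cck* rose from 141.4 ± 5.37 to 305.3 ± 6.65 CPM (log2 fold change 1.11, adjusted p = 2.61e-07) and *Peg10* from 38.7 ± 0.917 to 91.9 ± 7.28 CPM (1.25, standard error 0.085). *Ldhb* fell from 204.1 ± 19.1 to 56.7 ± 13.5 CPM, a log2 fold change of −1.85 (adjusted p = 3.19e-07). Its level is uncertain, since 27.0% of the stretches of 50 bases in its transcript also occur in other genes, and it holds a match of 13 contiguous bases to the sh2 target. For none of the 8 genes given here did the libraries of both groups overlap. Of the 7 genes of Table S1 that fell, 5 (71.4%) hold the sh2 seed site GTGGCCA in an annotated 3′ UTR, against 14.6% of all 15668 tested genes with such a region. In the annotated 3′ UTRs, *Rras2* and *Slc27a4* hold it 3 times, *Grn* and *Wiz* 2 times, *Slc17a7* once, and *Tubb3* and *Ldhb* not at all. In the 3′ UTR of the longest coding transcript alone, 3 of the 7 hold it (*Rras2*, *Slc27a4* and *Grn*). None of the 3 genes that rose holds it in an annotated 3′ UTR. Ranked by p in edgeR, 7 of the first 10 protein-coding genes were those of Table S1, and the remaining 3 were *Sln*, *Pi15* and *Pdyn*.

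**Figure D2:**
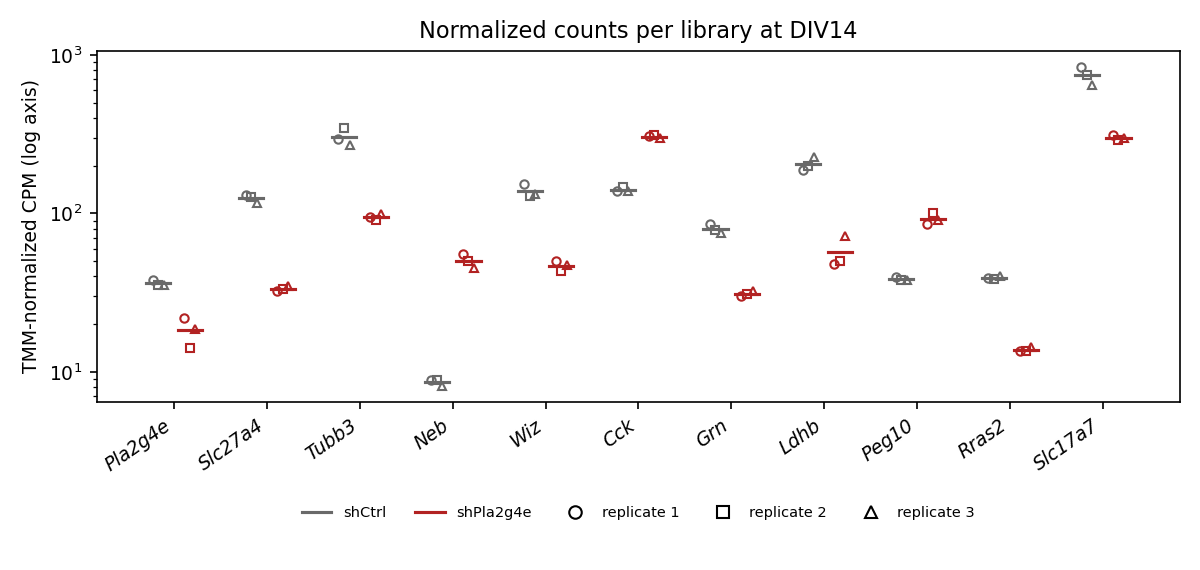
TMM-normalized CPM (log axis) of *Pla2g4e* and the 10 genes of Table S1 in each library, with shCtrl in grey and sh*Pla2g4e* in red. Symbols are the replicates and horizontal lines the means of 3 libraries. The groups are apart for every gene shown, and *Neb*, *Cck* and *Peg10* are the 3 that rose.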

Interestingly, we also find that all the top 10 altered protein-coding genes have been previously associated with neuronal structure (e.g., *Tubb3* and *Neb*), activity (e.g., *Slc17a7*), or regulation (e.g., *Cck*) (Table S1), suggesting that *Pla2g4e* expression affects several neuronal functions.

Table S1. Top 10 most significantly altered protein-coding genes in primary neuronal cultures infected with shPla2g4e-expressing lentivirus with respect to shCtrl-treated cultures. The first column indicates the gene name, the second, the name of the encoded protein, the third, some of the associated neuronal functions described in literature, the fourth, the extent of expression change (LogFC), and the last, the statistical significance (adjusted *P*-value).

Thus, to identify functional correlations among the genes affected by *Pla2g4e* silencing, we exploited gene set enrichment analysis of Gene Ontology (GO) terms to identify functional associations of DEGs. The analysis based on GO Biological Processes (BP) identified 290 significantly dysregulated pathways (FDR < 0.01). Most of these processes were predicted to be down-regulated (279 GOBP) and mainly related to neurogenesis and neuronal development in terms of both projection and cytoskeleton organization, microtubule-based processes, and synaptic signaling (Fig 2D).

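The GO collection was not used here. In its place, 20 gene lists fixed in advance by symbol or by name were tested with camera in edgeR's model (preset correlation 0.01, Benjamini-Hochberg adjustment over the 20 lists). The list of tubulins, microtubule-associated proteins, kinesins, dynein and dynactin subunits and stathmins had 84 genes tested, 65 of them with a mean log2 CPM of at least 3. Of these 84 genes, 62 were lower in sh*Pla2g4e* cultures, with a median log2 fold change of −0.22 (camera adjusted p = 9.15e-10). At an adjusted p of 0.01 over all genes tested, 17 were down-regulated and 1 was up-regulated, 20 and 1 when adjusted over the list alone, and 29 and 2 with the replicate block. After *Tubb3*, the members with the smallest p were *Tubb5* (519.3 ± 43.5 against 241.6 ± 31.4 CPM, log2 fold change −1.10, standard error 0.099) and *Tuba1a* (log2 fold change −0.84). The level of *Tuba1a* is uncertain, because 72.9% of the stretches of 50 bases in its transcript also occur in other genes. The list of semaphorins, plexins, neuropilins, Robo and Slit genes, netrins and their receptors, ephrins and Eph receptors had 71 genes tested, 46 of them lower, with a median log2 fold change of −0.14 (camera adjusted p = 2.13e-05). In that list 14 genes were down-regulated and 4 up-regulated, 15 and 4 when adjusted over the list alone, and 19 and 7 with the block. *Plxna2* fell from 330.2 ± 16.6 to 158.5 ± 10.8 CPM (log2 fold change −1.06), *Ephb6* by a log2 fold change of −0.97 and *Dcc* by −1.01. *Plxna2* holds the sh2 seed site once in its 3′ UTR. *Ephb6*, *Dcc* and *Tuba1a* hold it only in the coding sequence, and *Tubb5* holds it in neither. The choice of set test moved these results most. With a correlation between genes estimated for each list none of the 20 lists passed an adjusted p of 0.05, and with fry, among the lists reported here, the microtubule and immediate early gene lists did.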

To have a genome-wide overview, we also performed Reactome overrepresentation analysis (http://Reactome.org) of the down-regulated DEGs. 

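Reactome's collection was not used here. For communication between cells, the 17 connexin genes tested had no common direction, with 8 lower and 9 higher, 2 down-regulated and none up-regulated at an adjusted p of 0.01 (2 higher at an unadjusted p of 0.05, 2 and 1 DEGs with the replicate block, camera adjusted p = 0.457). Their median log2 fold change was 0.098 with all libraries and below 0 in 5 of the 6 fits that left out a library, down to −0.30 without sh*Pla2g4e* replicate 3. Only 3 of the 17 had a mean log2 CPM of at least 3. *Gjd2*, the connexin of neurons, fell from 22.3 ± 1.51 to 11.7 ± 2.16 CPM (log2 fold change −0.93, adjusted p = 3.22e-04 in edgeR), and *Gja1* fell by a log2 fold change of −0.66 (adjusted p = 0.00242, but 0.0161 without sh*Pla2g4e* replicate 1, 0.0121 without sh*Pla2g4e* replicate 2 and 0.0139 in edgeR's robust fit). *Gjc3* did not pass the threshold, with a log2 fold change of 1.597 (adjusted p = 0.0125 in edgeR, 1.90e-04 with the replicate block, from 2.43e-05 to 0.119 over the alternatives).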

Consistently with the GO analysis, the four “top-level” terms (Neuronal System, Vesicle-Mediated Transport, Cell–Cell Communication, and Organelle Biogenesis and Maintenance) and nine “second-level” pathways, including Nervous System Development and Signaling by Rho GTPases, imply an alteration of both neuronal structure and function in cultures lacking Pla2g4e (Fig S2A).

**Figure S2.**
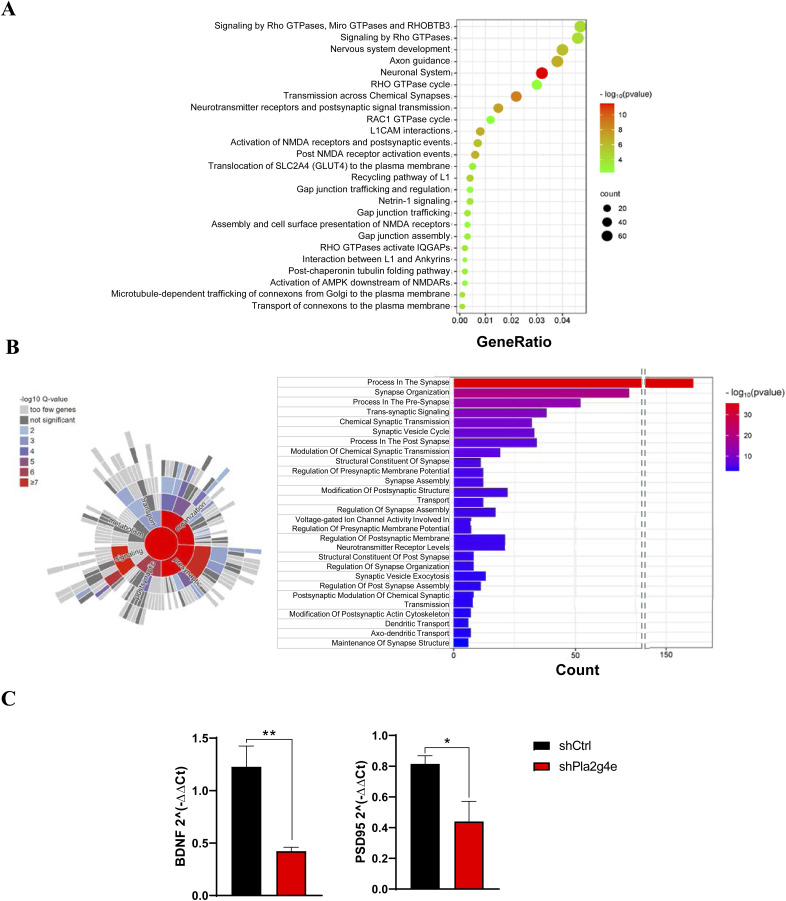
Transcriptomic and functional impact of PLA2G4E silencing on synaptic pathways in primary neurons. **(A)** Bubble plot of the 25 most significantly overrepresented pathways calculated by Reactome analyzing the 871 genes significantly down-regulated upon the treatment with shPla2g4e lentivirus. **(B)** Graphical representation of the main classes and top 25 specific terms of synapse-associated Biological Processes obtained by SynGO analysis of the genes that are significantly down-regulated by shPla2g4e. **(C)** mRNA levels of BDNF and PSD95 are significantly reduced in primary neuronal cultures treated with shPla2g4e lentivirus with respect to those transfected with shCtrl-expressing lentivirus (n = 4, data normalized on mock). Data are expressed as the mean ± SEM. *P < 0.05, **P < 0.005.

As these pathways are potentially associated with synapses, we subsequently conducted a synapse gene enrichment analysis using SynGO on the same set of down-regulated DEGs. 

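The SynGO annotation was not used here. A list of 62 genes for proteins of the synaptic vesicle cycle and the presynaptic terminal was tested in its place, and all 62 had enough reads, 60 of them with a mean log2 CPM of at least 3. In sh*Pla2g4e* cultures 51 of the 62 were lower, with a median log2 fold change of −0.15 (camera adjusted p = 9.15e-10). That median was −0.08 without shCtrl replicate 1. At an adjusted p of 0.01 over all genes tested 15 were down-regulated and 1 was up-regulated, 18 and 2 when adjusted over the list alone, and 23 and 4 with the replicate block. *Sv2c* (chromosome 13, 96091102 to 96269085), a glycoprotein of synaptic vesicles, fell from 69.7 ± 10.2 to 22.0 ± 2.67 CPM (SD, n = 3 each), a log2 fold change of −1.66 (standard error 0.12, adjusted p = 3.38e-07 in edgeR). *Bsn*, which encodes the active zone protein Bassoon, fell from 800.7 ± 97.8 to 363.5 ± 44.9 CPM, a log2 fold change of −1.14 (standard error 0.11, adjusted p = 4.73e-06). The sh2 seed site GTGGCCA occurs once in the 3′ UTR of *Sv2c* and 2 times in that of *Bsn*. Of the list's 62 genes, 8 are also in another of the 20 lists.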

Out of the 817 down-regulated DEGs, 165 corresponded to SynGO annotated genes. This analysis revealed enrichment in 21 GO Cellular Component terms and 30 Biological Process terms, including synaptic organization, signaling, and chemical transmission, which were significantly enriched (FDR < 0.01) (Fig S2B).

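A list of 59 genes for glutamate and GABA receptors and their postsynaptic scaffolds was lower as well, with 37 genes lower, 22 higher and a median log2 fold change of −0.11 (camera adjusted p = 8.06e-05). The median was −0.05 without shCtrl replicate 1 and −0.07 without sh*Pla2g4e* replicate 2. Of these genes 11 were down-regulated and 2 up-regulated at an adjusted p of 0.01 over all genes tested, 14 and 2 when adjusted over the list alone, and 17 and 5 with the replicate block. The 3 members with the smallest p were glutamate receptor genes. *Grin3a* fell from 52.6 ± 5.23 to 26.3 ± 2.21 CPM (log2 fold change −1.0003, standard error 0.10, adjusted p = 9.16e-06 in edgeR), *Grm2* from 48.3 ± 4.07 to 22.1 ± 2.21 CPM (−1.12) and *Grm3* from 36.3 ± 5.45 to 15.6 ± 2.25 CPM (−1.22). The reads of *Grm2* are less certain, since 9.6% of its exon bases overlap a gene on the other strand. *Grin3a* holds the sh2 seed site 2 times in its 3′ UTR, and *Grm2* and *Grm3* hold it only in the coding sequence. *Dlg4*, which encodes PSD95, had 864.7 ± 61.9 and 753.0 ± 69.4 CPM, a log2 fold change of −0.20 (standard error 0.089, adjusted p = 0.167), a difference that passed the threshold only with the replicate block (adjusted p = 0.00928, against 0.0890 to 0.480 under the other alternatives). The sh2 seed site occurs once in 1 of the annotated 3′ UTRs of *Dlg4*.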

Finally, we analyzed our RNA-seq data considering the Human Phenotype Ontology (HPO). We found that the transcriptomic profile of neurons lacking *Pla2g4e* significantly corresponds to terms such as “Autistic Behavior” (Normalized Enrichment Score, NES): −2.23, adj. p: 3.3 × 10^−17^, “Ventriculomegaly” (NES: −2.06, adj. p: 3.69 × 10^−14^), “Atrophy Degeneration Affecting the CNS” (NES: −1.95, adj. p: 3.75 × 10^−14^), “Upper Motor Neuron Dysfunction” (NES: −1.70; adj. p: 2.63 × 10^−10^), and “Severe Intellectual Disability” (NES: −2.03, adj. p: 8.3 × 10^−10^) (Fig 2E).

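The HPO gene sets were not used here. A list of 50 mouse counterparts of genes mutated in autism, intellectual disability or developmental epilepsy was drawn up by name instead, and 49 of them were tested, 48 with a mean log2 CPM of at least 3. In sh*Pla2g4e* cultures 40 were lower and 9 higher, with a median log2 fold change of −0.21 (camera adjusted p = 2.10e-11, the smallest of the 20 lists). At an adjusted p of 0.01 over all genes 14 were down-regulated and 1 up-regulated, 21 and 1 when adjusted over the list alone, and 24 and 1 with the replicate block. Leaving out each library in turn kept the median between −0.25 and −0.19. *Cntnap2* fell from 109.8 ± 5.08 to 56.3 ± 3.56 CPM (log2 fold change −0.96, standard error 0.082, adjusted p = 2.18e-06 in edgeR). *Pcdh19* fell from 77.3 ± 11.1 to 35.4 ± 2.82 CPM (log2 fold change −1.12) and *Shank3* from 281.0 ± 11.8 to 157.3 ± 23.4 CPM (−0.84). *Pcdh19* and *Shank3* hold the sh2 seed site once each in the 3′ UTR, and *Cntnap2* holds none there or in the coding sequence. With other lists this list shares 11 genes.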

Taken together, the transcriptomic analysis data provide support for the hypothesis that suppressing the expression of *Pla2g4e* may impair neuronal development in terms of morphology and synaptic functionality. Moreover, these changes are reminiscent of patterns observed in certain neurodegenerative and neurodevelopmental disorders.

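Lists of markers of neurons were also lower. The median log2 fold change was −0.15 for 15 pan-neuronal markers (4 down-regulated and 2 up-regulated at an adjusted p of 0.01, the same numbers adjusted over the list alone, 5 and 3 with the replicate block, camera adjusted p = 0.00694), and it was −0.08 without shCtrl replicate 1. It was −0.22 for 15 markers of glutamatergic neurons (3 down-regulated and 1 up-regulated, 5 and 2 adjusted over the list alone, 5 and 3 with the block, camera adjusted p = 0.0135). Neither list passed among its members without an sh2 seed site in the 3′ UTR or the coding sequence. There the median was −0.15 for 11 pan-neuronal markers (camera adjusted p = 0.314) and 0.0034 for 8 glutamatergic markers (camera adjusted p = 0.398). The 15 markers of GABAergic interneurons had a median of −0.19 and no common direction by the test (5 down-regulated and 2 up-regulated, 6 and 2 adjusted over the list alone, 6 and 3 with the block, camera adjusted p = 0.0877). For comparison with genes that every cell uses, the median was −0.06 for 86 genes of cytosolic ribosomal proteins (4 down-regulated, none up-regulated and 3 higher at an unadjusted p of 0.05, 10 and 0 DEGs with the block, camera adjusted p = 0.0135), though 0.012 without shCtrl replicate 3 and 0.012 when libraries were scaled by size alone, and 0.030 for 77 nuclear-encoded subunits of the respiratory chain and ATP synthase (from 0.0098 without sh*Pla2g4e* replicate 3 to 0.072 without shCtrl replicate 3, 1 down-regulated and none up-regulated, 8 higher at an unadjusted p of 0.05, 3 and 6 DEGs with the block, camera adjusted p = 0.202). The paper's GO analysis found mostly lowered processes, among them terms for neuronal projections, microtubules and synapses. From Reactome terms enriched among the down-regulated genes, together with that analysis, it infers that both the structure and the function of neurons are altered. It proposes that neuronal development may be impaired in morphology and in the function of synapses.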

### Loss of *Pla2g4e* during developmental stages decreases neuronal branching in hippocampal neurons

To validate these predictions, we started by evaluating the effects of *Pla2g4e* deletion on neuronal and dendritic spine development. To achieve this, we transfected rat primary hippocampal neurons at DIV4 with a plasmid expressing EGFP under the control of a neuron-specific promoter and either scrambled (SCR, shCtrl) or the anti-*Pla2g4e*-sh2RNA construct mentioned above (sh*Pla2g4e*). At DIV14, when stable networks are formed and synaptic maturation reaches a plateau (29), neurons were fixed to perform the Sholl analysis and evaluate neuronal morphology (Fig 3A). The quantitative evaluation of the dendritic intersections at 25 to 170 μm from the soma revealed a significant reduction of the dendritic arbor complexity in neurons expressing lower levels of *Pla2g4ePla2g4e* (N = 21, *P* < 0.05) (Fig 3B). This result was also accompanied by the marked decrease in total dendrite length (Fig 3C). Next, we focused on dendritic spines, which serve as the ultimate recipients of functional synaptic signaling. The predominant effect of *Pla2g4e* knockdown was a notable and statistically significant decrease in dendritic spine density (N = 18–20, *P* < 0.0001, Fig 3D), indicating that this enzyme is required for spine formation in developing neurons. These imaging results were furthermore supported by qRT-PCR data showing a significant reduction of BDNF mRNA levels (related to dendritic arborization) and PSD-95 mRNA (related to spine density) in neuronal cultures transduced with sh*Pla2g4e*-expressing lentiviruses (Fig S2C).

**Figure 3.**
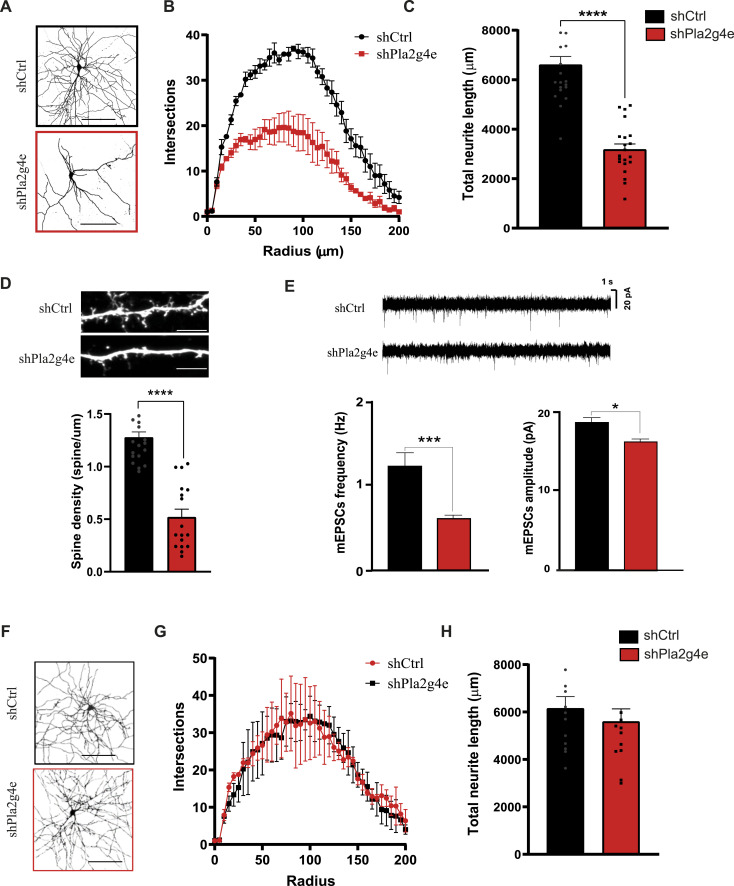
Pla2g4e expression is required during developmental stages of neuronal maturation. **(A)** Representative images of a rat hippocampal neuron transfected with a plasmid control (shCtrl) or a plasmid containing an shRNA against Pla2g4e (sh2Pla2g4e) at day in vitro 4 (DIV4) and fixed at DIV14. Scale bar, 100 µm. **(B, C)** Sholl analysis reveals that inhibiting *Pla2g4e* at DIV4 results in decreased projection arborization and neurite length at DIV14 (n = 21 per condition). **(D)** Knockdown of *Pla2g4e* at DIV4 leads to a reduction in spine density at DIV14 (n = 18–20 per condition). Scale bar, 5 μm. **(E)** Knockdown of *Pla2g4e* at DIV4 impairs electrical proprieties at DIV14. Representative traces and quantitative analysis of mEPSCs recorded in sh*Pla2g4e*-transfected cultures and shCtrl (n = 24). **(F)** Representative images of a neuron transfected with shCtrl or sh2*Pla2g4e* at DIV10 and fixed at DIV14. Scale bar, 100 µm. **(G, H)** Sholl analysis shows that *Pla2g4e* knockdown after its peak expression does not have an impact on projection arborization (n = 13 per condition). *P < 0.05, ***P < 0.001, ****P < 0.0001.

Next, to examine the impact of inhibiting *Pla2g4e* expression on synaptic transmission, we recorded mEPSCs in hippocampal neuronal cultures treated with sh*Pla2g4e* and shCtrl. Knockdown of *Pla2g4e* resulted in a significant reduction of both the frequency (*P* = 0.007) and amplitude (*P* = 0.012) of mEPSCs, indicating a decrease in the release of neurotransmitter and reduced activation of postsynaptic receptors in *Pla2g4e*-lacking neurons (Fig 3E).

Finally, to confirm that the alterations detected in neurons transduced with anti-*Pla2g4e*-shRNA are strictly related to the timing of *Pla2g4e* peak expression, we transfected neuronal cultures with either the shCtrl or the sh2*Pla2g4e* EGFP-expressing plasmid at DIV10. Neurons were fixed at DIV14 to perform the Sholl analysis and dendritic length quantification (Fig 3F). Both analyses revealed nonsignificant differences between the two experimental conditions (Fig 3G and H), confirming that the expression of *Pla2g4e* is specifically required during a critical window of neuronal development.

### Altered NAPE and NAE profiles in Pla2g4e knockout mice

Subsequently, we used in vivo models to comprehensively understand *Pla2g4e* role in brain development and its influence on cognitive functions. In this sense, we took advantage of the Pla2g4e^tm2a^ knockout (*Pla2g4e*^−/−^ KO) mouse to assess whether the absence of Pla2g4e can lead to a neuropathological phenotype. We started validating the depletion of *Pla2g4e* protein expression by Western blot analysis of hippocampal extracts obtained from *Pla2g4e*^−/−^ KO mice and WT littermates euthanized at different postnatal days. Contrarily with respect to samples from WT mice, no Pla2g4e expression was observed in hippocampal extracts from *Pla2g4e*^−/−^ mice (Fig S3A). Similarly, we observed specific Pla2g4e immunostaining exclusively in brain sections from WT mice (Fig S3B).

**Figure S3.**
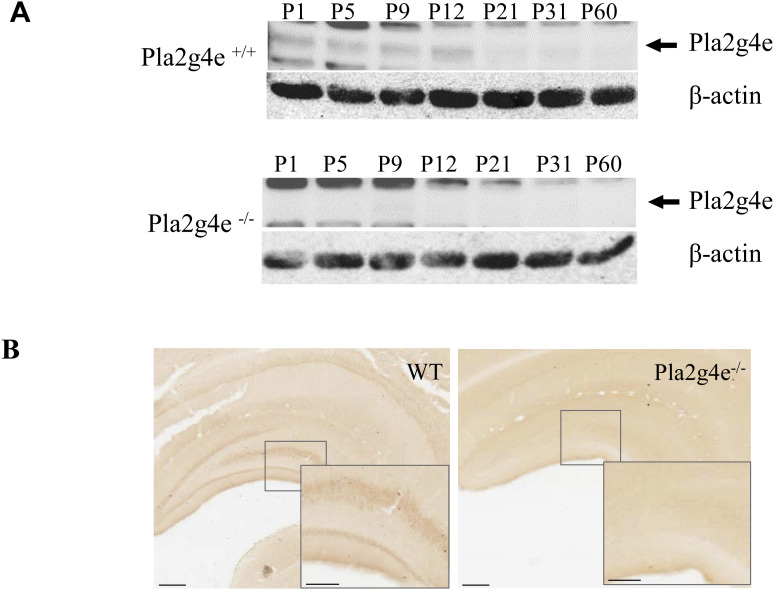
Validation of PLA2G4E knockout in mouse hippocampus by Western blot and immunohistochemistry. **(A)** Western blot of PLA2G4E shows no signal in the hippocampal extracts of Pla2g4e KO mice at different postnatal days, including those corresponding to PLA2G4E expression peak in WT animals. **(B)** Representative immunohistochemical staining of hippocampal sections from WT and Pla2g4e knockout (Pla2g4e^−/−^) mice. An evident Pla2g4e immunoreactivity is observed in the hippocampal region of WT mice, whereas no detectable signal is present in the Pla2g4e^−/−^ sections, confirming the antibody’s specificity (scale bar, 500 µm). The bottom right quadrant zoom focuses on the hilus (scale bar, 250 µm). Source data are available for this figure.

To map the brain distribution of *Pla2g4e*, we then took advantage of the genetic design of the *Pla2g4e*^tm2a^ transgenic mouse (Fig 4A), which exploits the insertion of the β-galactosidase gene (LacZ) into exon 2 of the *Pla2g4e* gene to induce the transcript decay. Thus, using X-gal staining we were able to confirm *Pla2g4e* distribution in brain mice and estimate its expression requirements using LacZ activity as a proxy. As illustrated in Fig 4B, β-galactosidase activity was evident throughout all the brain, although being more pronounced in specific areas. In detail, within the cortex the highest LacZ activity was detected in the pyriform and entorhinal cortex, and in the primary somatosensory cortex. Similarly, in the hippocampus, CA3 and hilus exhibited notably strong signals. In addition, robust activity was also detected in the *substantia nigra* in the midbrain and the granular layer in the cerebellum.

**Figure 4.**
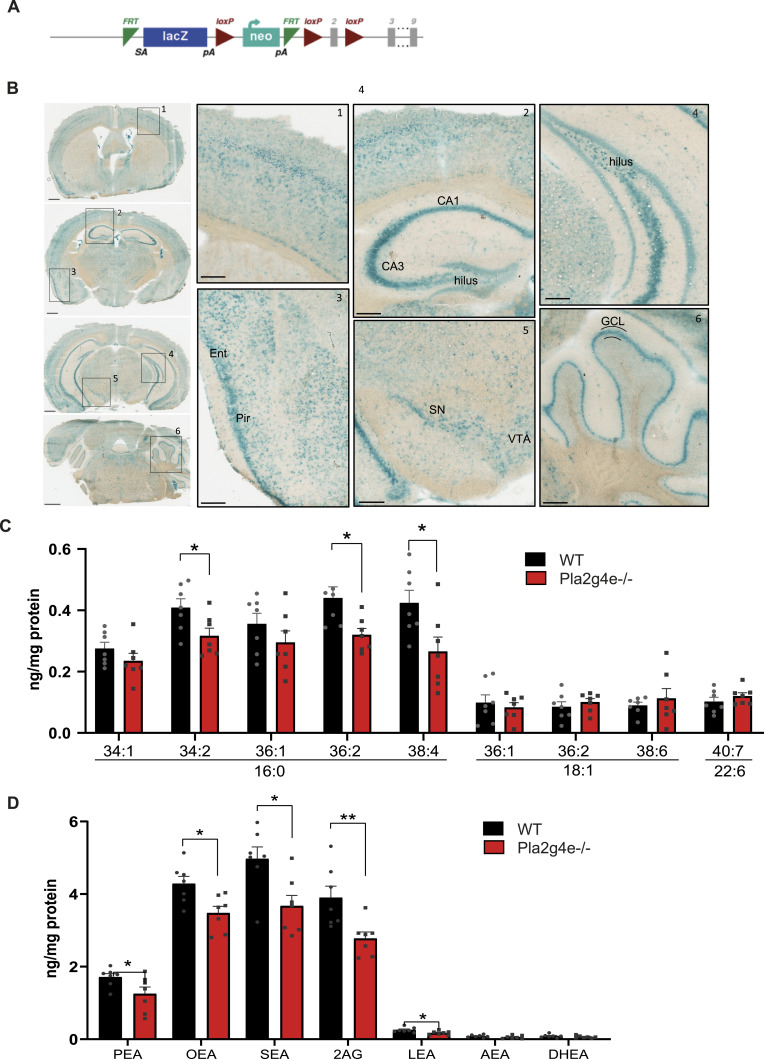
Characterization of Pla2g4e knockout/LacZ knock‐in mice (*Pla2g4e*^−/−^). **(A)** Schematic representation of the knockout allele construction. **(B)** X-gal staining highlighting the regions where *Pla2g4e* is mostly expressed. Ent, entorhinal cortex; Pir, piriform area; CA1/CA3, CA1, cornu ammonis 1/3 of the hippocampus; SN, substantia nigra; VTA, ventral tegmental area; GCL, granular cellular layer of the cerebellum. Scale bar, 800 μm (left), 400 μm (right). **(C, D)** NAPE and NAE contents are reduced in the parietal cortex of *Pla2g4e*^−/−^ mice with respect to WT littermates. (C16:0, palmitic acid; C18:1, oleic acid; and C22:6, docosahexaenoic acid or DHA) (n = 5–6 per group). Data are shown as the mean ± SEM. *P < 0.05.

As Pla2g4e catalyzes the production of NAPEs, the precursors of NAEs, we next evaluated the endogenous levels of these lipids in the somatosensory cortex of WT and *Pla2g4e* knockout mice by LC-MS/MS. Accordingly with previous studies, basal levels of both considered classes of phospholipid were detectable in Pla2g4e^−/−^ mice (11). However, certain NAPE (Fig 4C) and NAE (Fig 4D) species exhibited significant decreases in the transgenic mice. Specifically, among the 79 NAPE species considered, nine were identified in the samples, being three of them significantly reduced (*P* < 0.05) in Pla2g4e^−/−^ mice compared with their WT littermates (PE 38:4-N-16:0, PE 36:2-N-16:0, and PE 34:2-N-16:0). Regarding NAEs and endocannabinoid species, seven out of the nine analyzed were detected. Notably, 4 NAEs (PEA, LEA, OEA, and SEA) and the endocannabinoid 2-AG showed significant decreases in Pla2g4e KO mice compared with their WT counterparts. Importantly, four of these molecules (PEA, OEA, SEA, and 2-AG) are well recognized not only as anti-inflammatory mediators but also for their neuroprotective and memory-enhancing properties (20, 30, 31, 32). Notably, the other two endocannabinoid molecules, DHEA and AEA, acknowledged for their role in synaptic modulation, showed a decreasing trend that did not reach statistical significance, likely because of the limited abundance of these species. Altogether, these results underscore that the absence of Pla2g4e disrupts the lipid homeostasis in the mouse brain.

### Pla2g4e plays a crucial role in maintaining proper cognitive and behavioral function

We then characterized the behavioral phenotype of 4–5 mo *Pla2g4e* KO mice by performing a battery of well-established tests that assess a variety of cognitive functions that are altered in neurodevelopmental and/or neurodegenerative diseases.

In motor tests (rotarod, pole, and open-field test), *Pla2g4e* KO mice exhibited no impairment compared with age-matched WT mice (Fig S4A–C). However, in the open-field test, *Pla2g4e* KO mice spent significantly more time in the center of the arena compared with WT littermates (Fig S4C). In addition, *Pla2g4e* KO mice performed similar to WT mice in the nest building and marble burying tests, suggesting the absence of an anxious phenotype (Fig S4D and E). Next, we decided to evaluate potential autistic traits, applying the social interaction test, where no difference was detected (Fig S4F). Nevertheless, *Pla2g4e* KO mice spend significantly more time than WT littermates in self-grooming (Fig 5A), a recognized indicator of repetitive behavior. Finally, memory function was assessed by means of two different tasks, the novel object recognition and the fear conditioning test. Specifically, mice lacking Pla2g4e showed a marked reduction in recognition memory (Fig 5B) and a significantly poorer associative memory starting from 48 h after the training session (Fig 5C), suggesting that Pla2g4e is involved in memory consolidation.

**Figure S4.**
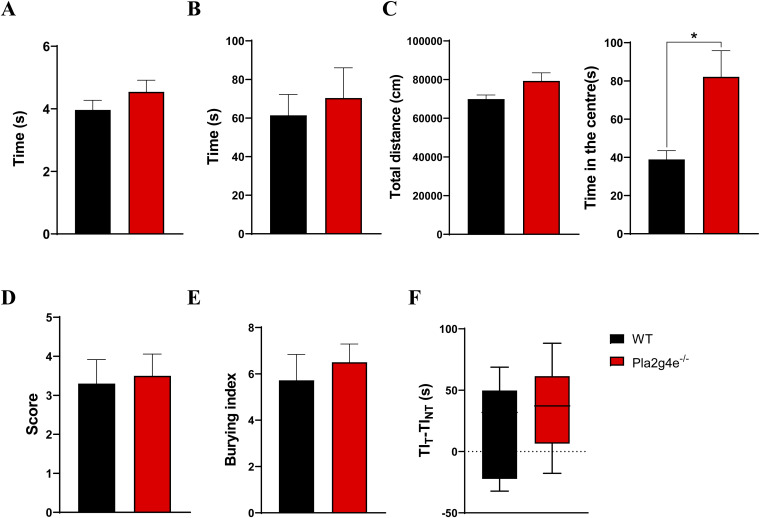
Pla2g4e deficiency does not affect motor coordination or social behaviors. **(A, B)** No significant differences were observed between WT mice (WT) and mice lacking PLA2G4E (Pla2g4e^−/−^) in the latency to descend the pole (n = 11–13) (A) or in the time to fall in the rotarod test (n = 5) (B). **(C)** Open-field test reports no alterations in the total distance travelled but a significant increase in the time spent in the center of the arena by Pla2g4e^−/−^ mice with respect to WT mice (n = 7–8). **(D, E, F)** Pla2g4e^−/−^ mice show no difference with respect to the WT littermates in the nesting (n = 5) (D), marble burying (n = 9–12) (E), or social interaction test (n = 6–9). **(F)** Data are shown as the mean ± SEM.

**Figure 5.**
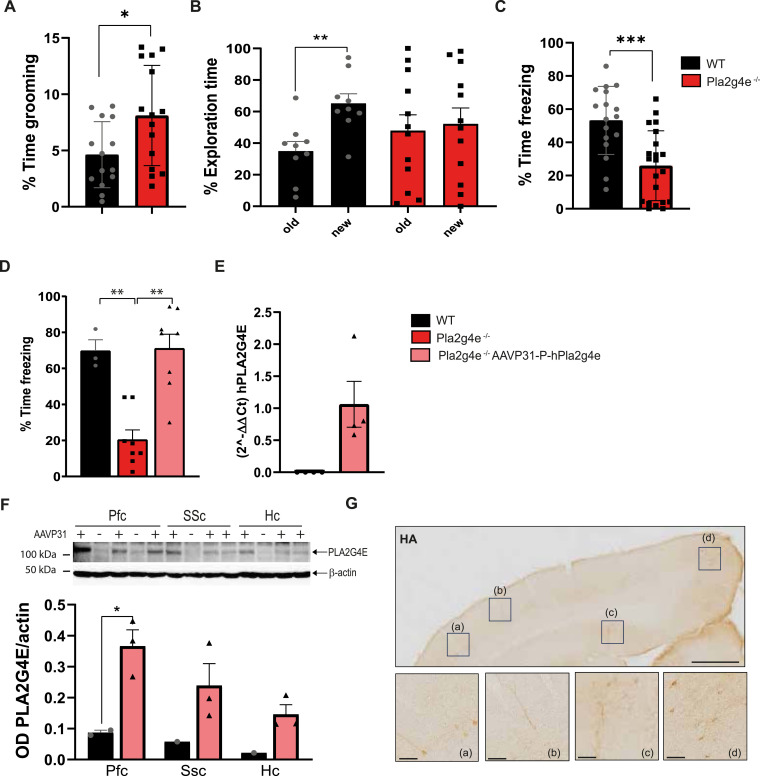
PLA2G4E plays a crucial role in maintaining proper cognitive and behavioral function. **(A)** *Pla2g4e*^−/−^ mice show an increased grooming behavior in comparison with WT mice (n = 14–15 per group). **(B)** Novel object recognition test reveals impaired recognition memory in *Pla2g4e*^−/−^ mice compared with the WT group. **(C)** *Pla2g4e*^−/−^ mice show a significantly reduced associative memory in the fear conditioning test compared with WT mice (n = 9–15 per group). **(D)** Fear memory was rescued upon AAVP31-mediated human *PLA2G4E* expression in the brain of adult *Pla2g4e*^−/−^ mice (n = 8 per group). **(E)** AAV9P31-mediated human *PLA2G4E* overexpression (2.5 × 10^11^ vg/Kg) is detectable in the hippocampus by RT–PCR (n = 4 per group). **(F)** AAV9P31-mediated human *PLA2G4E* overexpression (2.5 × 10^11^ vg/Kg) is detectable 2 mo after treatment in protein extracts obtained from the prefrontal cortex (PFC), the somatosensory cortex (SSC), and the hippocampus (Hc) of treated mice (n = 4 per group). **(G)** Representative HA staining in cortical sections of Pla2g4e^−/−^ mice injected with AAV9P31-HA-PLA2G4E delivery. Scale bars, 500 µm (top image), 50 µm (bottom images). Data are shown as the mean ± SEM.*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001. Source data are available for this figure.

Taken together, these data indicate that the depletion of Pla2g4e does not affect the motor learning and performance of the animals, but gives rise to a murine model displaying neurodevelopmental traits. In particular, the reduced anxious-like behavior and the increased self-grooming suggest that *Pla2g4e*^−/−^ resembles phenotypes commonly observed in transgenic models of intellectual disability and autism spectrum disorders. Moreover, the marked memory deficit of these mice, while being a sign of the cognitive impairment attributed to these conditions, may also share features with AD.

This hypothesis was further supported by RNA-sequencing analysis of the prefrontal cortex of WT and *Pla2g4e*^−/−^ mice (Gene Expression Omnibus [GEO] accession number GSE259325, subseries GSE259323). Indeed, gene set enrichment analysis (GSEA) demonstrated that the transcriptomic alterations occurring in *Pla2g4e* KO mice affect Biological Processes related to cytoskeletal dynamics (e.g., “Axonogenesis,” and “Regulation of Actin Filament-Based Processes”), neuronal development (e.g., “CNS Neuron Differentiation”), and synaptic transmission (e.g., “Synapse Organization” and “Neurotransmitter Secretion”) (Fig S5A). Notably, GSEA also identified that the most highly enriched gene sets in *Pla2g4e*^−/−^ mice overlapped with those known to be down-regulated in AD (Fig S5B; BLALOCK_Alzheimer_Disease_DN is a gene set consisting of genes that are down-regulated in the brains of patients with Alzheimer’s disease (33)).

**Figure S5.**
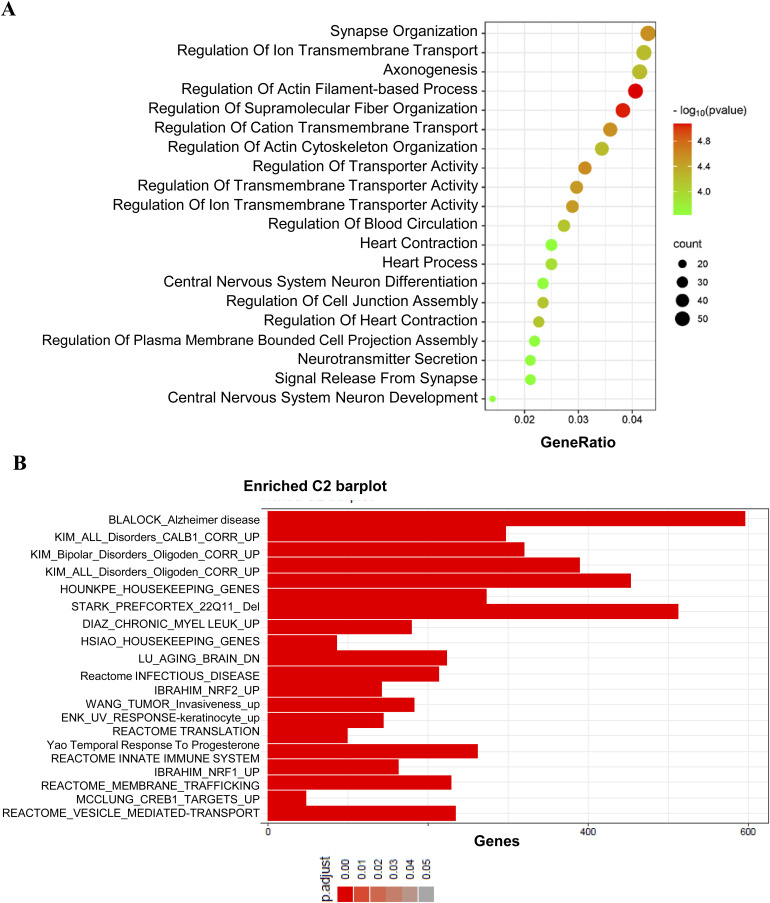
Transcriptomic analyses reveal altered biological processes and AD-related gene expression in the Pla2g4e^−/−^ mouse prefrontal cortex. **(A)** Top 20 Gene Ontology (GO) Biological Processes differing between WT and Pla2g4e^−/−^ mice identified in the RNA-seq analysis of prefrontal cortex extracts. **(B)** Top gene sets identified by GSEA (gene set enrichment analysis) of prefrontal cortex RNA-seq comparing WT and Pla2g4e KO highlight the highest similarity of the list of genes altered in Pla2g4e^−/−^ mice with genes described to be down-regulated in AD in the data set of Blalock and colleagues.

### Pla2g4e overexpression is sufficient to restore memory deficits in Pla2g4e KO mice

Given these parallels, and based on our previous work demonstrating that AAV-mediated Pla2g4e overexpression restores cognitive function in an AD model (3), we next examined whether the overexpression of Pla2g4e in adulthood could reverse the behavioral deficits observed in constitutive *Pla2g4e*^−/−^ mice. To achieve this, we employed the adeno-associated virus AAV9P31, a capsid variant known for its ability to penetrate the blood–brain barrier in mice (34), encoding the Hu*PLA2G4E* gene driven by the human synapsin I promoter.

The vector was systemically administered to *Pla2g4e*^−/−^ mice via retro-orbital vein injection (2.5 × 10^11^ vg/Kg). 1 mo after the injection, memory function was assessed using the fear conditioning test. In this test, *Pla2g4e*^−/−^ mice overexpressing Hu*PLA2G4E* exhibited a significant improvement in memory (Fig 5D). We confirmed the association between cognitive enhancement and AAV-derived *PLA2G4E* expression by performing RT–PCR to detect human *PLA2G4E* mRNA in the hippocampus (Fig 5E), as well as Western blot analysis of PLA2G4E protein levels in both cortical and hippocampal extracts (Fig 5F). In addition, IHQ targeting the HA tag, fused to the transgene, revealed widespread HA expression across various cortical regions and the hippocampus (Fig 5G). These results suggest that a diffuse neuronal overexpression of PLA2G4E can effectively restore normal memory when cognitive deficits are already established, highlighting the therapeutic applicability of the AAV9P31-Hu*PLA2G4E* viral vector in neuropathological conditions even beyond the pure AD.

### Impact of Pla2g4e deficiency on synaptic function and development

In line with the observed learning and memory impairments in *Pla2g4e*^−/−^ mice, we analyzed the levels of key synaptic markers in the hippocampus and prefrontal cortex of adult animals. However, using Western blot analysis, no significant differences were detected in the expression of any of the pre- and postsynaptic markers considered (namely, synapsin I, VGLUT1, PSD95, and GluA1) (Fig S6A and B). Similarly, the density of dendritic spines on secondary dendrites of CA1 pyramidal neurons did not differ between *Pla2g4e*^−/−^ and WT mice at 2–3 mo of age (Fig S6C).

**Figure S6.**
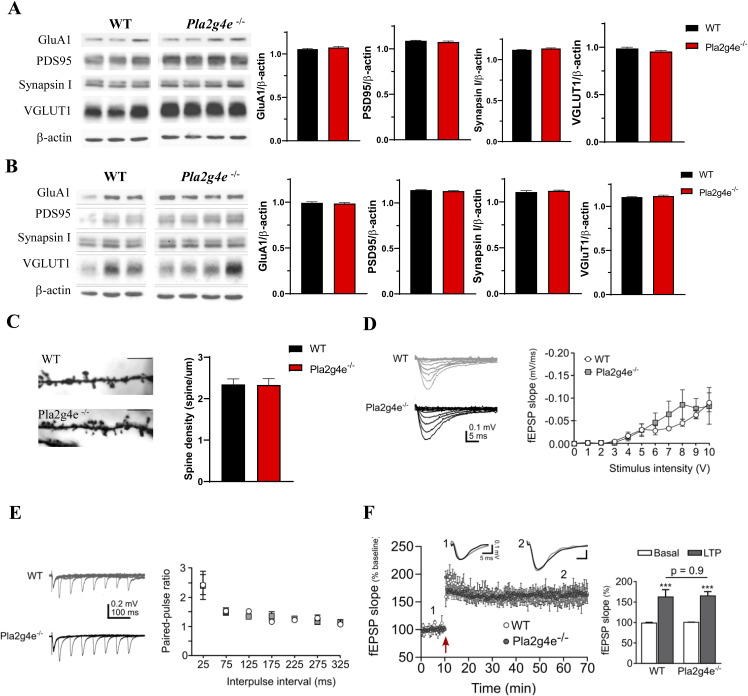
Normal synaptic marker expression, spine density, and synaptic plasticity in adult Pla2g4e^−/−^ mice compared with WT littermates. **(A, B)** Adult Pla2g4e^−/−^ mice (2–4 mo old) express similar levels of synaptic markers with respect to WT littermates both in the prefrontal cortex (A) and in the hippocampus (B) (n = 3–4). **(C, D)** Pla2g4e^−/−^ mice (2–4 –mo old) showed similar dendritic spine density of the secondary dendrites in CA1 pyramidal neurons when compared to the WT littermates (n = 4) **(D)**. Representative fEPSP recordings in the stratum radiatum (SR) evoked by increasing intensity stimulation of the Schaffer collateral fibers in WT and Pla2g4e^−/−^ mice. fEPSP slopes are similar between WT and Pla2g4e^−/−^ mice (n = 6–7). **(E)** Traces of fEPSP recorded in SR at different interstimulus intervals. The paired-pulse facilitation slopes are comparable between WT and Pla2g4e^−/−^ mice (n = 6–7). **(F)** Time course of mean fEPSP slope from WT and Pla2g4e^−/−^ (n = 6–7) mice. Magnitude of fEPSP was enhanced in both groups compared with basal condition (right). Significant differences with respect to basal state were established in both groups, but no differences were found in slices of WT versus Pla2g4e^−/−^ mice. Data are shown as the mean ± SEM. ***P < 0.001.

Next, we investigated hippocampal CA3-CA1 synaptic contacts to assess potential alterations in synaptic electrophysiological function. We first analyzed basal synaptic transmission by applying isolated stimuli of increasing intensity to the Schaffer collaterals (Fig S6D). For a range of stimulation intensities, the slopes of *Pla2g4e*^−/−^ fEPSP responses were not significantly different from the fEPSP responses of WT slices (n = 6 slices for WT versus 7 slices for *Pla2g4e*^−/−^, at least three mice, Fig S6D). To further explore synaptic plasticity, because activity-dependent synaptic plasticity including short-term plasticity and long-term potentiation (LTP) alters neural circuitry in response to recent activity, we next study the paired-pulse facilitation (PPF), as a form of short-term plasticity (35) and theta-burst conditioning tetanus to induce classical LTP (35). PPF ratios of fEPSP slopes at interstimulus intervals ranging from 25 to 325 ms were normal in the *Pla2g4e*^−/−^ mice (n = 6 slices for WT versus 7 slices for *Pla2g4e*^−/−^, at least three mice, at least three mice, Fig S6E). In addition, theta-burst conditioning revealed a similar ability to support LTP in *Pla2g4e*^−/−^ and WT mice (n = 6 slices for WT versus 7 slices for *Pla2g4e*^−/−^, at least three mice, Fig S6F). Collectively, these results indicate that Pla2g4e deficiency does not affect synaptic function at either the pre- or postsynaptic levels. Therefore, the behavioral alterations observed in Pla2g4e^−/−^ mice are unlikely to be attributed to changes in adult hippocampal synaptic function.

Given that the expression of Pla2g4e is specifically required during a precise stage of brain development, we aimed to analyze the developmental profile of various synaptic marker proteins in the cortex and hippocampus of both WT and *Pla2g4e*^−/−^ mice. This analysis was conducted from postnatal day (PND) 1 to 30. Line graphs show that in the cortex of WT mice, all the neuronal markers analyzed exhibit a significant increase in expression levels from PND1 to PND30. In contrast, *Pla2g4e*^−/−^ mice exhibited no significant increase in expression for most markers, with the exception of synapsin and synaptophysin, which are synaptic vesicle markers (Fig 6A and B). A similar analysis in hippocampal extracts revealed fewer differences between genotypes, as developmental changes in synaptic marker expression were also observed in *Pla2g4e*^−/−^ mice (Fig S7), suggesting that hippocampal synaptogenesis is less dependent on Pla2g4e.

**Figure 6.**
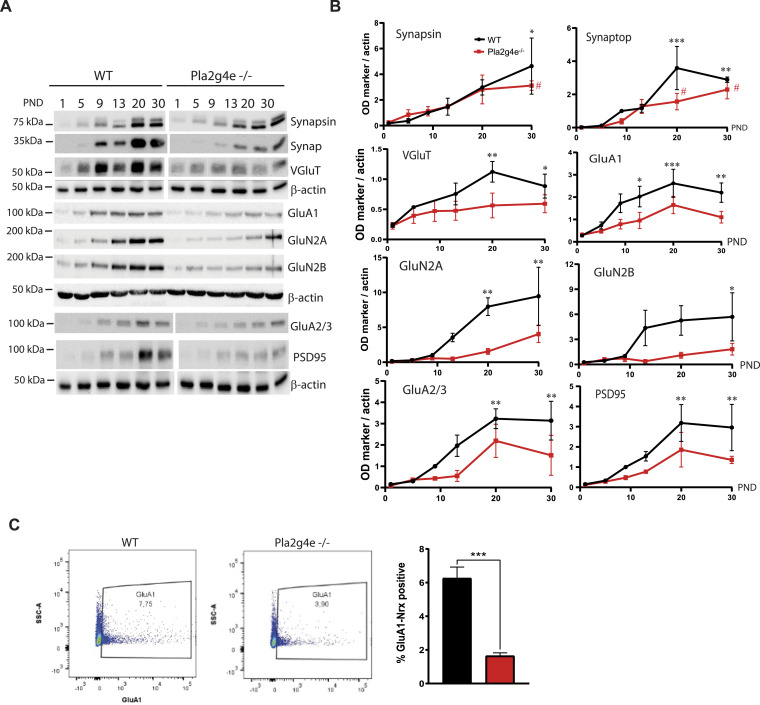
Pla2g4e KO mice exhibit decreased expression of synaptic markers. **(A, B)** Representative Western blot and quantification of the expression of different synaptic proteins in mouse cortex along the first postnatal month (n = 3 mice per group and time point). Two-way ANOVA followed by Tukey’s post hoc test; *P < 0.05, **P < 0.01, ***P < 0.001. **(C)** At PND10, the percentage of hippocampal synaptosomes expressing GluA1 is significantly lower in *Pla2g4e*^−/−^ mice with respect to their WT littermates (n = 4). Data are shown as the mean ± SEM. ***P < 0.001. PND, postnatal day. Source data are available for this figure.

**Figure S7.**
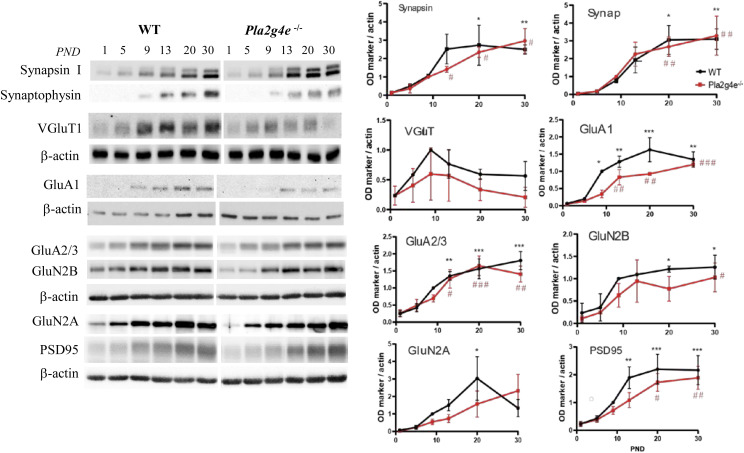
Normal postnatal development of synaptic marker expression in the hippocampus of Pla2g4e^−/−^ mice. In the hippocampus, Pla2g4e knockout (Pla2g4e^−/−^) mice exhibit nearly normal expression of synaptic markers along the first postnatal month. Representative Western blot and quantification of the expression of different synaptic markers in hippocampal extracts comparing WT (n = 3) and Pla2g4e^−/−^ (n = 3) mice along the first postnatal month. Protein expression was normalized to the control gene, actin. The immunoblot signals of each synaptic marker across different PNDs were analyzed using a two-way ANOVA, followed by Tukey’s post hoc test to compare expression levels with those at PND1 (n = 3 mice per condition and PND). Data are shown as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 differences versus PND1 in WT mice; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 differences versus PND1 in Pla2g4e^−/−^ mice. Source data are available for this figure.

Interestingly, direct comparisons between WT and *Pla2g4e*^−/−^ mice at the specific time points showed significant reductions in key synaptic proteins, including GluA1, GluR2/3, PSD95, and GAD67, in the cortex of knockout mice, specifically at PND9 (Fig 6A and B). This observation is consistent with the peak in Pla2g4e expression at this developmental stage and with its higher expression levels in the cortex compared with the hippocampus (Fig S8). These results suggest that high levels of Pla2g4e contribute to the expression of key components of functional postsynaptic density complexes. Moreover, its absence seems to have a more significant impact on the brain development in cortical areas. Thus, aiming to detect potential hippocampal alterations, we analyzed crude synaptosomes isolated from PND10 pups using flow cytometry. Crude synaptosomes were stained with two antibodies recognizing Nrx1β and GluA1, a pre- and a postsynaptic marker, respectively, that are expected to be co-expressed in structurally intact synaptosome units. Using flow cytometry, we found that the percentage of double-positive (Nrx1β^+^/GluA1^+^) events is significantly decreased in the hippocampal extracts obtained from *Pla2g4e*^−/−^ mice with respect to WT littermates (Fig 6C), suggesting that the lack of Pla2g4e results in an abnormal structure of synapses in the early postnatal period.

**Figure S8.**
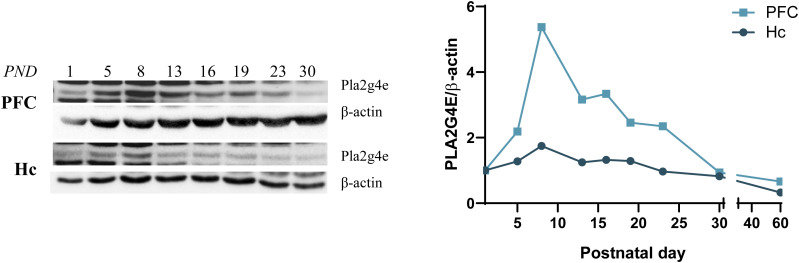
Higher PLA2G4E expression in the prefrontal cortex than in hippocampus during postnatal development. Western blot analysis comparing PLA2G4E expression during WT brain development in the prefrontal cortex and hippocampus reveals that, physiologically, the highest PLA2G4E levels are reached in cortical areas. PND, postnatal day; Hc, hippocampus; PFC, prefrontal cortex. Source data are available for this figure.

Taken together, these results demonstrate that the absence of Pla2g4e disrupts the developmental expression of synaptic markers in both the cortex and hippocampus, particularly during the first postnatal weeks. This delayed maturation of functional synapses likely contributes to the cognitive deficits observed in *Pla2g4e*^−/−^ mice.

### Cognitive alterations in tamoxifen-inducible forebrain-specific *Pla2g4e* KO aged mice

Next, we investigated whether Pla2g4e expression during adulthood is required for maintaining optimal cognitive function during aging. To address this question, we first analyzed Pla2g4e expression levels in the prefrontal cortex at various time points across the lifespan. Notably, as depicted in Fig 7A, expression levels exhibited a pronounced increase at 9 mo of age, followed by a subsequent decline as the animal continues to age. This biphasic expression pattern aligns with data reported by the Mouse Dementia Network (mouseac.org). Although the underlying mechanisms regulating this dynamic expression remain unclear, we hypothesize that Pla2g4e activity is particularly important during critical and vulnerable periods such as neurodevelopment and aging. Accordingly, in order to determine the functional significance of this up-regulation, we employed a conditional knockout model to target *Pla2g4e* in CAMKII-positive excitatory pyramidal neurons (*Pla2g4e*^lox/^lox; CAMKCreER^T2+/−^). Specifically, *Pla2g4e* depletion was induced by administering tamoxifen to mice aged 7–8 mo on five alternate days and the fear conditioning and the NOR tests were conducted when the animals reached 14 mo of age (see scheme in Fig 7B).

**Figure 7.**
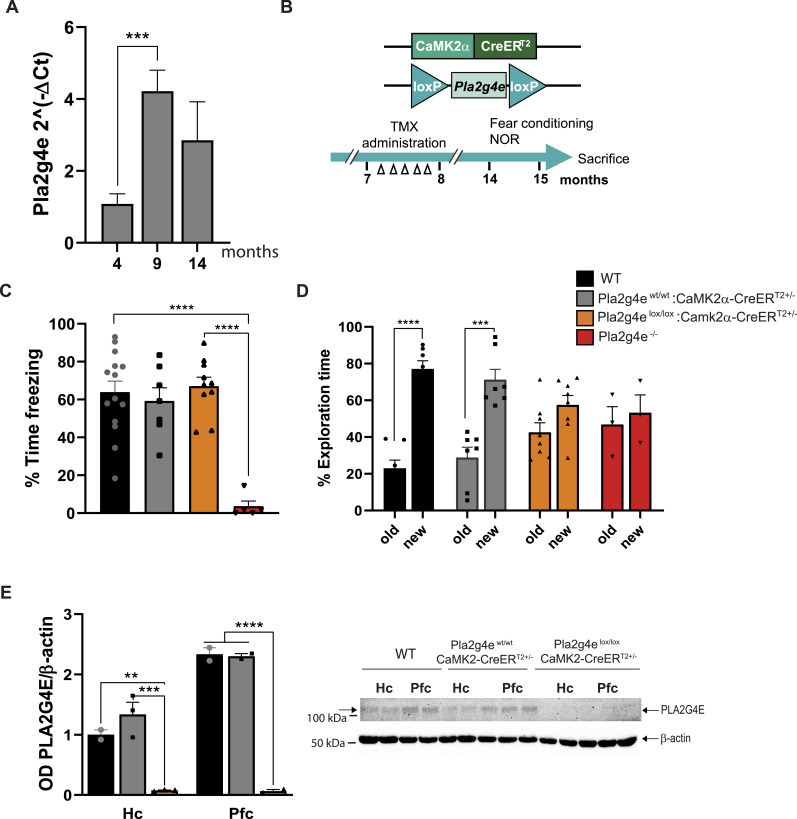
Tamoxifen-inducible forebrain-specific conditional knockout mice lacking *Pla2g4e* exhibited preserved memory function. **(A)** *Pla2g4e* transcript levels are significantly increased in the hippocampus of 9-mo-old mice (n = 4). **(B)** Schematic representation of the schedule of tamoxifen administration and behavioral test carried out with *Pla2g4e*^lox/lox^ CAMKCreER^T2+/−^ mice. **(C, D)** *Pla2g4e* knockout in excitatory neurons at 7–8 mo of age does not affect 14-mo-old mouse fear memory (C) but alters the recognition memory (D) in the same conditional *Pla2g4e* KO mice (n = 9–14 per group). **(E)** Western blot analysis confirms the lack of *Pla2g4e* expression in the hippocampus and prefrontal cortex of tamoxifen-induced conditional *Pla2g4e* KO mice. Data are shown as the mean ± SEM. **P < 0.01, ***P < 0.001, ****P < 0.0001. TMX, tamoxifen; NOR, novel object recognition; Hc, hippocampus; PFC, prefrontal cortex.

Unlike the constitutive *Pla2g4e* KO mice, which displayed marked impairment of fear memory at 14 mo of age, the age-matched inducible conditional *Pla2g4e* KO mice exhibited normal fear memory 24 h after the training phase (Fig 7C). It is important to note that in this case, the freezing behavior of the constitutive *Pla2g4e* KO mice corresponds to 14-mo-old animals, a considerably older cohort compared with the 4- to 5-mo-old mice examined in Fig 5. At this advanced age, cognitive decline is more pronounced, likely because of the combined effects of aging and the absence of *Pla2g4e*. This age difference should be carefully considered when interpreting and comparing the behavioral outcomes presented in the two figures. Furthermore, the total absence of freezing behavior may be also related to the way the system records movement. It is important to note that in this context of motion tracking using a fear conditioning system, mobility is quantified over predefined time intervals (e.g., every 5 s). If the immobility value recorded for a given interval is zero, this does not necessarily mean that the animal was continuously moving throughout the entire period. It is possible that the animal remained still for a few seconds (e.g., 2 s), but did not meet the minimum duration threshold required by the system for the episode to be registered as immobility. Therefore, zero immobility values may still include brief moments of stillness that fall below the system’s detection criteria.

In contrast to fear memory assessment, in the NOR test, both the constitutive and the conditional *Pla2g4e* KO mice demonstrated a similar poor performance, which was significantly worse than that of aged-matched controls (Fig 7D). Western blot analysis confirmed that tamoxifen administration effectively induced the complete silencing of Pla2g4e in both the hippocampus and prefrontal cortex, ensuring that the memory tests were indeed conducted in the absence of PLA2G4E (Fig 7E). This finding indicates that the absence of Pla2g4e in fully developed adult brains partially affects cognitive performance during aging.

These results highlight that Pla2g4e expression is critically important during specific periods of heightened brain vulnerability, including both neurodevelopmental stages and neurodegenerative processes.

## Discussion

In this study, we have investigated the molecular mechanisms associated with Pla2g4e, exploring its role in cognitive processes and assessing its importance for maintaining optimal brain function. Our research reveals that the expression of neuronal Pla2g4e reaches its highest levels during the early postnatal days, a crucial period for brain development. Interestingly, when we selectively down-regulated Pla2g4e expression in neuronal cultures during early neurodevelopmental stages, coinciding with peak synaptogenesis, we observed a reduction in dendritic arborization and spine density, ultimately impacting neuronal function in vitro. We found that constitutive Pla2g4e knockout mice exhibited altered developmental profile of synaptic plasticity markers, leading to relevant behavioral alterations in adulthood, particularly in memory function. Remarkably, these deficits were effectively corrected by restoring the expression of Pla2g4e in neurons. In addition, selectively removing Pla2g4e from excitatory neurons in the mature brain partially impacted memory function in aged animals, suggesting a crucial role of Pla2g4e in cognitive aging. Our study altogether suggests that Pla2g4e plays a crucial role in orchestrating synaptogenesis during brain development and in cognitive aging. Furthermore, it provides additional support for the efficacy of a Pla2g4e-based gene therapy in neurological disorders characterized by synaptic degeneration.

The bell-shaped protein expression pattern of Pla2g4e observed during mouse brain development aligns with previous studies, indicating that the *Pla2g4e* transcript peaks in the neonatal mouse brain, with the highest enzymatic activity found at PND7 (11, 24). Pla2g4e is the enzyme responsible for producing neuroprotective NAPEs and NAEs during ischemic events in neonatal brains (11). In physiological conditions, NAPEs represent only ∼0.01% of total phospholipids in mammalian cells (36) and their increase is required only under situations of injury or stress, such as ischemia. In these circumstances, the elevation in Ca^2+^ levels accelerates the synthesis of NAPEs, thereby facilitating the subsequent formation of NAEs, which accumulate and conceivably exert a protective function (12, 37). Thus, in their post-decapitation ischemia model, Rahman and colleagues detected a more-than-100-fold increase in 18 NAE species, including N-stearoylethanolamide (SEA/18:0 NAE, 208-fold), N-palmitoylethanolamide (PEA/16:0 NAE, ∼392-fold), and N-oleoylethanolamide (OEA/18:1 NAE, ∼104-fold), whose formation was strongly impaired in *Pla2g4e*^−/−^ KO mice. These data suggest that NAPEs, NAEs, and consequently Pla2g4e could play a neuroprotective role in the first developmental stages of the CNS. Neonates generally exhibit heightened susceptibility to hypoxia-induced ischemic insults compared with adults (11). Consequently, the observed up-regulation of Pla2g4e expression at an early postnatal time point may be associated with neuroprotective mechanisms.

Interestingly, this time window, where higher levels of Pla2g4e expression are recorded (approximately between PND5 and PND8), has been described as a critical postnatal period for brain development, particularly in terms of brain growth and synaptogenesis (38, 39). Thus, it could be reasonable to consider Pla2g4e as a main effector in synaptogenesis, hypothesis that is furtherly supported by previous interventional studies that identified the increase in dendritic spine density as one of the main Pla2g4e-mediated beneficial processes in different mouse models (3, 4).

Interestingly, thanks to immunohistochemical analysis we could also detect a peculiar subcellular localization of Pla2g4e in the AIS, which was furtherly confirmed by the colocalization with ankyrin G in the hippocampus. AIS is a highly specialized neuronal compartment where action potential is initiated (40). In this sense, Pla2g4e could be involved in the instauration and maintenance of this structure for proper connectivity and function. On the other hand, we could detect neuronal populations that exhibit an intense staining at PND8, including mossy cells in the dentate gyrus. Notably, these cells contribute to the proper functioning of the hippocampus and accurate performance in fear conditioning tests (41). In addition, high expression levels were detected in the motor and primary somatosensory cortex previously reported by reference 11. Thus, these observations indicate a widespread presence of Pla2g4e in most of the neuronal types, suggesting that it could play a role in several essential neuronal processes.

Accordingly, the highest expression of Pla2g4e in neuronal cultures corresponds to a specific stage in neuronal development, namely, Stage 5 (26). This stage marks the initiation of primary projections that established the first synaptic contacts between dendritic spines and axon terminals, thereby establishing the foundational framework of a neuronal network (25). Interestingly, a comparison of protein levels revealed that Pla2g4e peaks concomitantly with the plateau of ARF6, a small GTPase implicated in synaptogenesis in both developing and mature neurons (28). In this context, the decline in Pla2g4e levels after PND15 suggests that in contrast to ARF6, this enzyme is primarily essential during the early stages of neuronal development. This hypothesis is further supported by the Sholl analysis of neurons expressing Pla2g4e at optimal levels until DIV10, which exhibited normal dendritic arborization. In line with this, we demonstrated that the inhibition of Pla2g4e during the early stages of neuronal development exerts a substantial impact on their transcriptomic profile in the mature state. Of particular interest, *Slc27a4* emerged as the most down-regulated gene, encoding the long-chain fatty acid transport protein 4 (known as FATP4), a crucial protein responsible for supplying fatty acids to the fetal brain (42). This protein appears to play a critical role during neurodevelopment, a period when the brain demands a consistent and reliable supply of fatty acids. Accordingly, it has been described that alteration in fatty acid uptake within the human fetal brain, potentially influenced by the SLC27A4 dysfunction, could contribute to autism spectrum disorder pathophysiology (42). In addition, our data indicate that the inadequate expression of Pla2g4e is detrimental for VGLUT1 levels, which is essential for maintaining proper excitatory signaling. Thus, we could speculate that Pla2g4e efficiently modulates glutamatergic transmission, highlighting its pivotal role in synaptic plasticity. This hypothesis is supported by electrophysiological data from neuronal cultures, demonstrating alterations in the miniature excitatory postsynaptic currents when Pla2g4e is absent.

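*Slc27a4* (ENSMUSG00000059316, chromosome 2, 29692646 to 29707534 on the plus strand of GRCm39) had 130.0, 127 and 116 CPM in the shCtrl libraries and 32.5, 33.4 and 34.6 CPM in the sh*Pla2g4e* libraries collected at DIV14. The means were 124.3 ± 7.16 and 33.5 ± 1.06 CPM (SD, n = 3 each), so that 26.9% of the transcript was left. The log2 fold change was −1.89 (standard error 0.083, adjusted p = 2.02e-09 from edgeR's quasi-likelihood test) and lay between −1.94 and −1.86 when each library was left out in turn. Among all DEGs it was the third lowest log2 fold change, and the lowest among DEGs with a mean log2 CPM of at least 3. By p it ranked 2nd of all genes. Its 3′ UTR holds the sh2 seed site GTGGCCA at 3 positions and its coding sequence at 1.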

Importantly, beyond its enzymatic role in lipid signaling, Pla2g4e may also contribute structurally to neuronal function. Specifically, PEA and OEA, products of Pla2g4e activity, can selectively activate PPARα, thereby preventing oxidative and inflammatory processes and reducing neuronal death during cerebral injury (43). In addition, this phospholipase is known to participate in membrane trafficking, particularly within clathrin-independent endocytic and recycling pathways, which are essential for the rapid, stimulus-dependent synaptic vesicle recycling required for efficient neurotransmission. In this context, Pla2g4e may act not only through its enzymatic activity and bioactive lipid products such as NAEs, but also as a structural cargo protein that supports neuronal membrane remodeling events necessary for synapse formation and plasticity. Therefore, we cannot exclude either mechanism, or the interplay between them, as contributing factors in its role in memory formation and dendritic spine development.

Consequently, it is noteworthy the diminished expression of both pre- and postsynaptic molecules observed in the brain of the constitutive *Pla2g4e* knockout model during the developmental stage, ultimately impairing cognition in adult animals. In this context, constitutive Pla2g4e^−/−^ mice exhibited significantly impaired associative and recognition memory. Furthermore, an AD-like phenotype was predicted in the RNA-seq comparing WT and Pla2g4e KO brain tissue. Furthermore, the transcriptomic profile of neuronal cultures lacking *Pla2g4e* significantly correlated not only with AD-related phenotypes but also with conditions such as “Autistic Behavior” and “Severe Intellectual Disability,” terms that were surprisingly in accordance with the altered self-grooming phenotype recorded in vivo. Fascinatingly, these conditions are linked to neurodevelopmental alterations that align well with the unique pattern of Pla2g4e expression. Accordingly, diverse regulation of this gene bears implications for both neurodevelopment and neurodegenerative disorders. Human observational studies have noted differentially methylated CpGs within the *PLA2G4E* gene between preterm infants with an optimal neurobehavioral profile compared to infants with a poorly regulated neurobehavioral profile (23). Furthermore, genetic variants within the *PLA2G4E* gene have been suggested as plausible risk factors for neurodevelopmental issues, notably including panic disorder (22). Collectively, these findings substantiate the idea of a pivotal role played by this enzyme in the phase of neurodevelopment, contributing to adult brain health.

In the conditional *Pla2g4e*^lox/lox^;CAMKCreER^T2+/−^ knockout model, where proper brain neurodevelopment occurred, the absence of Pla2g4e during adulthood results in a less severe impact, affecting only specific types of memory, particularly, impaired performance in the object recognition task but preserved fear conditioning. This dissociation likely reflects the distinct neural substrates underlying these tasks: object recognition is primarily dependent on cortical regions such as the perirhinal and prefrontal cortex, whereas fear conditioning relies more on the amygdala and hippocampus. Notably, synaptic marker alterations in the *Pla2g4e* KO mice were more pronounced in the cortex, suggesting that Pla2g4e plays a critical role in maintaining synaptic integrity in cortical circuits required for object-based memory, but is less essential for subcortical circuits mediating associative fear learning.

This finding suggests that PLA2G4E’s significance extends beyond brain development to include at least partial involvement in cognitive aging. Future studies should investigate whether critical conditions, such as the accumulation of age-related changes or exacerbation of Alzheimer’s disease neuropathology, could hasten the onset of dementia in the absence of PLA2G4E.

It should be noted that the restoration of a normal fear memory in the complete Pla2g4e KO, while serving as a proof of concept that the reported alterations are directly related to the lack of Pla2g4e, presented an important opportunity to test a novel BBB-permeable capsid. Importantly, the results demonstrated that the AAV9P31 capsid (34), despite being administered intravenously, can efficiently enter the brain displaying even distribution and physiological expression, while still eliciting cognitive improvements. In conclusion, we propose that PLA2G4E is a fundamental regulator of neuronal development that plays a distinct and noncompensable function. Accordingly, PLA2G4E should be adequately expressed particularly in critical contexts such as infancy, brain injury, and aging, wherein its protective role can be effectively exerted.

Our study suggests that besides the physiological contribution of PLA2G4E during brain development and aging, this investigation will be useful for the translation of *PLA2G4E*-based gene therapy from in vivo testing to clinical applications. Specifically, we propose that the timing and target diseases for its application could be more effectively tailored, thereby augmenting the likelihood of successful outcomes and broadening potential clinical applications.

## Materials and Methods

### Mice

All the procedures were conducted in accordance with the European and Spanish regulations (2010/63/EU; RDS52/2013) and were approved by the Ethical Committee for the Animal Experimentation of the University of Navarra (protocols: 082c-21 (*Pla2g4e*^*tm2a*^), 112c-21 (*Pla2g4e*^*lox/lox*^), 015-22 (*Pla2g4e*^*tm2c*^, *Pla2g4e*^*lox/lox*^, *Pla2g4e*^*lox/lox*^ CAMKCreER^T2+/−^)). Mice were bred and housed in the animal facility of the Centre for Applied Medical Research (CIMA) in Pamplona. Mice were housed 3–6 per cage with free access to food and water and maintained in a 12-h light–dark cycle in controlled temperature and humidity conditions. Behavioral tests were conducted between 9:00 and 17:00. Both males and females were included in the experimental procedures.

### Constitutive and inducible conditional *Pla2g4e*^−/−^ mice

The constitutive *Pla2g4e* knockout C57BL/6N-*A*^*tm1Brd*^ *Pla2g4e*^*tm2a*^ (*EUCOMM*, *Hmgu/BayMmucd*, RRID: MMRRC_037767-UCD) mouse was obtained from the Mutant Mouse Resource and Research Centre (MMRRC). In these transgenic mice, the *Pla2g4e*^*tm2a*^ allele is predicted to generate a null allele through splicing to a LacZ trapping element. The conditional knockout *Pla2g4e*^*tm2c*^ was then generated by removal of the gene-trap cassette by FLP recombinase, which produced the floxed *Pla2g4e* gene. *Pla2g4e*^*lox/lox*^ mice were crossed with heterozygous CaMKCreER^T2^ mice (44) to obtain a time-specific knockout of *Pla2g4e* gene in excitatory neurons. Tamoxifen (T5648; Sigma-Aldrich) was dissolved at a final concentration of 20 mg/ml by shaking overnight (o/n) at 37°C in a rotary mixer. Both experimental (*Pla2g4e*^*lox/lox*^ CAMKCreER^T2+/−^) and control (*Pla2g4e*^*loxt/lox*^ CAMKCreER^T2−/−^) adult mice were administered via oral gavage during five alternate days with a 75-mg/kg dose of tamoxifen. Behavioral tests were performed 1 mo from the last administration.

#### Behavioral tests

To minimize bias, all behavioral experiments were conducted with the experimenter blinded to the genotype of the animals. In addition, because preliminary analyses revealed no significant behavioral differences between male and female *Pla2g4e* KO mice, both sexes were included and used interchangeably to ensure generalizability.

#### Pole and rotarod test

In the pole test, mice were placed on top of the pole with the head oriented upward and the time required for the animals to orient themselves downward and to descend to the base was recorded in three trials. The rotarod test was performed taking advantage of an accelerating rotarod (Harvard Apparatus) where in the two first days, mice were trained to coordinate and resist on the rotarod at least respectively 30 and 60 s (training phase), and in the third day, latency time before falling was recorded in one trial.

#### Fear conditioning test

Fear conditioning (FC) test was performed using a StartFear system (Panlab). In the first day, mice were put in the conditioning chamber with no stimuli and allowed to freely explore for 2 min (habituation phase). The day after, animals were placed in the same chamber and received two footshocks (0.2 mA) of 2 s after 90 and 120 s, respectively, and were returned to their home cages after an additional 30 s (training phase). Mouse memory was estimated considering the percentage of time spent “freezing” during the test consisting in 2 min in the conditioning chamber without any stimuli. The test was performed 24 h, 48 h, 1 wk, or 12 d post-training.

#### Open-field and novel object recognition test

Open-field (OF) and novel object recognition (NOR) tests were performed in a modular open-field arena (45 × 45 × 45) with opaque walls, and mouse behavior was recorded with an Action Camera (National Geographic) using the video tracking system Smart 3.0 (Panlab). In the first day, mice were allowed to freely explore the arena for 5 min. In this session, motor behavior was recorded and analyzed in terms of total distance and time in the center (OF). The day after, two identical objects were located in the same arena in parallel position, and mice could freely explore them for 5 min (training phase). The day after, recognition memory was tested by changing one of the two objects and considering the time that mice spent interacting with the novel and the familiar object. Results were expressed as the percentage of exploration time around the novel or the old object.

#### Social interaction test

Social approach test was performed following the previously published protocol (45) to assess social behavior. Data were expressed as the difference between the time in the interaction zone (TI) during the target session (TI_T_) ant the TI in the no-target session (TI_NT_). The “target” animal was changed every 4–5 sessions to reduce the deriving stress.

#### Self-grooming

Spontaneous grooming behavior was evaluated using the previously described protocol (46). Briefly, each experimental mouse was individually placed in a clean, empty mouse cage without bedding. After a 10-min habituation period, the animals were rated for 10 min for cumulative time spent grooming all body regions.

#### Marble burying and nest building tests

Mable burying and nesting tests were performed following the previously described protocols (47). For the marble burying test, standard polycarbonate rat cages (26 cm × 48 cm × 20 cm) were filled with fresh, unscented mouse bedding material to a depth of 5 cm and 12 standard glass toy marbles (assorted styles and colors, 15 mm diameter, 5.2*g* in weight) were placed on the surface of the bedding (3 columns x 4 rows). Each mouse was allowed to freely move in the cage for 30 min after which the number of unburied marbles was quantified. For nest building test, mice were singularly placed in a standard polycarbonate rat cage box where a piece of tightly packed cotton material (Nestlets Nesting Material, Ancare) had been added. Mice were left free to interact with the material o/n, and the day after, nesting index was evaluated and scored as no nest, partial nest, or complete nest covering the mouse.

### Animal euthanasia and tissue fixation

For biochemical studies, mice were euthanized by cervical dislocation and brains were dissected at 4°C. The prefrontal cortex (Fig S9A), hippocampus (Fig S9B), and somatosensory cortex (Fig S9C) were carefully isolated as illustrated and rapidly frozen in dry ice and stored at -80°C until use. For X-gal staining, fresh brains extracted from cervical dislocated animals were rapidly frozen with isopentane in dry ice. Coronal and sagittal sections of 10- to 30-μm thickness obtained with a cryostat were stored on Epredia SuperFrost Plus Adhesion slides (Thermo Fisher Scientific) at −20°C until use. For Golgi–Cox staining, fresh hemi-brains extracted from cervical dislocated animals were directly immersed in Golgi–Cox solution that, after 48 h, was replaced with the same, fresh solution where brain tissue remained for three more weeks before processing as indicated below.

**Figure S9.**
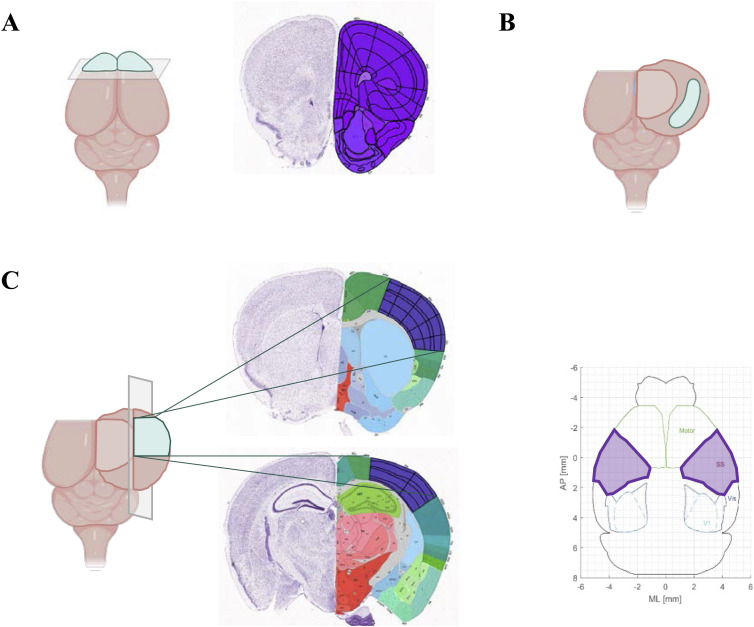
Dissection strategy for cortical and hippocampal brain regions. Schematic representation of the brain dissection process. **(A)** Prefrontal cortex was obtained cutting the anterior part of the brain. The coronal section that should be obtained with this first cut is shown in the interactive Allen Mouse Brain Atlas image, where the violet region is identified as the prefrontal cortex. **(B)** Hippocampus is easily dissected by unrolling the parietal cortex. **(C)** Somatosensory cortex is obtained by dividing the most external part of the parietal cortex (corresponding to the dorsal part) and selecting the anterior region. The obtained tissue approximately corresponds to the region highlighted in violet in the Atlas images and in the representation furnished by reference 60.

For immunohistochemistry, after being anaesthetized with an intraperitoneal (i.p.) injection of a combination of ketamine and xylazine (80/10 mg/kg), animals were perfused with PBS for 3 min followed by 12 min with 4% PFA. Brains were immersed in 4% PFA for 24 h at RT before being changed to EtOH 70% (PanReac) for 3 d at RT before being included in paraffin blocks.

### Protein extracts and immunoblotting

The tissue was homogenized in a lysis buffer containing 2% SDS, 10 mM Tris–HCl (pH 7.5), phosphatase inhibitors (1 mM NaF and 0.1 mM Na_3_VO_4_), and 1x Complete Protease Inhibitor Cocktail (Roche). The sample was finally sonicated and centrifuged at 16,000*g* to recover the supernatant. Samples were mixed with a 6X Laemmli sample buffer and resolved onto SDS–polyacrylamide gels and transferred to a nitrocellulose membrane using the Trans-Blot Turbo Transfer System. Membranes were blocked with 5% milk in TBS for 1 h at RT and incubated o/n at 4°C with the corresponding primary antibody at the dilution shown in Table S2. After three washes in TBS/Tween-20, membranes were incubated with HRP-conjugated anti-rabbit or anti-mouse antibody (1:5,000, Santa Cruz Biotechnology) for 1 h. Antibody binding to specific protein bands was visualized via an enhanced chemiluminescence system (ECL, GE Healthcare Bioscience, or Pierce ECL Plus, Thermo Fisher Scientific). Images were acquired and quantified using ImageLab Software (Bio-Rad).

Table S2. List of reagents and experimental models used in the study, including the source and catalog number.

### Immunohistochemistry and immunofluorescence

Immunohistochemistry (IHC) and immunofluorescence (IF) were performed in paraffin slides. In detail, the tissue was deparaffinized and treated with either citrate buffer (pH 6.0) (IHC) or Tris-EDTA buffer (pH 9.0) (IF) for antigen retrieval. Sections were stained o/n at 4°C, using single or combined primary antibodies at the dilutions indicated in Table S2. For IHC, after washing in PBS, sections were incubated with biotinylated goat anti-rabbit secondary antibody. A specific signal was visualized using an avidin–biotin–peroxidase complex with 3,3′-diaminobenzidine tetrahydrochloride (DAB) as the chromogen (diluted 1:500; Invitrogen). Hematoxylin IHC counterstaining was performed for nucleus visualization. Images were obtained using the automated system ScanScope (Aperio). For IF staining, after the o/n incubation with primary antibodies, slices were washed in PBS before adding Alexa Fluor 555– or Alexa Fluor 647–conjugated secondary antibodies before being coverslipped in mounting medium with DAPI. Colocalization images were obtained on a confocal microscopy (Zeiss LSM 800; Zeiss).

### X-gal staining

β-Galactosidase activity because of LacZ expression was detected by X-gal staining of cryostat brain sections. Tissue was first fixed by incubation in a 0.5% glutaraldehyde/PBS solution for 10 min at RT. After washing with PBS, slices were incubated o/n at 37°C in a humid chamber with a solution consisting of 5 mM K_3_Fe(CN)_6_, 5 mM K_4_Fe(CN)_6_, 1 mM MgCl_2_, and 1 mg/ml X-gal in PBS. The day after, slides were washed with PBS and mounted with aqueous Epredia Shandon Immu-Mount (Thermo Fisher Scientific) medium. Images were obtained with ScanScope (Aperio).

### Phospholipid extraction and analysis

On average, 30 mg of parietal cortex tissue was homogenized in 250 μl methanol: acetonitrile (1:1) using TissueLyser (QIAGEN) for 2 min. Samples were then centrifuged for 5 min at 20,000*g* at 4°C. The supernatant was collected and furtherly centrifuged for another 5 min at 20,000*g* at 4°C, whereas the pellet was kept at −20°C for protein quantification. The supernatant resulting from the second centrifuge was filtered in a deep well plate, and solvent was evaporated using nitrogen gas flow. The dry pellet was resuspended in 100 µl of methanol. Phosphatidylethanolamine (PE) was used as an internal standard. 10 μg of each sample was separated and analyzed using an HPLC-MS/MS system consisting of an HPLC Binary SL 1200 series (Agilent Technologies) column (XTerra RP18 3.5 μm 4.6 x 100 mm column (Waters) mobile phase: 100% MeOH, 0.1% formic acid, isocratic, 0.500 μl/min) and a PAL HTS-xt autosampler connected to an AB Sciex API 4000 Triple Quad LC/MS/MS. We used a positive electrospray ionization (ESI) source and a triple quadrupole analyzer. Data were obtained using the software Analyst. For normalizing data, the pellet obtained from the first centrifuge was resuspended in 50 μl RIPA buffer and protein content was quantified with the Pierce BCA Assay kit (Thermo Fisher Scientific). NAPE and NAE contents were expressed as the ratio between lipid (ng) and protein (mg) content.

### Fluorescence analysis of single synapse (FASS)

Synaptosome analysis was performed as previously described (48, 49). Briefly, crude synaptosomes were obtained from freshly dissected mouse hippocampi. Brain tissues were homogenized using a glass/Teflon homogenizer in a sucrose buffer (320 mM sucrose, 10 mM Hepes, pH 7.4, protease inhibitors [1:1,000, #P8340; Sigma-Aldrich], and phosphatase inhibitors [1:100, #78420; Thermo Fisher Scientific]) and centrifuged at 1,200*g* for 10 min to remove cell debris. The supernatant (S1) was further centrifuged at 12,000*g* for 20 min to obtain the synaptosome-enriched pellet (P2). Synaptosomes were resuspended by gently pipetting up and down in 1.5 ml of extracellular solution (120 mM NaCl, 3 mM KCl, 2 mM CaCl_2_, 2 mM MgCl_2_, 15 mM glucose, and 15 mM Hepes [pH 7.4]). After blocking with 4 ml of ice-cold blocking buffer (5% FBS in PBS), resuspended synaptosomes were incubated for 30 min at 4°C with primary antibodies against GluA1 (#13185, 1:1,500; Cell Signaling) and Nrx1β (75-216, 1:400; NeuroMab), and calcein AM (100 nM, #65-0853-39; eBioscience). The samples were then washed with blocking solution, 2,500*g* for 10 min at 4°C. Pelleted synaptosomes were resuspended and incubated for 30 min at 4°C with secondary antibodies anti-rabbit Brilliant Violet 421 (#111-675-144, 1:400; Jackson ImmunoResearch) or anti-mouse Alexa Fluor 647 (A21240, 1:800; Invitrogen), and calcein AM (100 nM) in the dark. Synaptosomes were washed again and resuspended in 500 µl PBS and stored protected from light at 4°C until they were analyzed by flow cytometry.

Samples were acquired using FACSCanto II System (BD Biosciences) using the protocol previously set up in reference 49. Synaptosome integrity was confirmed by calcein-associated fluorescence, and a total of 10,000 gated events were recorded. Data were analyzed using BD FACSAria Fusion cytometer and FlowJo software (LLC) (49). Synaptosomes were selected in the SSC versus FSC graph (size ∼0.75 to 3 μm). Doublets and multiplets were discriminated based on forward scatter height (FSC-H) versus forward scatter area (FSC-A) plots and excluded from subsequent analyses. Specific immunostaining was determined by gating particles following standard immunostaining protocols for flow cytometry using fluorescence minus one (FMO) samples (respectively no anti-GluA1 and no anti-Nrx1β). Double-immunostained synaptosomes are represented as the percentage of the total detected synaptosomes.

### Dendritic spine density measurement by Golgi–Cox staining

The half-brains were soaked in a Golgi–Cox solution (1% potassium dichromate, 1% mercury chloride, 0.8% potassium chromate) for 3 wk, and the previously described protocol was followed (50). Spine density was determined in the secondary apical dendrites of CA1 hippocampal pyramidal cells arising at distances from the soma of between 100 and 200 μm. Average data were obtained by quantifying the spine density in three dendrites of three neurons of three brain slices obtained from each brain (n = 27 dendrites for each group).

### Ex vivo electrophysiology

Detailed methods of most of the procedures have been described previously (35, 51). Briefly, coronal slices (350 μM thickness) containing the hippocampal formation were made from 3-mo-old mice using a vibratome (Vibratome Series 3000 Plus) and incubated for 1 h at RT in artificial cerebrospinal fluid (ACSF) gassed with 95% O_2_, 5% CO_2_, pH 7.3. The ACSF contained 124 mM NaCl, 2.69 mM KCl, 1.25 mM KH_2_PO_4_, 2 mM MgSO_4_, 26 mM NaHCO_3_, 2 mM CaCl_2_, and 10 mM glucose. Slices were then transferred to an immersion recording chamber and superfused at 2 ml/min at 30 ± 2°C. Extracellular field excitatory postsynaptic potentials (fEPSPs) were recorded with a carbon fiber microelectrode placed in the stratum radiatum of CA1 and evoked by stimulation of the Schaffer collateral fibers with an extracellular bipolar tungsten electrode via a 2,100 isolated pulse stimulator. Basal synaptic transmission was analyzed at the beginning of each experiment by applying stimuli of increasing intensity to reach a maximal fEPSP response. Then, the stimulation intensity was adjusted to give fEPSP response of ∼50% of maximal fEPSP and was kept constant throughout the experiment. To measure PPF, different interpulse intervals were used (25–325 ms). For LTP experiments, after recording stable baseline responses for 10 min, LTP was induced by applying four trains (1 s at 100 Hz, five bursts of five pulses, with an interval of 200 ms between bursts) spaced 30 s, and potentiation was measured for 1 h after LTP induction at 0.2 Hz. Changes in the fEPSP slope were calculated in relation to the baseline. To isolate fEPSP from GABAA-mediated inhibitory synaptic transmission, 50 μM of picrotoxin was used.

### AAV vector for in vivo administration

The AAV9P31 capsid was generated by inserting 7-mer AQWPTSYDA peptide between residues 588 and 589 in the hypervariable surface loop VIII of AAV9 as described in reference 34. The inclusion of this peptide significantly increases the capacity of AAV9 to cross the blood–brain barrier (34). The AAV9P31-SYN1-HAh*PLA2G4E* was diluted with PBS to reach the working concentration of 1 × 10^11^ genome copies (gc)/μl. 60 μl of the virus, corresponding to a dose of 2.5 × 10^11^ vg/Kg, was administered to each mouse by retro-orbital injection.

### Primary neuronal cultures

For RNA analysis and total extract biochemical studies, murine primary cultures of cortical and hippocampal neurons were established from E18 C57BL/6N embryos adapting the previously described protocol (52). Neurons were plated at a density of 7.5 x 10^5^ neurons per well in 6-well plates (Costar) coated with laminin (BD Biosciences) and poly-D-lysine (Millipore).

For imaging studies, hippocampal neuronal cultures were established from E19 rat fetuses following a well-established protocol (53, 54) with minor modifications. Cells were collected or fixed at DIV14.

### Cloning of anti-Pla2g4e shRNA

Three shRNA template oligonucleotides (sh1, sh2, and sh3), based on three different segments of the *Pla2g4e* murine gene (GenBank accession no. NM_001363091.1), were designed using the siRNA Target Finder and Design Tool i-Score Designer. Three oligonucleotides encoding different *Pla2g4e*-targeting shRNAs (Table S2) were cloned into the pSUPER.neo+gfp (OligoEngine) vector for small interfering RNA (siRNA) following the manufacturer’s protocol. Briefly, complementary oligonucleotides bringing HindIII and BglII ends were annealed in a 100 mM NaCl and 50 mM Hepes, pH 7.4, buffer at a final 60 μg/ml concentration. In parallel, 1 μg of pSUPER.neo+gfp plasmid was linearized with BglII and HindIII restriction enzymes. The linearized vector was purified using QIAquick Gel Extraction Kit (QIAGEN). Annealed oligonucleotides and linearized pSUPER.neo+gfp were ligated in 3:1 M ratio by overnight T4 DNA Ligase (Invitrogen) reaction at RT.

The recombinant vector was transformed in *E. coli* DH5α competent cells (Thermo Fisher Scientific) following the supplier protocol, and 100 μg/ml ampicillin (Sigma-Aldrich)-containing LB agar (CONDA) plates were used for antibiotic selection. Single bacterial colonies were grown overnight in 3.5 ml LB broth (CONDA) containing 100 μg/ml ampicillin (Sigma-Aldrich), and DNA was extracted using QIAprep Spin Miniprep Kit (QIAGEN). The presence of positive clones was checked by digestion with EcoRI and HindIII restriction enzymes in NEBuffer 2.1 (New England Biolabs). Clones producing a specific 281-bp band were finally sequenced with a short hairpin-specific Sanger sequencing protocol. The silencing efficiency of the obtained recombinant plasmids was tested in SH-SY5Y cells transfected with murine *Pla2g4e*-expressing plasmid (pRK5-*Pla2g4e*), kindly ceded by Dr. Cravatt (24), and cotransfected with the pSUPER recombinant vector expressing one of the three anti-*Pla2g4e* shRNAs.

For primary neuron treatments, shCtrl and sh2*Pla2g4e* shRNA were successively subcloned into a pLVTHM (Trono Lab) plasmid. Exploiting the EcoRI-HF and ClaI restriction enzymes, the obtained plasmids were amplified using QIAGEN Plasmid Maxi Kit (QIAGEN) and analyzed by Sanger sequencing for the following applications.

### Lentivirus production and transduction

60–70% confluent HEK293T cells were transfected with 9 μg shRNA-expressing plasmids, 6 μg psPAX2 and 3 μg pMD2. G (both from Trono Lab), using Lipofectamine 3000 (Invitrogen) system and by diluting the mixture in Opti-MEM (Gibco). Cells were maintained in a CO2 incubator at 37°C for 24 h before completely being discarded and renewing culture medium. The new medium was then collected after 24 h and substituted with fresh medium that was finally recollected the day after. The collected lentivirus-containing media were centrifuged for 10 min at 2,000*g* to remove cell debris, and the resulting 0.45-μm filtered supernatant was centrifuged at 50,000*g* at 4°C for 2.5 h in Beckman Coulter L-100XP Ultracentrifuge (SW28 bucket). The supernatant was discarded and pellet resuspended in PBS before being aliquoted in a suitable volume, quick-frozen, and stored at −80°C. Lentivirus production was tested by transducing HEK293T cells with different amounts of virus and checking for EGFP fluorescence using a Leica DM IL LED microscope (Leica).

Lentiviruses were added directly to the culture medium of primary neurons, and two thirds of the medium was replaced with fresh Neurobasal medium after 6 h. The most suitable sh*Pla2g4e* lentivirus dose was determined as the minimum amount of lentivirus needed to halve the expression of the *Pla2g4e* transcript (analyzed by real-time PCR). The same amount of lentivirus carrying an shCtrl was used for the basal experimental condition.

### Calcium phosphate transfection of primary neuronal cultures

For imaging studies, neurons were transfected with the calcium phosphate method. 30 min before transfection, complete culture medium was collected and maintained at 37°C, whereas prewarmed MEM (or DMEM) with GlutaMAX was added to neurons. Depending on the transfection efficiency, 2 to 3 μg DNA/well was mixed with CaCl_2_ and H_2_O and added drop by drop to an equal volume of HeBSS2x while vortexing. After a 30-min incubation at RT, protected by light, the mixture was added drop by drop to neurons that were rapidly put back in the incubator. After 10 min, precipitate formation was confirmed with an optical microscope, and neurons were washed with DMEM-GlutaMAX before adding back to the original complete culture medium.

### Neuronal imaging studies

For neuron morphology studies, transfected hippocampal neurons were fixed 10 min at RT with PBS containing 4% PFA and 4% sucrose. After washing with PBS, neurons were permeabilized with 0.1% Triton X-100 for 15 min at RT and incubated with 5% BSA in PBS (blocking solution) for 1 h at RT. Cells were labeled with GFP primary antibody (Table S2) diluted in blocking solution for 1 h at RT. Cells were then washed and incubated with fluorophore-conjugated secondary antibodies for 1 h at RT. After washing, nuclei were stained with DAPI and mounted on glass slides with Epredia Shandon Immu-Mount (Thermo Fisher Scientific). Individual neurons were imaged using the 40x oil objective of a Zeiss Confocal LSM 510 system (Zeiss) at 0.6 zoom. Eight to ten 0.5-μl section images were acquired with a sequential acquisition setting with a 1,024 × 1,024 pixel resolution. The Sholl analysis (55) was performed manually using Fiji Simple Neurite Tracer (SNT) plugin (56). For spine density quantification, three dendrites *per* neuron were imaged with 63x oil objective of a Zeiss Confocal LSM 510 system (Zeiss) at 1.0 zoom. Spine density was expressed as the number of spines/analyzed dendrite length (μm).

### RNA isolation

RNA extraction was performed using Maxwell RSC simplyRNA Tissue Kit (Promega) following the manufacturer’s protocol. Thanks to magnetic beads supplied in the Maxwell RSC Cartridge, Maxwell RSC Instrument performed RNA extraction and DNase I treatment resulting in 25-50 μl RNA-containing solution that was quantified with NanoDrop 1,000 (Thermo Fisher Scientific) before storage at −80°C until use.

### RNA-seq

After confirming RNA integrity via Agilent RNA Nano LabChips (Agilent Technologies), a total of 1 μg of the total RNA was used to construct cDNA libraries with the TruSeq Stranded mRNA Kit (Illumina). The libraries were quantified using quantitative real-time polymerase chain reaction (qRT-PCR) according to the qRT-PCR Quantification Protocol Guide. An Agilent Technologies 2100 Bioanalyzer was used for the qualification.

For RNA-sequencing data analysis, the quality of the samples was verified using FastQC software version 0.11.8 and the alignment of reads to the mouse genome (mm10) was performed using STAR software. Gene expression quantification was carried out considering read counts of exonic gene regions with featureCounts and using Gencode M18 as the gene annotation reference. Differential expression statistical analysis was performed using R/Bioconductor. First, gene expression data were normalized with edgeR and voom and genes with read counts lower than 6 in 100% of the samples were excluded from the study. LIMMA (Linear Models for Microarray Data) was used to identify the genes with significant differential expression between experimental conditions. Further data analysis was performed using various tools: R/Bioconductor was used for clustering analysis, Gene Ontology and Reactome were employed for enrichment analysis, and additional graphical representations were performed with SRPlot and online Venny 2.0.2.

### Reverse transcription and qRT-PCR

To obtain cDNA, 2 μg of RNA was reverse-transcribed using SuperScript III Reverse Transcriptase (Invitrogen) in the presence of its buffer (Invitrogen), 10 mM dNTPs (Invitrogen), Random Primer (Invitrogen), DTT (Invitrogen), and RNaseOUT (Invitrogen). This mixture was incubated for 60 min at 37°C and 5 min at 90°C before being used or stored at −20°C.

Quantitative real-time PCR was performed to quantify the most interesting genes resulting from RNA-seq analysis. More in detail, 4 μl of the retro-transcribed cDNA (0.01–0.07 μg) was mixed with 7 μl Power SYBR Green PCR Master Mix (Applied Biosystems) and 0.5 μl of 10 μM forward primer, 0.5 μl of the corresponding 10 μM reverse primer, and water to reach a final volume of 14 μl. All the primers used are shown in Table S2. Assays were performed in triplicate in a 96-well plate, and probe amplification and analysis were carried on in QuantStudio 5 Real-Time PCR System. For the analysis, the employed reference gene was 36B4 (57) and relative gene expression was calculated using the 2^(−Δ(ΔCt))^ method (58).

### In vitro electrophysiology

Electrophysiological experiments were performed on DIV14 hippocampal cultured neurons. Excitatory postsynaptic currents in miniature (mEPSCs) have been measured by patch-clamp recordings in the whole-cell voltage clamp modality using the Axopatch 200B amplifier and the pClamp-10 software (Axon Instruments) as in reference 59. In detail, neurons were held respectively at −70 or +10 mV in the presence of TTX 1 μM. Recordings were performed in the Krebs-Ringer/Hepes (KRH) external solution (NaCl 125 mM, KCl 5 mM, MgSO_4_ 1.2 mM, KH_2_PO_4_ 1.2 mM, CaCl_2_ 2 mM, glucose 6 mM, Hepes-NaOH, pH 7.4, 25 mM). Recording pipettes were fabricated from glass capillary using a two-stage puller (Narishige); they were filled with the intracellular solution (cesium gluconate [CsGluc] 130 mM, CsCl 8 mM, NaCl 2 mM, EGTA 4 mM, Hepes 10 mM, MgATP 4 mM, GTP 0.3 mM), and the tip resistance was 3–5 MΩ. Recordings were performed at RT, and currents were sampled at 10 kHz and filtered at 2 kHz. The recorded traces have been analyzed using Clapfit-pClamp 10 software, after choosing an appropriate threshold.

### Statistical analysis

The results were processed for statistical analysis using GraphPad Prism, version 8. The normal distribution of data was checked by the Shapiro–Wilk test. An unpaired two-tailed *t* test was used to compare two groups, and one-way ANOVA was employed for three or more groups. Two-way ANOVA with Tukey’s post hoc test was employed to analyze the immunoblotting signal of protein synaptic marker during brain development from postnatal day (PND) 1 to 30 in both WT and *Pla2g4e*^−/−^ mice. Mean data from the Sholl analysis of the two groups of each experiment were obtained by row statistics. Multiple *t* tests were used for grouped analysis including the Sholl analysis and NOR. The number of replicates is indicated in the corresponding figure legends. Unless otherwise indicated, results are presented as the mean ± SEM. Statistical significance was set at *P ≤ 0.05, **P ≤ 0.01, or ***P ≤ 0.001.

## Supplementary Material

Reviewer comments

## Data Availability

All NGS data generated have been deposited to the NCBI Gene Expression Omnibus (GEO) under the accession number GSE259325, SubSeries GSE259323 and GSE259324 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE GSE259325), whereas all the rest of data that support the findings of this study are available on request from the corresponding author [A Garcia-Osta and M Cuadrado-Tejedor].

## References

[1] van der Flier WM, Tijms BM (2023) Treatments for AD: Towards the right target at the right time. Nat Rev Neurol 19: 581–582. 10.1038/S41582-023-00869-037658242

[2] Seto M, Weiner RL, Dumitrescu L, Hohman TJ (2021) Protective genes and pathways in alzheimer’s disease: Moving towards precision interventions. Mol Neurodegener 16: 29. 10.1186/S13024-021-00452-533926499 PMC8086309

[3] Pérez-González M, Mendioroz M, Badesso S, Sucunza D, Roldan M, Espelosín M, Ursua S, Luján R, Cuadrado-Tejedor M, Garcia-Osta A (2020) PLA2G4E, a candidate gene for resilience in Alzheimer´s disease and a new target for dementia treatment. Prog Neurobiol 191: 101818. 10.1016/j.pneurobio.2020.10181832380223

[4] Li C, Wei J, Wang D, Luo Z, Pang C, Chen K, Duan J, Chen B, Zhou L, Tissir F, (2022) Planar cell polarity protein Celsr2 maintains structural and functional integrity of adult cortical synapses. Prog Neurobiol 219: 102352. 10.1016/J.PNEUROBIO.2022.10235236089108

[5] Capestrano M, Mariggio S, Perinetti G, Egorova AV, Iacobacci S, Santoro M, Di Pentima A, Iurisci C, Egorov MV, Di Tullio G, (2014) Cytosolic phospholipase A_2_ε drives recycling through the clathrin-independent endocytic route. J Cell Sci 127: 977–993. 10.1242/jcs.13659824413173

[6] Naskar S, Narducci R, Balzani E, Cwetsch AW, Tucci V, Cancedda L (2019) The development of synaptic transmission is time-locked to early social behaviors in rats. Nat Commun 10: 1195. 10.1038/S41467-019-09156-330867422 PMC6416358

[7] Watanabe S, Rost BR, Camacho-Pérez M, Davis MW, Söhl-Kielczynski B, Rosenmund C, Jorgensen EM (2013) Ultrafast endocytosis at mouse hippocampal synapses. Nature 504: 242–247. 10.1038/nature1280924305055 PMC3957339

[8] Binte Mustafiz SS, Uyama T, Morito K, Takahashi N, Kawai K, Hussain Z, Tsuboi K, Araki N, Yamamoto K, Tanaka T, (2019) Intracellular Ca2+-dependent formation of N-acyl-phosphatidylethanolamines by human cytosolic phospholipase A2ε. Biochim Biophys Acta Mol Cell Biol Lipids 1864: 158515. 10.1016/J.BBALIP.2019.15851531473348

[9] Hussain Z, Uyama T, Kawai K, Binte Mustafiz SS, Tsuboi K, Araki N, Ueda N (2018) Phosphatidylserine-stimulated production of N-acyl-phosphatidylethanolamines by Ca2+-dependent N-acyltransferase. Biochim Biophys Acta Mol Cell Biol Lipids 1863: 493–502. 10.1016/J.BBALIP.2018.02.00229447909

[10] Natarajan V, Schmid PC, Schmid HHO (1986) N-Acylethanolamine phospholipid metabolism in normal and ischemic rat brain. Biochim Biophys Acta 878: 32–41. 10.1016/0005-2760(86)90341-33730413

[11] Rahman SMK, Hussain Z, Morito K, Takahashi N, Sikder MM, Tanaka T, Ohta KI, Ueno M, Takahashi H, Yamamoto T, (2022) Formation of N-acyl-phosphatidylethanolamines by cytosolic phospholipase A2ε in an ex vivo murine model of brain ischemia. Biochim Biophys Acta Mol Cell Biol Lipids 1867: 159222. 10.1016/J.BBALIP.2022.15922235988872

[12] Hansen HS, Moesgaard B, Petersen G, Hansen HH (2002) Putative neuroprotective actions of N-acyl-ethanolamines. Pharmacol Ther 95: 119–126. 10.1016/S0163-7258(02)00251-612182959

[13] Janfelt C, Wellner N, Leger P, Kokesch-Himmelreich J, Hansen SH, Charriaut-Marlangue C, Hansen HS (2012) Visualization by mass spectrometry of 2-dimensional changes in rat brain lipids, including N-acylphosphatidylethanolamines, during neonatal brain ischemia. FASEB J 26: 2667–2673. 10.1096/FJ.11-20115222389441

[14] Hansen HS (2010) Palmitoylethanolamide and other anandamide congeners. Proposed role in the diseased brain. Exp Neurol 224: 48–55. 10.1016/J.EXPNEUROL.2010.03.02220353771

[15] Mazzola C, Medalie J, Scherma M, Panlilio LV, Solinas M, Tanda G, Drago F, Cadet JL, Goldberg SR, Yasar S (2009) Fatty acid amide hydrolase (FAAH) inhibition enhances memory acquisition through activation of PPAR-alpha nuclear receptors. Learn Mem 16: 332–337. 10.1101/LM.114520919403796 PMC2683005

[16] Murru E, Carta G, Manca C, Sogos V, Pistis M, Melis M, Banni S (2020) Conjugated linoleic acid and brain metabolism: A possible anti-neuroinflammatory role mediated by PPARα activation. Front Pharmacol 11: 587140. 10.3389/FPHAR.2020.58714033505308 PMC7832089

[17] Rivera P, Fernández-Arjona MDM, Silva-Peña D, Blanco E, Vargas A, López-Ávalos MD, Grondona JM, Serrano A, Pavón FJ, Rodríguez de Fonseca F, (2018) Pharmacological blockade of fatty acid amide hydrolase (FAAH) by URB597 improves memory and changes the phenotype of hippocampal microglia despite ethanol exposure. Biochem Pharmacol 157: 244–257. 10.1016/J.BCP.2018.08.00530098312

[18] Segev A, Korem N, Mizrachi Zer-Aviv T, Abush H, Lange R, Sauber G, Hillard CJ, Akirav I (2018) Role of endocannabinoids in the hippocampus and amygdala in emotional memory and plasticity. Neuropsychopharmacology 43: 2017–2027. 10.1038/S41386-018-0135-429977073 PMC6098035

[19] Garcia-Baos A, Pastor A, Gallego-Landin I, de la Torre R, Sanz F, Valverde O (2023) The role of PPAR-γ in memory deficits induced by prenatal and lactation alcohol exposure in mice. Mol Psychiatry 28: 3373–3383. 10.1038/S41380-023-02191-Z37491462

[20] Colizzi M, Bortoletto R, Colli C, Bonomo E, Pagliaro D, Maso E, Di Gennaro G, Balestrieri M (2022) Therapeutic effect of palmitoylethanolamide in cognitive decline: A systematic review and preliminary meta-analysis of preclinical and clinical evidence. Front Psychiatry 13: 1038122. 10.3389/FPSYT.2022.103812236387000 PMC9650099

[21] Mock ED, Gagestein B, van der Stelt M (2023) Anandamide and other N-acylethanolamines: A class of signaling lipids with therapeutic opportunities. Prog Lipid Res 89: 101194. 10.1016/J.PLIPRES.2022.10119436150527

[22] Morimoto Y, Shimada-Sugimoto M, Otowa T, Yoshida S, Kinoshita A, Mishima H, Yamaguchi N, Mori T, Imamura A, Ozawa H, (2018) Whole-exome sequencing and gene-based rare variant association tests suggest that PLA2G4E might be a risk gene for panic disorder. Transl Psychiatry 8: 41. 10.1038/S41398-017-0088-029391400 PMC5804028

[23] Everson TM, Marsit CJ, Michael O’Shea T, Burt A, Hermetz K, Carter BS, Helderman J, Hofheimer JA, McGowan EC, Neal CR, (2019) Epigenome-wide analysis identifies genes and pathways linked to neurobehavioral variation in preterm infants. Sci Rep 9: 6322. 10.1038/S41598-019-42654-431004082 PMC6474865

[24] Ogura Y, Parsons WH, Kamat SS, Cravatt BF (2016) A calcium-dependent acyltransferase that produces N-acyl phosphatidylethanolamines. Nat Chem Biol 12: 669–671. 10.1038/nchembio.212727399000 PMC4990470

[25] Arimura N, Kaibuchi K (2007) Neuronal polarity: From extracellular signals to intracellular mechanisms. Nat Rev Neurosci 8: 194–205. 10.1038/NRN205617311006

[26] Dotti CG, Sullivan CA, Banker GA (1988) The establishment of polarity by hippocampal neurons in culture. J Neurosci 8: 1454–1468. 10.1523/JNEUROSCI.08-04-01454.19883282038 PMC6569279

[27] Landeira BS, Santana TTDS, Araújo JAdM, Tabet EI, Tannous BA, Schroeder T, Costa MR (2018) Activity-independent effects of CREB on neuronal survival and differentiation during mouse cerebral cortex development. Cereb Cortex 28: 538–548. 10.1093/CERCOR/BHW38727999124 PMC6248567

[28] Kim Y, Lee SE, Park J, Kim M, Lee B, Hwang D, Chang S (2015) ADP-ribosylation factor 6 (ARF6) bidirectionally regulates dendritic spine formation depending on neuronal maturation and activity. J Biol Chem 290: 7323–7335. 10.1074/jbc.M114.63452725605715 PMC4367242

[29] Moutaux E, Christaller W, Scaramuzzino C, Genoux A, Charlot B, Cazorla M, Saudou F (2018) Neuronal network maturation differently affects secretory vesicles and mitochondria transport in axons. Sci Rep 8: 13429. 10.1038/S41598-018-31759-X30194421 PMC6128875

[30] Wang W, Cox BM, Jia Y, Le AA, Cox CD, Jung KM, Hou B, Piomelli D, Gall CM, Lynch G (2018) Treating a novel plasticity defect rescues episodic memory in Fragile X model mice. Mol Psychiatry 23: 1798–1806. 10.1038/MP.2017.22129133950 PMC5951717

[31] Lykhmus O, Uspenska K, Koval L, Lytovchenko D, Voytenko L, Horid’ko T, Kosiakova H, Gula N, Komisarenko S, Skok M (2017) N-Stearoylethanolamine protects the brain and improves memory of mice treated with lipopolysaccharide or immunized with the extracellular domain of α7 nicotinic acetylcholine receptor. Int Immunopharmacol 52: 290–296. 10.1016/J.INTIMP.2017.09.02328963942

[32] Campolongo P, Roozendaal B, Trezza V, Cuomo V, Astarita G, Fu J, McGaugh JL, Piomelli D (2009) Fat-induced satiety factor oleoylethanolamide enhances memory consolidation. Proc Natl Acad Sci U S A 106: 8027–8031. 10.1073/PNAS.090303810619416833 PMC2683095

[33] Blalock EM, Geddes JW, Chen KC, Porter NM, Markesbery WR, Landfield PW (2004) Incipient Alzheimer’s disease: Microarray correlation analyses reveal major transcriptional and tumor suppressor responses. Proc Natl Acad Sci U S A 101: 2173–2178. 10.1073/PNAS.030851210014769913 PMC357071

[34] Nonnenmacher M, Wang W, Child MA, Ren XQ, Huang C, Ren AZ, Tocci J, Chen Q, Bittner K, Tyson K, (2021) Rapid evolution of blood-brain-barrier-penetrating AAV capsids by RNA-driven biopanning. Mol Ther Methods Clin Dev 20: 366–378. 10.1016/J.OMTM.2020.12.00633553485 PMC7841218

[35] Zucker RS, Regehr WG (2002) Short-term synaptic plasticity. Annu Rev Physiol 64: 355–405. 10.1146/ANNUREV.PHYSIOL.64.092501.11454711826273

[36] Lee HC, Simon GM, Cravatt BF (2015) ABHD4 regulates multiple classes of N-acyl phospholipids in the mammalian central nervous system. Biochemistry 54: 2539–2549. 10.1021/ACS.BIOCHEM.5B0020725853435 PMC4767004

[37] Wellner N, Diep TA, Janfelt C, Hansen HS (2013) N-acylation of phosphatidylethanolamine and its biological functions in mammals. Biochim Biophys Acta 1831: 652–662. 10.1016/J.BBALIP.2012.08.01923000428

[38] Milbocker KA, Campbell TS, Collins N, Kim S, Smith IF, Roth TL, Klintsova AY (2021) Glia-driven brain circuit refinement is altered by early-life adversity: Behavioral outcomes. Front Behav Neurosci 15: 786234. 10.3389/FNBEH.2021.78623434924972 PMC8678604

[39] Zeiss CJ (2021) Comparative milestones in rodent and human postnatal central nervous system development. Toxicol Pathol 49: 1368–1373. 10.1177/01926233211046933/ASSET/IMAGES/LARGE/10.1177_01926233211046933-FIG1.JPEG34569375

[40] Huang CYM, Rasband MN (2018) Axon initial segments: Structure, function, and disease. Ann N Y Acad Sci 1420: 46–61. 10.1111/NYAS.1371829749636 PMC5992072

[41] Botterill JJ, Vinod KY, Gerencer KJ, Teixeira CM, LaFrancois JJ, Scharfman HE (2021) Bidirectional regulation of cognitive and anxiety-like behaviors by dentate gyrus mossy cells in male and female mice. J Neurosci 41: 2475–2495. 10.1523/JNEUROSCI.1724-20.202133472828 PMC7984598

[42] Mitchell RW, On NH, Del Bigio MR, Miller DW, Hatch GM (2011) Fatty acid transport protein expression in human brain and potential role in fatty acid transport across human brain microvessel endothelial cells. J Neurochem 117: 735–746. 10.1111/J.1471-4159.2011.07245.X21395585

[43] Bordet R, Ouk T, Petrault O, Gelé P, Gautier S, Laprais M, Deplanque D, Duriez P, Staels B, Fruchart JC, (2006) Ppar: A new pharmacological target for neuroprotection in stroke and neurodegenerative diseases. Biochem Soc Trans 34: 1341–1346. 10.1042/BST034134117073815

[44] Erdmann G, Schütz G, Berger S (2007) Inducible gene inactivation in neurons of the adult mouse forebrain. BMC Neurosci 8: 63. 10.1186/1471-2202-8-6317683525 PMC1955451

[45] Venzala E, García-García AL, Elizalde N, Delagrange P, Tordera RM (2012) Chronic social defeat stress model: Behavioral features, antidepressant action, and interaction with biological risk factors. Psychopharmacology (Berl) 224: 313–325. 10.1007/S00213-012-2754-522707231

[46] McFarlane HG, Kusek GK, Yang M, Phoenix JL, Bolivar VJ, Crawley JN (2008) Autism-like behavioral phenotypes in BTBR T+tf/J mice. Genes Brain Behav 7: 152–163. 10.1111/J.1601-183X.2007.00330.X17559418

[47] Ricobaraza A, Mora-Jimenez L, Puerta E, Sanchez-Carpintero R, Mingorance A, Artieda J, Nicolas MJ, Besne G, Bunuales M, Gonzalez-Aparicio M, (2019) Epilepsy and neuropsychiatric comorbidities in mice carrying a recurrent Dravet syndrome SCN1A missense mutation. Sci Rep 9: 14172. 10.1038/S41598-019-50627-W31578435 PMC6775062

[48] Prieto GA, Trieu BH, Dang CT, Bilousova T, Gylys KH, Berchtold NC, Lynch G, Cotman CW (2017) Pharmacological rescue of long-term potentiation in alzheimer diseased synapses. J Neurosci 37: 1197–1212. 10.1523/JNEUROSCI.2774-16.201627986924 PMC5296796

[49] Belloso-Iguerategui A, Zamarbide M, Merino-Galan L, Rodríguez-Chinchilla T, Gago B, Santamaria E, Fernández-Irigoyen J, Cotman CW, Prieto GA, Quiroga-Varela A, (2023) Hippocampal synaptic failure is an early event in experimental parkinsonism with subtle cognitive deficit. Brain 146: 4949–4963. 10.1093/BRAIN/AWAD22737403195 PMC10690043

[50] Glaser JR, Glaser EM (2000) Stereology, morphometry, and mapping: The whole is greater than the sum of its parts. J Chem Neuroanat 20: 115–126. 10.1016/s0891-0618(00)00073-911074348

[51] Zamora-Moratalla A, Martín ED (2021) Prolactin enhances hippocampal synaptic plasticity in female mice of reproductive age. Hippocampus 31: 281–293. 10.1002/HIPO.2328833285014 PMC7983975

[52] Íñigo-Marco I, Valencia M, Larrea L, Bugallo R, Martínez-Goikoetxea M, Zuriguel I, Arrasate M (2017) E46K α-synuclein pathological mutation causes cell-autonomous toxicity without altering protein turnover or aggregation. Proc Natl Acad Sci U S A 114: E8274–E8283. 10.1073/PNAS.170342011428900007 PMC5625897

[53] Pelucchi S, Vandermeulen L, Pizzamiglio L, Aksan B, Yan J, Konietzny A, Bonomi E, Borroni B, Padovani A, Rust MB, (2020) Cyclase-associated protein 2 dimerization regulates cofilin in synaptic plasticity and Alzheimer’s disease. Brain Commun 2: fcaa086. 10.1093/BRAINCOMMS/FCAA08633094279 PMC7566557

[54] D’Andrea L, Audano M, Pedretti S, Pelucchi S, Stringhi R, Imperato G, De Cesare G, Cambria C, Laporte MH, Zamboni N, (2024) Glucose-derived glutamate drives neuronal terminal differentiation in vitro. EMBO Rep 25: 991–1021. 10.1038/S44319-023-00048-838243137 PMC10933318

[55] Sholl DA (1953) Dendritic organization in the neurons of the visual and motor cortices of the cat. J Anat 87: 387–406.13117757 PMC1244622

[56] Arshadi C, Günther U, Eddison M, Harrington KIS, Ferreira TA (2021) SNT: A unifying toolbox for quantification of neuronal anatomy. Nat Methods 18: 374–377. 10.1038/S41592-021-01105-733795878

[57] Akamine R, Yamamoto T, Watanabe M, Yamazaki N, Kataoka M, Ishikawa M, Ooie T, Baba Y, Shinohara Y (2007) Usefulness of the 5′ region of the cDNA encoding acidic ribosomal phosphoprotein P0 conserved among rats, mice, and humans as a standard probe for gene expression analysis in different tissues and animal species. J Biochem Biophys Methods 70: 481–486. 10.1016/J.JBBM.2006.11.00817196660

[58] Livak KJ, Schmittgen TD (2001) Analysis of relative gene expression data using real-time quantitative PCR and the 2(-Delta Delta C(T)) Method. Methods 25: 402–408. 10.1006/METH.2001.126211846609

[59] Antonucci F, Turola E, Riganti L, Caleo M, Gabrielli M, Perrotta C, Novellino L, Clementi E, Giussani P, Viani P, (2012) Microvesicles released from microglia stimulate synaptic activity via enhanced sphingolipid metabolism. EMBO J 31: 1231–1240. 10.1038/EMBOJ.2011.489/SUPPL_FILE/EMBJ2011489.REVIEWER_COMMENTS.PDF22246184 PMC3297996

[60] Krumin M, Lee JJ, Harris KD, Carandini M (2018) Decision and navigation in mouse parietal cortex. Elife 7: e42583. 10.7554/eLife.4258330468146 PMC6300355

# Supplementary material for: Loss of PLA2G4E compromises synaptic structure and cognitive outcomes in mice
**Source:** Life Sci Alliance. 2025 Jul 9;8(9):e202503323. doi: 10.26508/lsa.202503323
**Supplement:** Supplementary file 1

## Slide 1
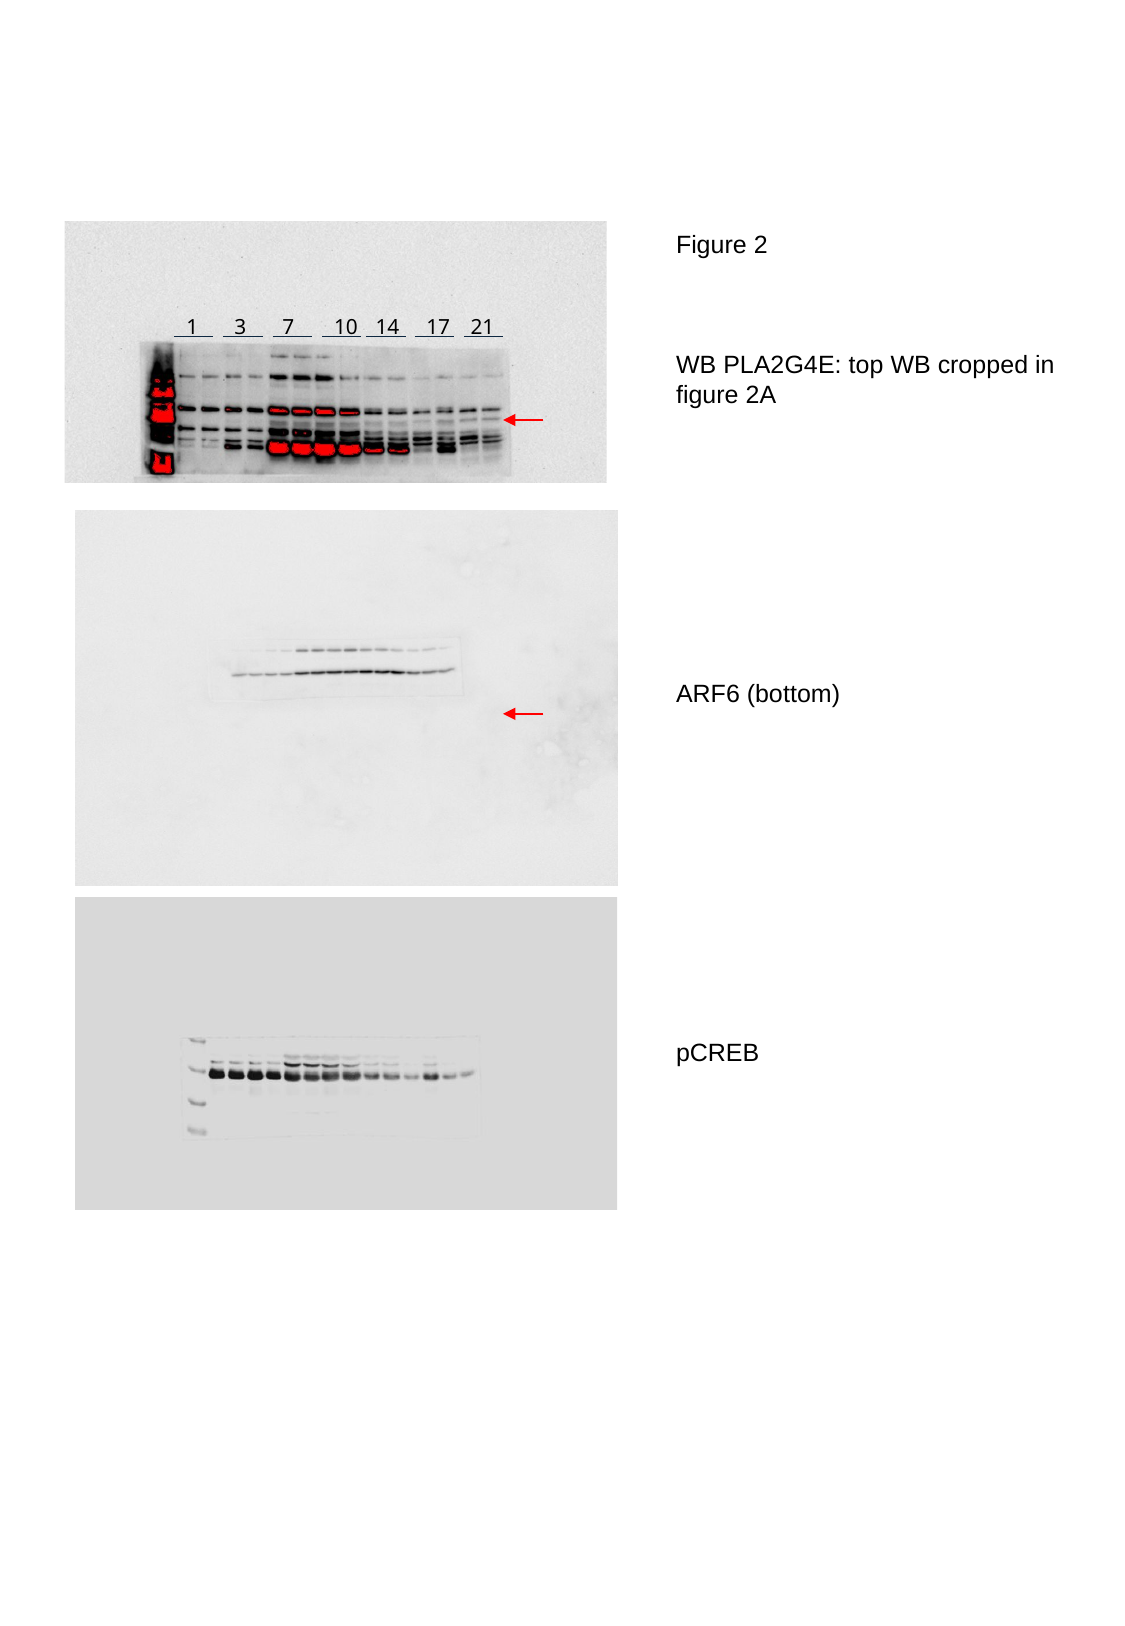

Figure 2
WB PLA2G4E: top WB cropped in figure 2A
ARF6 (bottom)
pCREB
1
3
7
10
14
17
21

## Slide 2
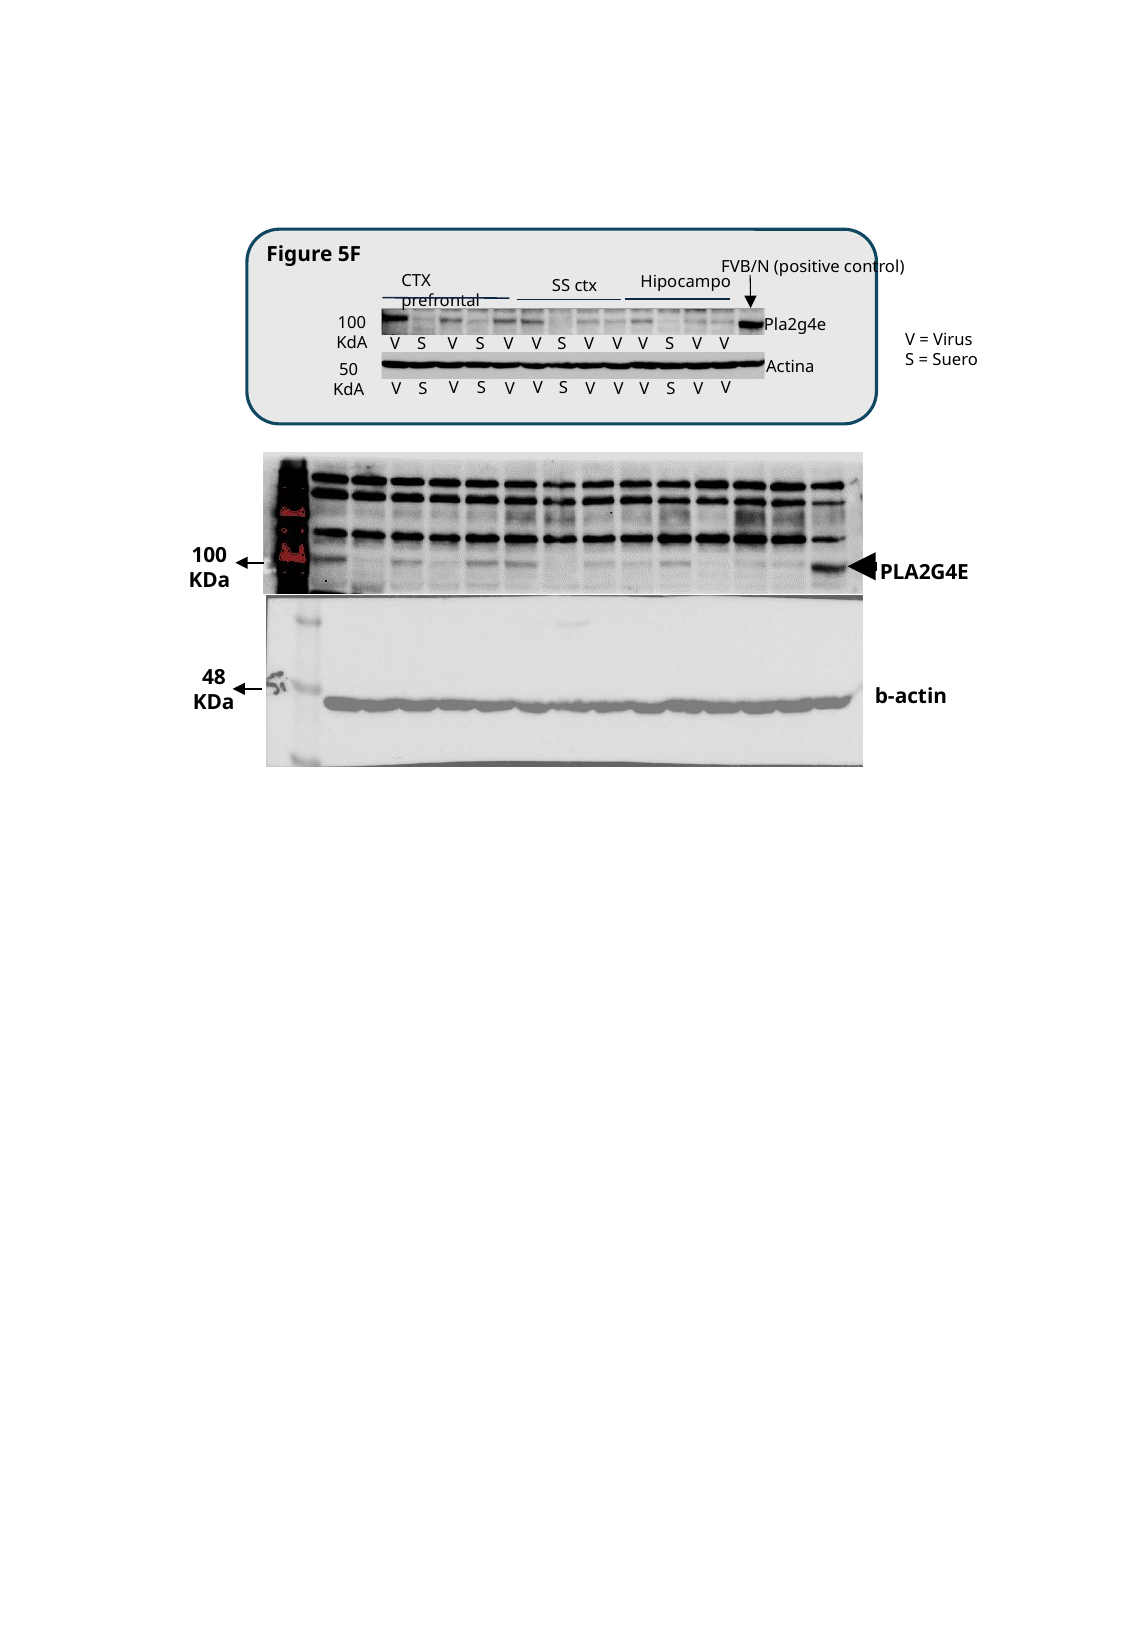

Figure 5F
FVB/N (positive control)
CTX prefrontal
Hipocampo
SS ctx
V
S
V
S
V
V
S
V
V
V
V
S
V
100 KdA
Pla2g4e
V = Virus
S = Suero
V
S
V
S
V
V
S
V
V
V
V
S
V
Actina
50 KdA
100 KDa
PLA2G4E
48 KDa
b-actin

## Slide 3
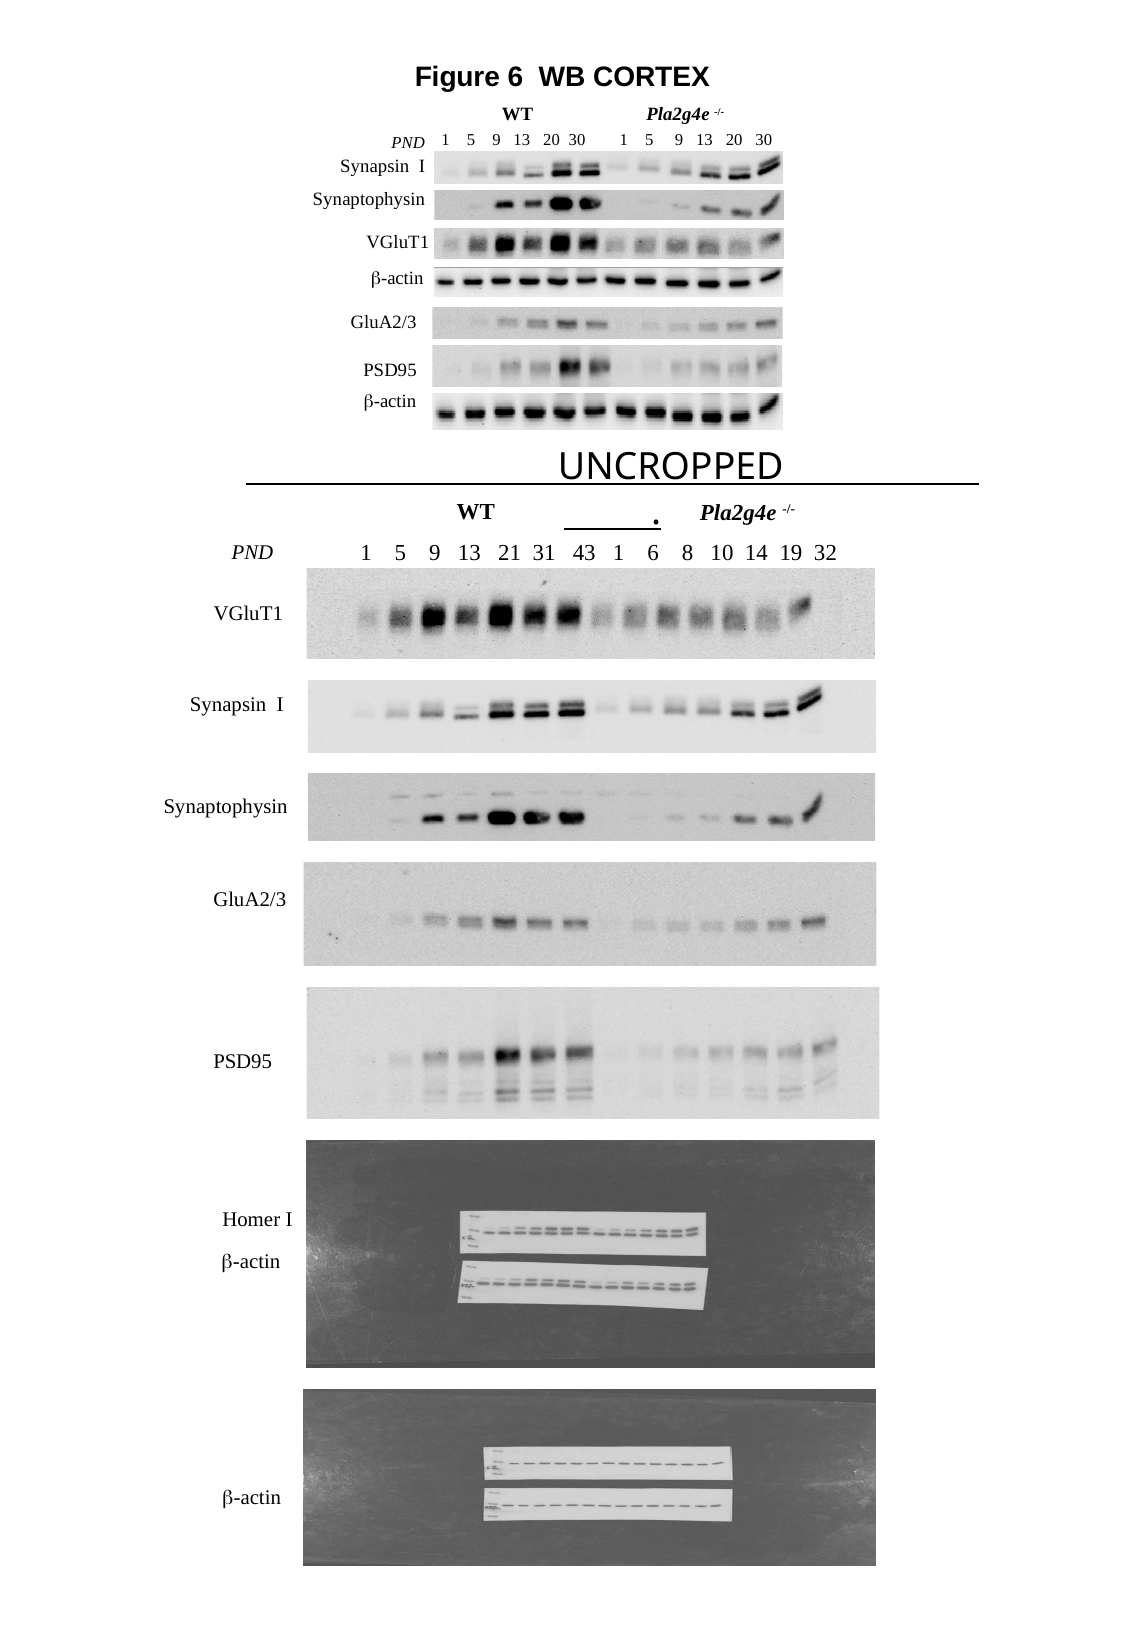

Figure 6 WB CORTEX
WT
Pla2g4e -/-
 1 5 9 13 20 30 1 5 9 13 20 30
PND
Synapsin I
Synaptophysin
VGluT1
b-actin
GluA2/3
PSD95
b-actin
 UNCROPPED .
WT
Pla2g4e -/-
 1 5 9 13 21 31 43 1 6 8 10 14 19 32
PND
VGluT1
Synapsin I
Synaptophysin
GluA2/3
PSD95
Homer I
b-actin
b-actin

## Slide 4
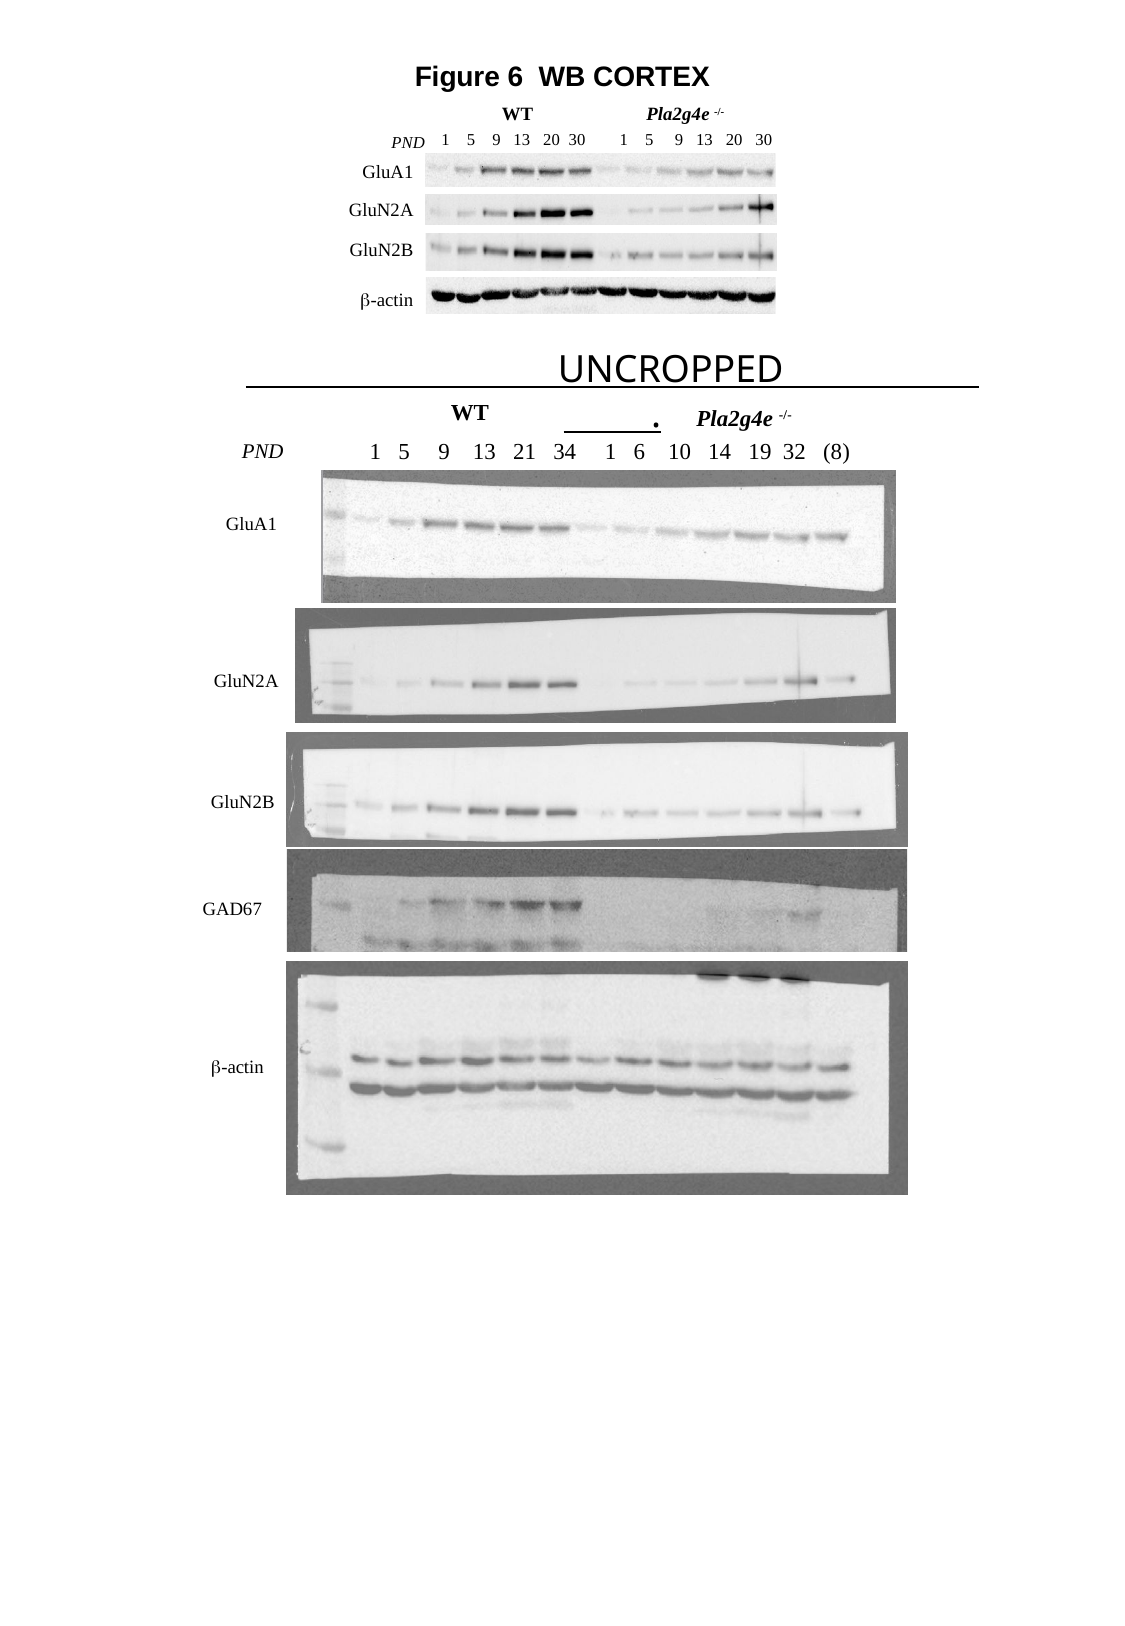

Figure 6 WB CORTEX
WT
Pla2g4e -/-
 1 5 9 13 20 30 1 5 9 13 20 30
PND
GluA1
GluN2A
GluN2B
b-actin
 UNCROPPED .
WT
Pla2g4e -/-
1 5 9 13 21 34 1 6 10 14 19 32 (8)
PND
GluA1
GluN2A
GluN2B
GAD67
b-actin

## Slide 5
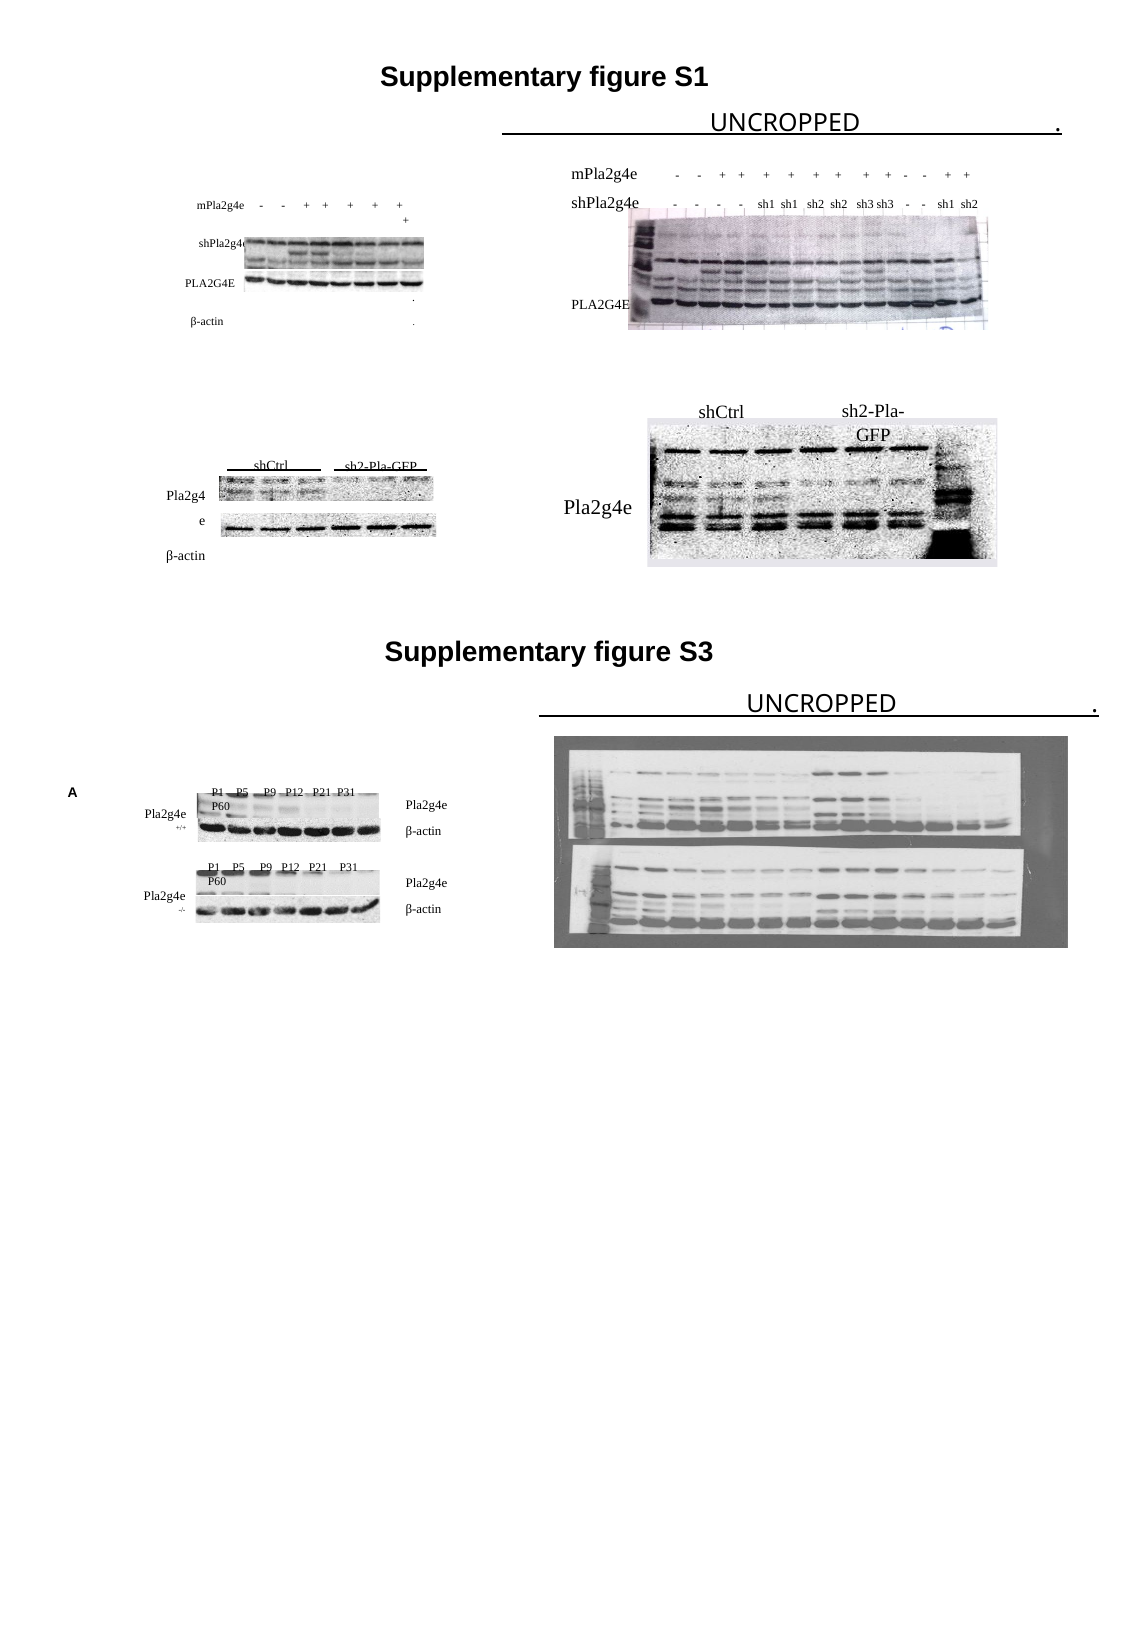

Supplementary figure S1
 UNCROPPED .
mPla2g4e - - + + + + + + + + - - + +
shPla2g4e - - - - sh1 sh1 sh2 sh2 sh3 sh3 - - sh1 sh2
PLA2G4E
mPla2g4e - - + + + + + + .
shPla2g4e - - - - sh1 sh1 sh2 sh2
PLA2G4E .
β-actin .
sh2-Pla-GFP
shCtrl
Pla2g4e
shCtrl
sh2-Pla-GFP
Pla2g4e
β-actin
Supplementary figure S3
 UNCROPPED .
A
P1 P5 P9 P12 P21 P31 P60
Pla2g4e
β-actin
Pla2g4e
β-actin
Pla2g4e +/+
P1 P5 P9 P12 P21 P31 P60
Pla2g4e -/-

## Slide 6
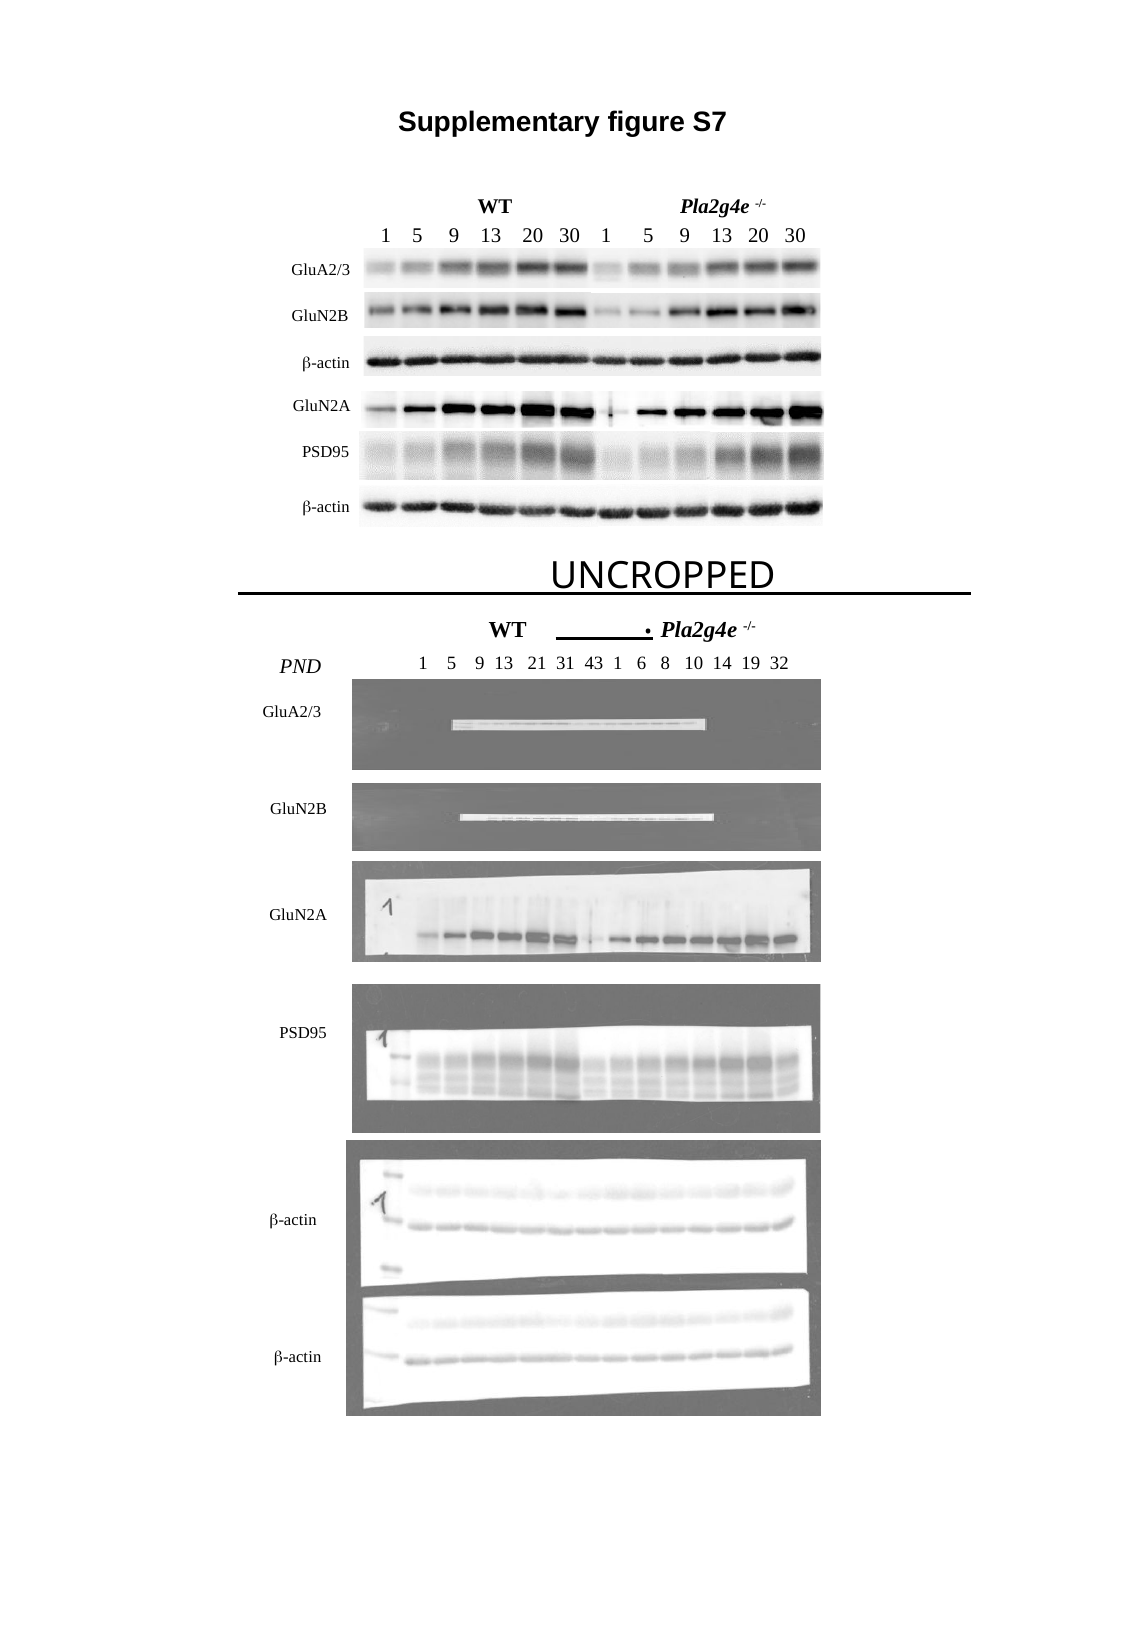

Supplementary figure S7
WT
Pla2g4e -/-
GluA2/3
GluN2B
b-actin
GluN2A
PSD95
b-actin
 1 5 9 13 20 30 1 5 9 13 20 30
 UNCROPPED .
WT
Pla2g4e -/-
 1 5 9 13 21 31 43 1 6 8 10 14 19 32
PND
GluA2/3
GluN2B
GluN2A
PSD95
b-actin
b-actin

## Slide 7
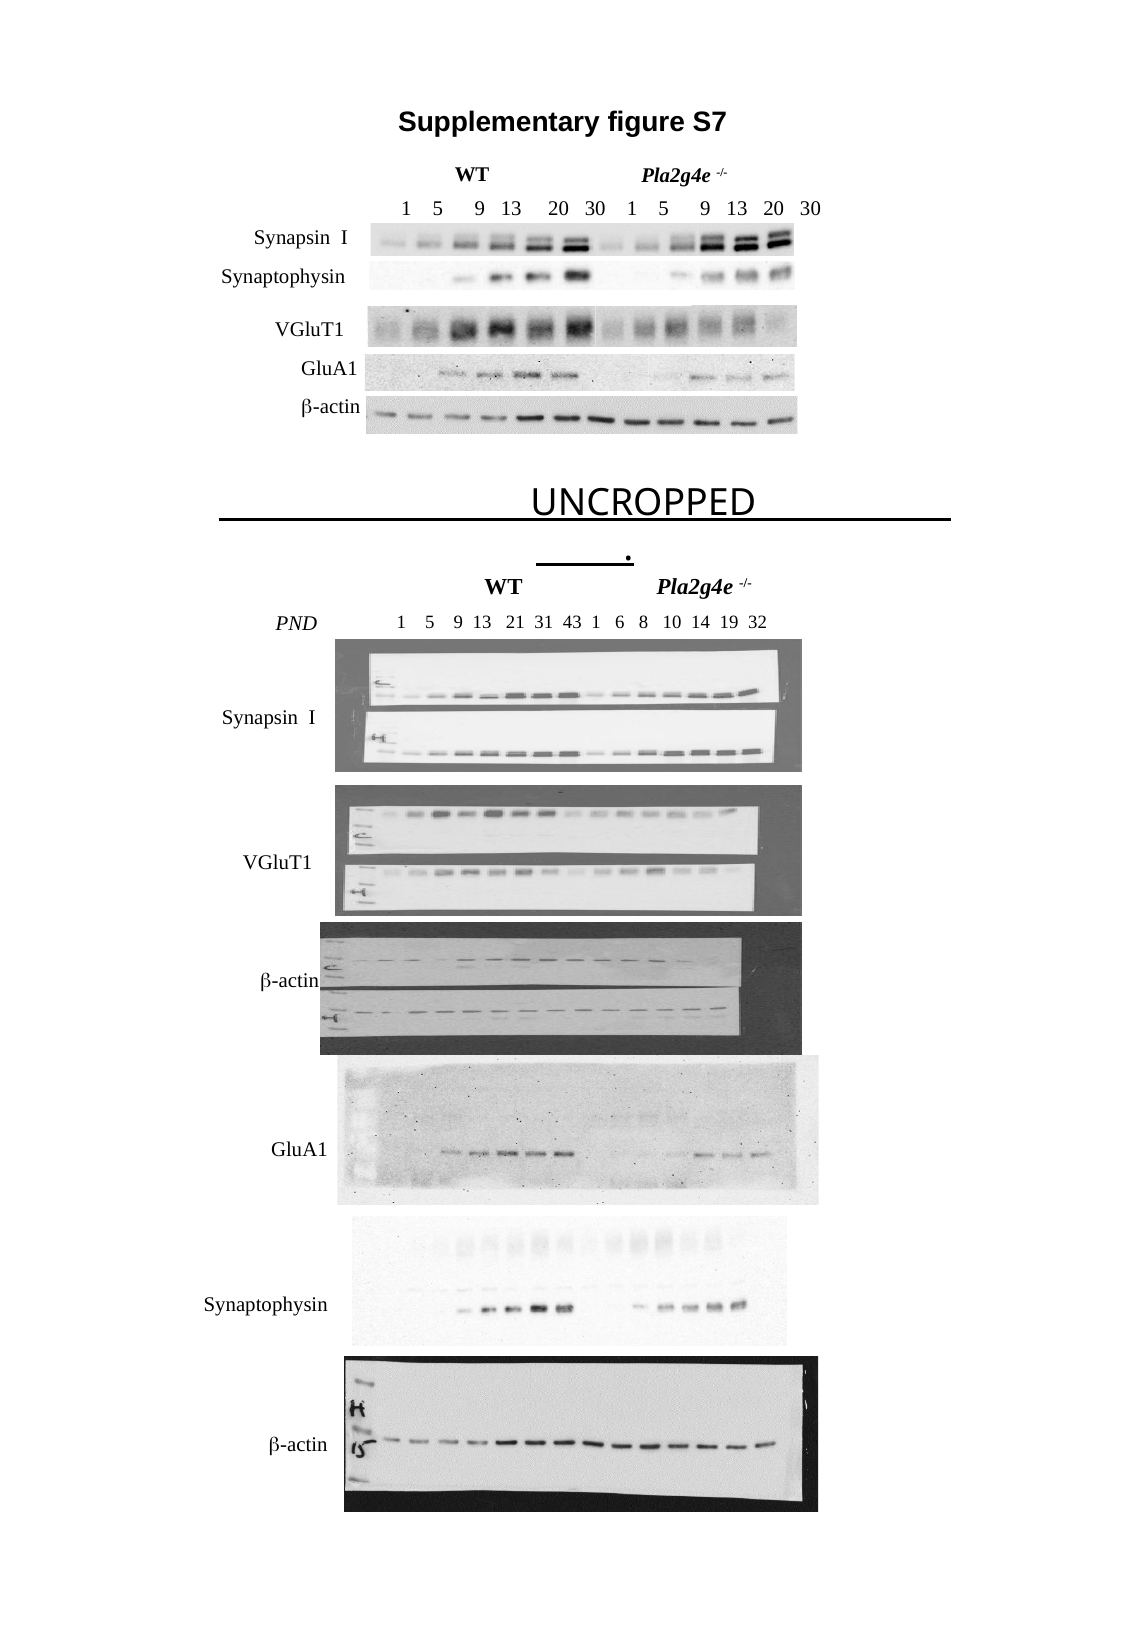

Supplementary figure S7
WT
Pla2g4e -/-
 1 5 9 13 20 30 1 5 9 13 20 30
Synapsin I
Synaptophysin
VGluT1
GluA1
b-actin
 UNCROPPED .
WT
Pla2g4e -/-
PND
 1 5 9 13 21 31 43 1 6 8 10 14 19 32
Synapsin I
VGluT1
b-actin
GluA1
Synaptophysin
b-actin

## Slide 8
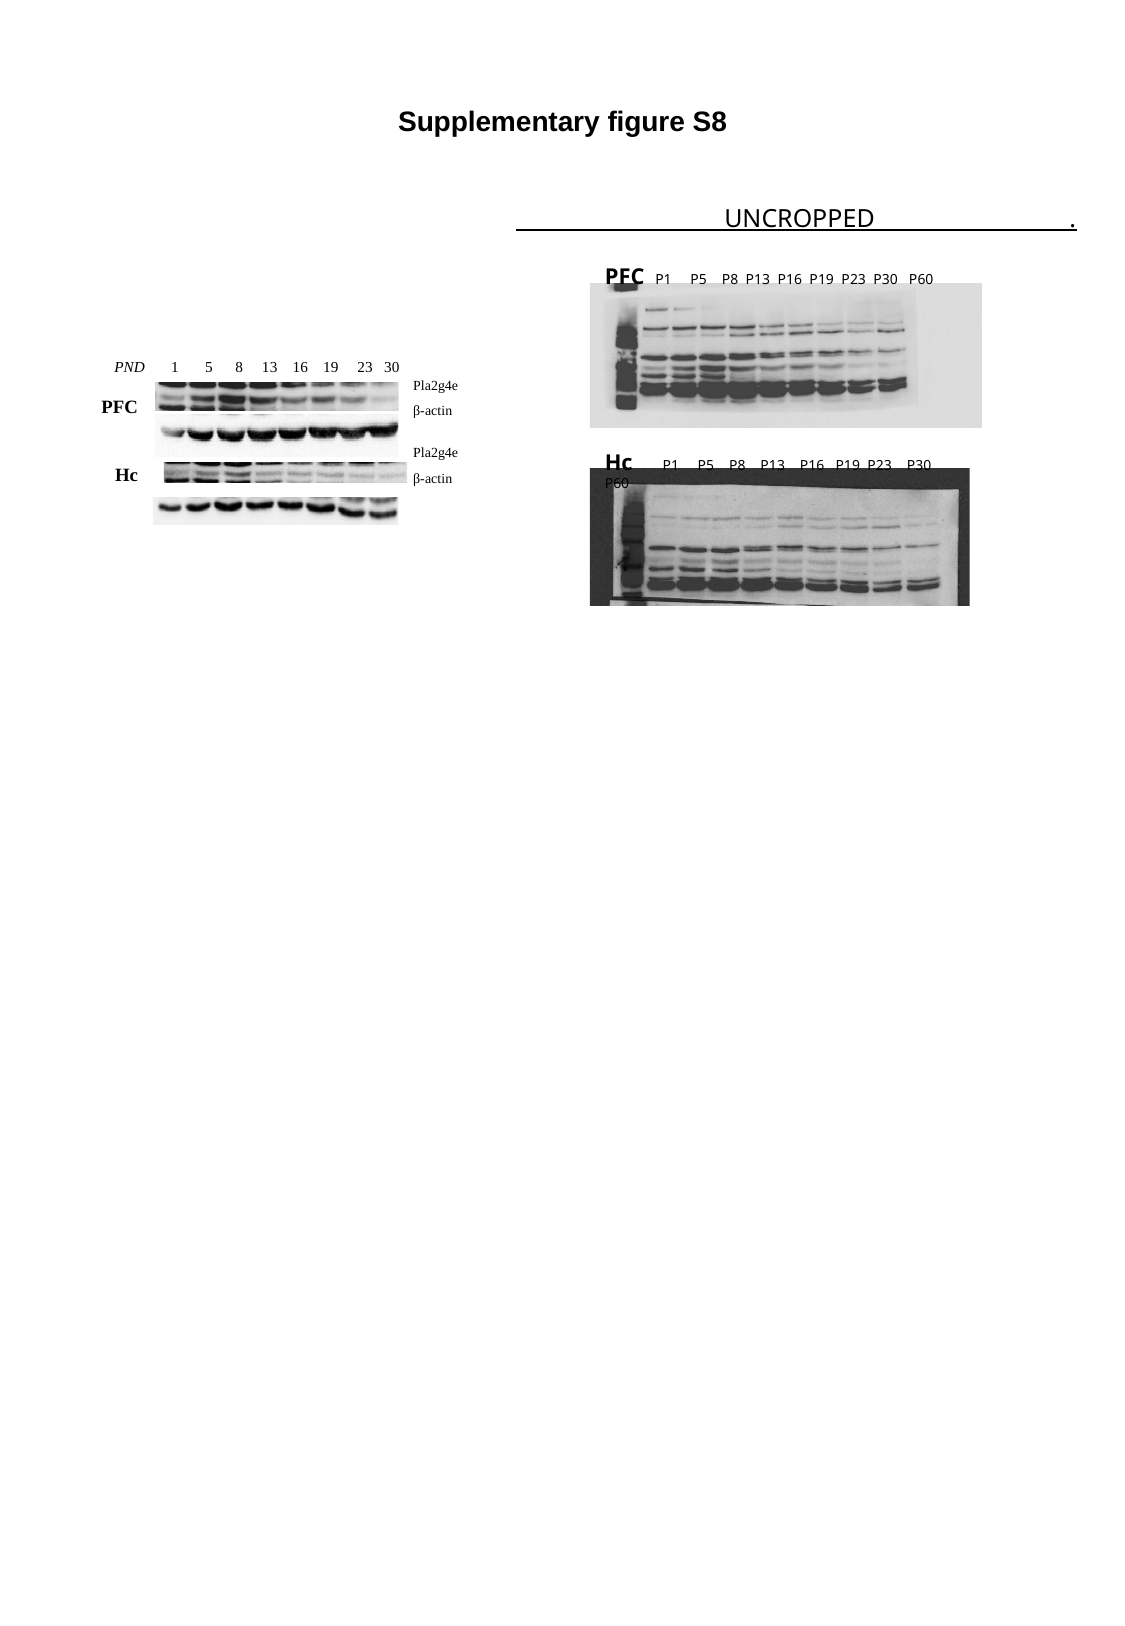

Supplementary figure S8
 UNCROPPED .
PFC P1 P5 P8 P13 P16 P19 P23 P30 P60
PND 1 5 8 13 16 19 23 30
Pla2g4e
β-actin
Pla2g4e
β-actin
PFC
Hc
Hc P1 P5 P8 P13 P16 P19 P23 P30 P60

## Slide 9
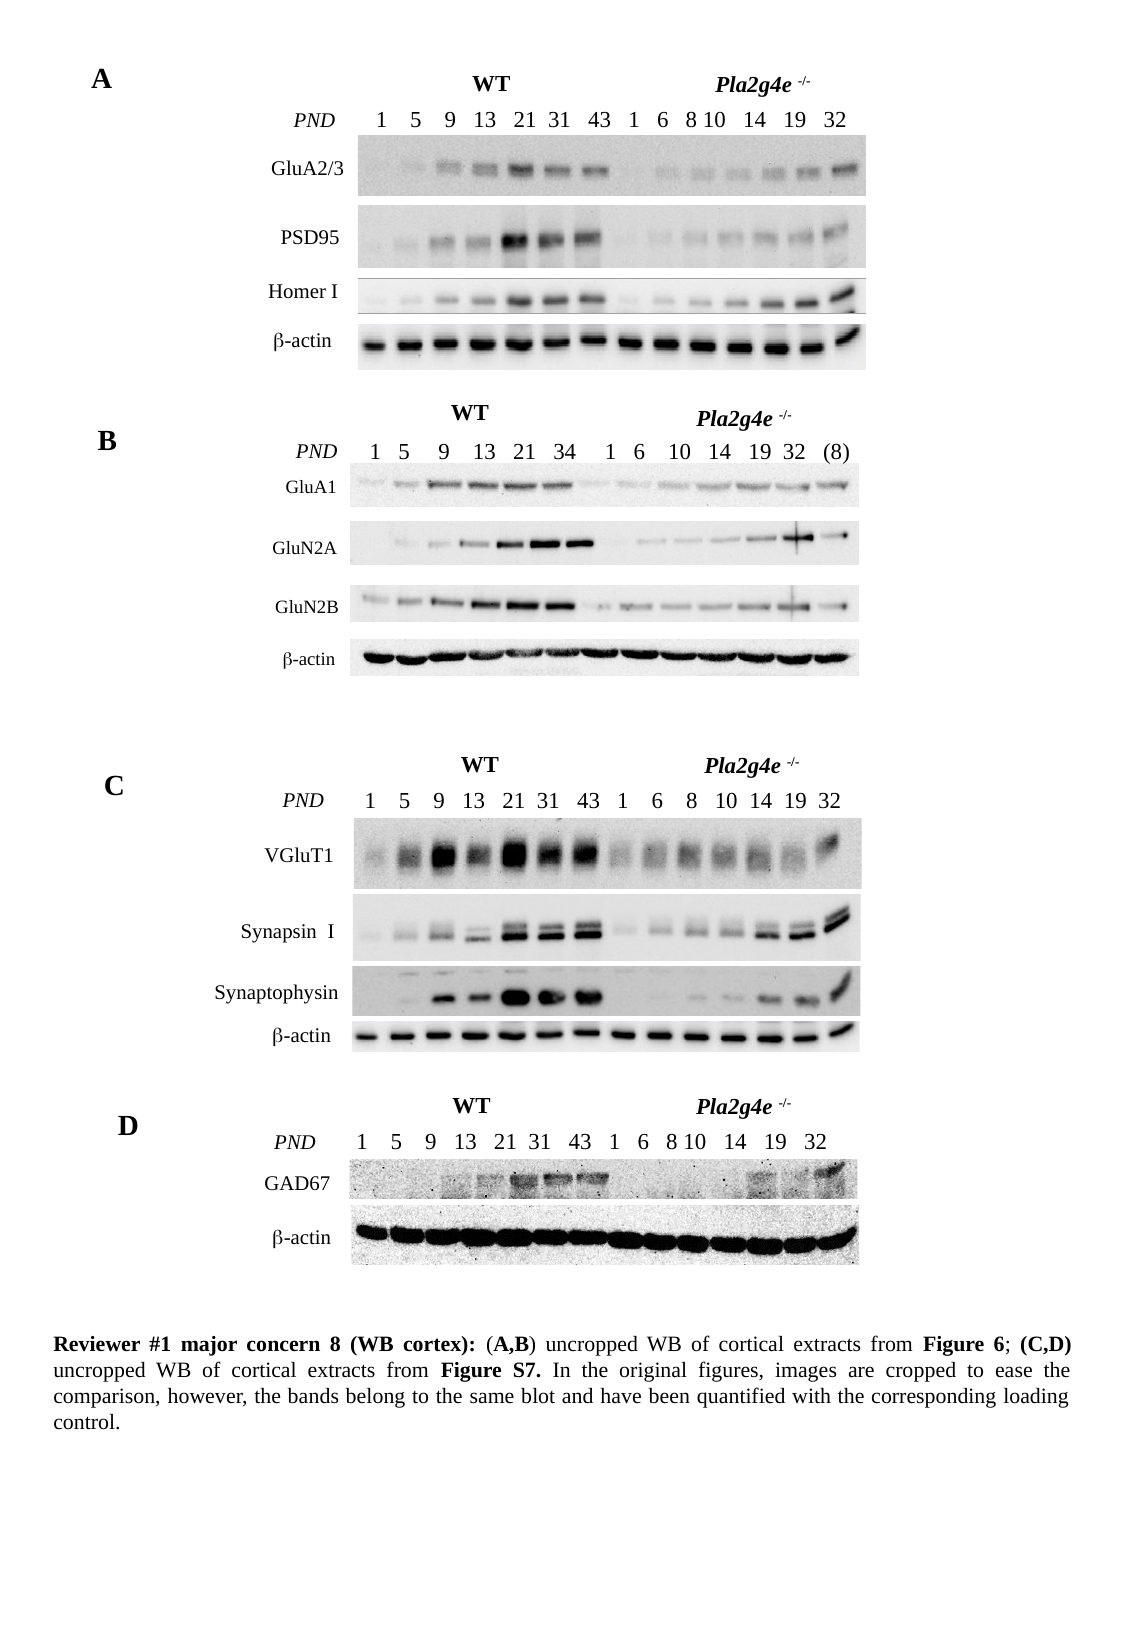

A
WT
Pla2g4e -/-
PND
GluA2/3
PSD95
Homer I
b-actin
 1 5 9 13 21 31 43 1 6 8 10 14 19 32
WT
Pla2g4e -/-
1 5 9 13 21 34 1 6 10 14 19 32 (8)
GluA1
GluN2A
GluN2B
b-actin
PND
B
WT
Pla2g4e -/-
C
 1 5 9 13 21 31 43 1 6 8 10 14 19 32
PND
VGluT1
Synapsin I
Synaptophysin
b-actin
WT
Pla2g4e -/-
D
 1 5 9 13 21 31 43 1 6 8 10 14 19 32
PND
GAD67
b-actin
Reviewer #1 major concern 8 (WB cortex): (A,B) uncropped WB of cortical extracts from Figure 6; (C,D) uncropped WB of cortical extracts from Figure S7. In the original figures, images are cropped to ease the comparison, however, the bands belong to the same blot and have been quantified with the corresponding loading control.

How the deposited data were processed for this re-analysis (not part of the article)

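The data were 6 RNA-seq libraries of mouse primary neuronal cultures of cortex and hippocampus, 3 transduced at DIV4 with the shCtrl lentivirus and 3 with the sh*Pla2g4e* lentivirus, all collected at DIV14. Samples were assigned to condition and replicate from the labels in the public record together with the paper's description of the experiment. The RNA-seq of the prefrontal cortex was not analysed here.

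The authors aligned the reads with STAR, counted the reads on the exons of each gene with featureCounts (version 1.6.0 in the record of the run) and deposited raw counts, 1 file per library, without normalization. The paper's methods name mm10 and GENCODE M18, and the deposited counts carry GENCODE release 28 of the mouse and GRCm39 coordinates. Gene symbols and 3′ UTRs were taken from GENCODE vM21, built on GRCm38, through the gene identifiers, which matched for 52081 of the 55357 genes in the files. The 3276 genes without a match took 0.286% to 0.387% of the reads of a library and stayed in the tests under their identifiers. Coordinates of genes are those in the deposited counts, and coordinates of the shRNA targets are those of GRCm38. The libraries were made with a stranded kit, but the record of the counting holds no strand option and no option for read pairs, so that a gene can hold reads of a gene on the other strand and each read of a pair counts by itself. Multi-mapping reads were left out by the counting, which lowers the levels of genes with near-identical copies. For each gene named in the text, the share of exon bases that overlap other genes and the share of 50-base stretches of its transcript that occur in other genes were computed.

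Between 17054717 and 23570180 reads were counted per library. The 10 most abundant genes took 3.86% to 4.90% of the counts and mitochondrial genes 2.75% to 3.79%. At this depth a gene with 6 reads in a library is known only roughly, and the genes named here have far more. To see whether any library was deposited again under another name, a chi-square statistic per gene was computed for each pair of libraries. It was 6.03 to 15.4 between libraries of a group and 19.1 to 38.0 between groups, so that no pair differed by less than the sampling noise.

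Differential expression was computed with edgeR 4.0.16 in R 4.3.3 (TMM normalization, estimateDisp, glmQLFit and glmQLFTest) over the 21876 genes with at least 6 reads in at least 1 library, the paper's filter, with Benjamini-Hochberg adjustment and the paper's threshold of 0.01. CPM values are reads scaled with the TMM factors, and standard errors of log2 fold changes were taken from the F statistic. The paper's own test, limma after voom (limma 3.58.1), was run as an alternative, as were DESeq2 1.42.0, DESeq2's size factors and upper-quartile scaling in edgeR, scaling by library size alone, no filter, at least 10 reads in every library, edgeR's filterByExpr, the robust fit, a replicate block, a threshold of 0.05 and leaving out each library in turn. The closing section gives their effects. DESeq2 gave no adjusted p for 5514 genes through its independent filtering, and these were left without a call.

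The labels number the libraries 1 to 3 in both groups. Over the 10958 genes with a mean log2 CPM of at least 3, the deviations from the group means correlated at 0.391, 0.188 and 0.460 between libraries of the same number, and between −0.391 and 0.105 between libraries of different numbers. The paper states no pairing, and with 3 libraries in a group this check cannot establish one. In an alternative fit the numbers were treated as pairs, the pairing coming from the numbers in the labels and this check. Blocked values are printed for the counts of DEGs and for genes named whose call the block changes.

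The genes named in the text follow a rule fixed before the counts were opened. They are the genes the paper names for this experiment, the 3 largest changes in each direction among DEGs with a mean log2 CPM of at least 3 and no overlap between groups, and the 3 members with the smallest adjusted p in a gene list. Members that the rule picks in the lists of GABAergic, glutamatergic and pan-neuronal, ribosomal protein, respiratory chain, p53, proliferation and rare cell genes are mostly left out of the text for length. *Slc17a6*, 1700020I14Rik, *Sln*, *Pdyn*, *Marcksl1*, *Jph3* and 3 interferon genes beyond the rule were named after their values were seen. The gene lists, 20 in all with 1 that is not reported here, covered presynaptic, postsynaptic, axon guidance, microtubule, connexin, neurodevelopmental disorder, immediate early, interferon, p53, ribosomal protein, respiratory chain, astrocyte, microglia, oligodendrocyte, mural and endothelial, proliferation, GABAergic, glutamatergic and pan-neuronal genes, written by symbol or name without reference to these data. They were tested with camera (preset correlation 0.01, threshold 0.05), and with fry and camera with an estimated correlation as alternatives. Lists of young and mature neuron markers were added later.

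For the sh2 seed, the 3′ UTR of the longest coding transcript of each tested gene (at least 20 bases, 15395 genes) was searched for every word of 7 bases. For each word, the mean log2 fold change of genes with the word was compared with that of genes without it, after a regression on the logarithm of the length and on the GC content of the 3′ UTR. Words were ranked by this difference and by its z value. Down-regulated and up-regulated genes were also each set against 10000 binomial draws. The draws used the share with a site among genes that were not DEGs, in bins of 3′ UTR length, GC content and mean log2 CPM. Trends of log2 fold change with gene length and GC content were removed in further fits. Members of a list with and without the site were compared with 100000 permutations. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

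The tests of genes and of lists were run first on simulated counts with the means and library sizes of these libraries. Of 200 genes given a known change among 20695 genes, edgeR recovered 82.5% with 5 false calls, limma after voom 79.5% and DESeq2 82.5%. With no change put in, edgeR made 0 calls among 21876 genes and camera called 0 of the 20 lists, and a list shifted by −0.3 was found with 0 other lists. The simulated genes varied independently of each other. These runs therefore cannot show how often camera calls a list by mistake when its genes are correlated. The test of words was run on 20 sets made by permuting the fold changes of these libraries over 15395 genes. A word whose genes were shifted by −0.1 ranked first by z 13 times (median difference −0.0872). Without a shift it was in the lowest 1% of all words by z in 0 of them. Permuting breaks any tie of fold change to the length or GC content of the 3′ UTR, so these sets cannot show errors from such ties.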

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

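The tests of the sh2 guide and passenger seeds, of long matches to sh2 and of length and GC trends were chosen before the data were examined, as were the splits of the libraries, the gene lists and every alternative setting. Chosen only after the result was seen were the ranking of words by z and the comparison with words of the same bases. So were the split of DEGs by site, its scalings and the count of all genes with long matches. The tests of explanations for *Pi15*, *Ecel1*, 1700020I14Rik, *Slc17a6* and the immediate early genes were also chosen only then. The list tests of the immediate early genes and their alternative settings were among those fixed before.

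Among the down-regulated genes, the share with a site for the seed of the sh2 guide strand in the 3′ UTR is a signal the paper does not analyse. In the 3′ UTR of the longest coding transcript it was 38.2% (321 of 841 genes). For comparison, 10000 draws used the shares among genes that were not DEGs. These were matched for the length and GC content of the 3′ UTR and for expression level, and gave 16.3% (11.8% to 20.7%). For up-regulated genes the share was 6.16%, below the 12.0% of their matched draws (7.22% to 17.0%). Over all 15395 genes with a 3′ UTR, the 1848 with the site GTGGCCA differed in mean log2 fold change by −0.17587 from the genes without it, after adjustment for length and GC content. Among all words of 7 bases this was the 8th lowest difference, the 7 below it being words in 23 to 109 genes, and by z it was the lowest (−10.9, the next being −8.01 for TGGCCAA, which overlaps it). With each library left out in turn the difference stayed between −0.18 and −0.16, and in the 3 pairs of libraries of the same number it was −0.18, −0.19 and −0.15. In the other 9 splits of the libraries into groups of 3, each of which keeps part of the real contrast, it lay between −0.087 and 0.064, and the word had the lowest z of all words in 5 of them and the highest in 2. Among genes with a mean log2 CPM of at least 3, the median log2 fold change was −0.01 without a site (9042 genes), −0.16 with 1 (1239 genes), −0.24 with 2 (163 genes) and −0.40 with 3 or more (40 genes). The lowest z of the other words made of the same bases was −5.81, so base composition alone does not account for it. The words of the sh2 passenger strand ranked 6202 by difference (2516 among genes with a mean log2 CPM of at least 3), and those of sh1 and sh3, which were not in these cultures, ranked from 7041 to 14980. The sequence of the scrambled shCtrl was not found in the paper or its tables, so its seed was not tested, and every fold change here is against shCtrl.

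A candidate explanation for part of the down-regulated genes is that the sh2 guide strand also silences other mRNAs through its seed, in the manner of a microRNA, with the difference of −0.17587 as its test. Among genes with a site in the 3′ UTR 321 were down-regulated and 29 up-regulated (91.7% down-regulated), with a site in the coding sequence only 208 and 103, and among the 10140 without a site in either 312 and 339 (47.9%). The distance between these classes held under the other scalings, at 84.9% against 27.8% by library size and 89.5% against 38.1% with upper-quartile scaling, but the balance within a class moved with the scaling. Whether silencing through the seed or the scaling makes down-regulated genes outnumber up-regulated ones therefore cannot be told apart, since scaling by library size alone removes that excess. Most down-regulated genes have no such site in the 3′ UTR, and the lowering of *Pla2g4e* stays open as their cause, since each sh*Pla2g4e* library has the sh2 guide and the loss of *Pla2g4e* together. A rescue with a *Pla2g4e* that sh2 cannot target, or a second shRNA, was not analysed here.

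Other technical explanations for the down-regulated genes found less in the data. Longer matches to sh2 were tested by the 7 genes of Table S1 that fell, whose mean longest match of 9.14 bases was above the 8.00 of genes of like length (2.5% of 1000 random lists were as long). That result goes in the direction of such matches, and it is carried by *Ldhb* with 13 bases, a gene whose transcript shares 27.0% of its stretches of 50 bases with other genes. Over all 127 expressed genes with a match of at least 12 bases the median log2 fold change was −0.06, as low as in 18.4% of random lists, and only 18 of the 876 down-regulated genes are among them, so that matches of this length could be behind no more than a few. The log2 fold change correlated with gene length and GC content across genes, which are not independent replicates (Spearman −0.145 and −0.090). After the length trend was removed 708 of the 876 genes were still down-regulated, and after the GC trend 734 of 874. With the replicate block these numbers were 1530 of 1973 and 1696 of 1970.

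*Pi15* had the largest increase among DEGs with a mean log2 CPM of at least 3, and neither it nor *Ecel1* nor the long noncoding RNA 1700020I14Rik is discussed in the paper. *Pi15* rose from 1.57 ± 0.236 to 28.0 ± 11.2 CPM (log2 fold change 4.16, adjusted p = 1.68e-07 in edgeR, higher in 3 of 3 pairs). *Ecel1* rose from 14.8 ± 3.21 to 77.3 ± 28.0 CPM (log2 fold change 2.39, adjusted p = 2.18e-06), but its adjusted p was 0.0157 in edgeR's robust fit, the highest over its alternatives. 1700020I14Rik fell from 566.4 ± 44.9 to 182.7 ± 10.2 CPM (log2 fold change −1.63, adjusted p = 2.17e-08), the third smallest p of all genes. Under the other scalings the smallest of the 3 changes was −1.56, far from the median of all genes. With length or GC trends removed the largest adjusted p was 3.07e-06, and no more than 0.98% of their exon bases or stretches of 50 bases are shared with other genes. Each of these tests argues against a technical origin, but *Pi15* and *Ecel1* varied more between the sh*Pla2g4e* libraries than between the shCtrl ones. That these 3 genes respond to the loss of *Pla2g4e* is a hypothesis, and an effect of the sh2 guide on some other gene may stand behind them as well.

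*Slc17a6*, which encodes VGLUT2, rose while *Slc17a7* fell, and the paper reports only the latter. It went from 47.3 ± 12.6 to 88.3 ± 23.8 CPM (log2 fold change 0.91, standard error 0.18, adjusted p = 0.00388 in edgeR, higher in 3 of 3 pairs). Over the alternatives its adjusted p reached 0.168 in edgeR's robust fit and 0.0425 in DESeq2, and leaving out a library gave 0.0153 without shCtrl replicate 2, 0.0154 without shCtrl replicate 3, 0.0163 without sh*Pla2g4e* replicate 1 and 0.0178 without sh*Pla2g4e* replicate 2, while the log2 fold change stayed between 0.70 and 1.10. With the replicate block the adjusted p was 1.73e-15. Scaling does not produce it, since its lowest log2 fold change under another scaling was 0.90. Young cortical neurons could use VGLUT2 more than mature ones, and an earlier stage of maturation in the sh*Pla2g4e* cultures would then raise the genes of young neurons. A list of 15 such genes was instead lower, with a median log2 fold change of −0.33 (6 down-regulated, 1 up-regulated, camera adjusted p = 4.48e-06, fry 0.00630), and a list of 15 genes of mature neurons was lower too (−0.16, camera adjusted p = 0.00750, fry 0.0577). What raises *Slc17a6* remains open.

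The list of 20 genes induced by neuronal activity rose, which the paper does not report. Its median log2 fold change was 0.24, with 15 genes higher, 6 up-regulated and none down-regulated at an adjusted p of 0.01 (3 lower at an unadjusted p of 0.05; 7 and 0 adjusted over the list alone), 9 up-regulated and 3 down-regulated with the replicate block, and a camera adjusted p of 2.09e-04. It held under fry (0.0316), and not with an estimated correlation (0.342). *Dusp1* rose from 33.8 ± 2.64 to 71.7 ± 4.35 CPM (log2 fold change 1.08), *Btg2* from 18.2 ± 0.752 to 34.2 ± 8.02 CPM (0.91) and *Fos* from 69.8 ± 0.998 to 100.6 ± 10.2 CPM (0.53). After length or GC trends were removed the larger camera adjusted p was 1.73e-04. The 12 members without an sh2 seed site were also tested against other genes without one. Their median log2 fold change was 0.32, with 5 up-regulated and a camera adjusted p of 5.00e-05. For these 12 the rise is not a shadow of the fall of genes with the site. The 4 members with a site in the 3′ UTR had a median of −0.16. All 20 genes had a mean log2 CPM of at least 3, and 3 are in other lists. A change in the activity of the cultures is a candidate explanation that these libraries cannot test, because many of these genes also answer to stress.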

How the results depend on the processing

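In this part, the ranking of words by z and the naming of *Slc17a6* and 1700020I14Rik were chosen only after the result was seen. The log2 fold changes of 41 genes, all those the text gives with a CPM value except *Xaf1* among them, kept their direction under all 16 alternatives. The call changed in at least 1 alternative for 8 of these genes, in 30 of the single results (21 weaker and 9 stronger), 12 of them on leaving out a library. *Bdnf*, *Dlg4* and *Gjc3* passed the threshold only in some alternatives, and *Ecel1*, *Gja1*, *Aqp4*, *Slc1a2* and *Slc17a6* failed it in some. *Pla2g4e* and the 10 genes of Table S1 are not among the 8.

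The number of DEGs was within 1.5 times of 1419 with limma after voom (1428), DESeq2 (1901), DESeq2's size factors in edgeR (1419), scaling by library size (1405), upper-quartile scaling (1332), at least 10 reads in every library (1262), filterByExpr (1318) and the robust fit (1563). Without a filter 2349 genes were called (1360 down-regulated and 989 up-regulated), with all 1419 among them and 32161 genes tested. At an adjusted p of 0.05 there were 2813 (1599 and 1214). With the replicate block there were 3395 (1973 and 1422), which held all 1419. The block takes the deviations that libraries of the same number share out of the error. Leaving out 1 library gave from 695 to 1613 DEGs, from 449 to 932 down-regulated and from 246 to 681 up-regulated genes, the lowest of each without shCtrl replicate 2 and the highest without sh*Pla2g4e* replicate 3, and fewer libraries alone lower such counts. Of the 695 genes, 685 were among the 1419. The share of down-regulated genes was 61.7% with TMM, 53.2% with upper-quartile scaling (708 and 624) and 43.4% by library size (609 and 796), so the excess of down-regulated genes depends on the scaling.

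The 20 list tests depended most on the correlation assumed between genes. The block changed no call of a list. With an estimated correlation none passed 0.05. The adjusted p was then 0.549 for the presynaptic, postsynaptic, astrocyte, glutamatergic and pan-neuronal lists, 0.435 for the axon guidance, neurodevelopmental and proliferation lists, 0.261 for the microtubule list, 0.342 for the immediate early list, 0.609 for the p53 list and 0.709 for the ribosomal list. With fry the adjusted p was 0.115 (presynaptic), 0.123 (postsynaptic and pan-neuronal), 0.0913 (axon guidance), 0.0648 (neurodevelopmental), 0.353 (p53), 0.350 (ribosomal), 0.286 (astrocyte), 0.106 (proliferation) and 0.139 (glutamatergic), and the microtubule and immediate early lists still passed. The cause was not tested.

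At least 10 reads in every library took the ribosomal list to 0.0843 and the glutamatergic list to 0.0584, and turned the direction of the microglia list (0.687), where the cause was not tested. Scaling by library size took the ribosomal list to 0.134 and brought the respiratory chain list to 0.0253, and the cause was not tested.

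Over the fits that each left out 1 library, the adjusted p ranged from 0.343 to 0.879 for the interferon list, whose direction turned without shCtrl replicate 3 and without sh*Pla2g4e* replicate 1 (0.546), and from 0.0597 to 0.650 for the oligodendrocyte list, which turned without sh*Pla2g4e* replicate 2 (0.620). It ranged from 1.25e-05 to 0.311 for the p53 list (0.0589 without shCtrl replicate 2, 0.105 without shCtrl replicate 3 and 0.311 without sh*Pla2g4e* replicate 2), from 2.62e-04 to 0.476 for the ribosomal list (0.476 without shCtrl replicate 3, 0.0709 without sh*Pla2g4e* replicate 2) and from 0.0127 (without shCtrl replicate 3) to 0.650 for the respiratory chain list. For the astrocyte list it ranged from 2.38e-10 to 0.0530 (without shCtrl replicate 3), for the mural and endothelial list from 0.0339 (without sh*Pla2g4e* replicate 1) to 0.643, for the glutamatergic list from 3.64e-04 to 0.0627 (without sh*Pla2g4e* replicate 3, and 0.0600 without shCtrl replicate 2) and for the pan-neuronal list from 3.83e-04 to 0.0787 (without sh*Pla2g4e* replicate 3, and 0.0681 without shCtrl replicate 1). The cause was not tested.

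The difference between genes with and without the sh2 seed site was −0.229 without adjustment for length and GC content, −0.163 among genes with a mean log2 CPM of at least 3 and −0.102 for words of 6 bases, and the site's word had the lowest z of all words in each of these settings. Depth limits several lists. Of the genes tested, 2 of 13 in the microglia list and 3 of 14 in the mural and endothelial list had a mean log2 CPM of at least 3. It was 4 of 26 in the interferon list and 3 of 17 in the connexin list, but 12 of 14 in the oligodendrocyte list.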

Differences from the paper's values

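No test in this part was chosen after the result was seen, except the comparison of ranks. Of the 10 log2 fold changes in the paper's Table S1, 8 lay within the standard error of those computed here, the largest gap being 0.0288. *Peg10* rose by a log2 fold change of 1.25 (standard error 0.085) against the paper's 1.51, and *Rras2* changed by −1.51 (standard error 0.098) against the paper's −1.25. None of the alternatives set before the data were examined closed either gap, with 1.18 to 1.32 for *Peg10* and −1.54 to −1.44 for *Rras2*. With limma after voom, the paper's test, they were 1.24 and −1.52. The size of each value printed in Table S1 is near the one computed here for the other gene.

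All 10 adjusted p-values of Table S1 were above those from edgeR. They were, computed here and in the paper, 2.02e-09 against the paper's 4.99e-08 for *Slc27a4*, 3.68e-08 against the paper's 1.98e-07 for *Tubb3*, 2.02e-09 against the paper's 1.98e-07 for *Neb* and 6.38e-08 against the paper's 4.79e-07 for *Wiz*. For *Cck* edgeR gave 2.61e-07 and the paper 1.03e-06, for *Grn* 1.68e-07 and the paper 1.06e-06, and for *Ldhb* 3.19e-07 and the paper 1.64e-06. For *Peg10* edgeR gave 2.61e-07 and the paper 1.64e-06, for *Rras2* 1.68e-07 and the paper 1.64e-06, and for *Slc17a7* 3.69e-07 and the paper 2.02e-06. Limma after voom gave 2.86e-09 to 1.98e-07, also below the paper's values. Of the alternatives set before the data were examined, filterByExpr came within 1.5 times of the paper's value for *Slc27a4*, *Wiz*, *Cck*, *Grn*, *Peg10* and *Rras2*, and at least 10 reads in every library for *Slc27a4*, *Grn*, *Peg10* and *Rras2*. Leaving out 1 library did so for *Slc27a4*, *Wiz* and *Grn* (shCtrl replicate 3), *Slc27a4*, *Tubb3*, *Wiz*, *Ldhb*, *Rras2* and *Slc17a7* (shCtrl replicate 1), *Neb* (shCtrl replicate 2), *Peg10* (sh*Pla2g4e* replicate 1) and *Tubb3*, *Wiz*, *Cck*, *Grn*, *Ldhb* and *Slc17a7* (sh*Pla2g4e* replicate 2). The other alternatives did so for none.

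The counts of DEGs lay within 1.5 times of the paper's. The paper gives 817 down-regulated genes in its text and 871 in the legend of Fig S2, and 876 were called here, 925 with limma after voom.

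The paper calls *Slc27a4* the most down-regulated gene, and here it had the third lowest log2 fold change among DEGs and the second smallest p, after *Neb*. With limma after voom *Slc27a4* had the smallest p. The ranking by edgeR put *Sln*, *Pi15* and *Pdyn* among the first 10 protein-coding genes in place of *Ldhb*, *Peg10* and *Slc17a7*. Limma after voom put *Marcksl1* and *Jph3* there in place of *Peg10* and *Rras2*.

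In Fig S2C the paper reports less BDNF and PSD95 mRNA by RT-PCR in sh*Pla2g4e* cultures, without stating whether these are the sequenced ones. Its Table S2 lists primers for PSD95 only for rat, so how that result compares with *Dlg4* in these mouse libraries is uncertain. In these libraries *Bdnf* was higher, at 87.7 ± 11.4 against 108.9 ± 6.15 CPM (log2 fold change 0.31, standard error 0.095, adjusted p = 0.0406), and higher under all 16 alternatives. It passed the threshold of 0.01 by library size (0.00743), without a filter (0.00615) and with the replicate block (2.49e-04), the range over the alternatives reaching 0.155. Of its exon bases 14.4% overlap a gene on the other strand, and its 3′ UTR holds the sh2 seed site once. *Dlg4*, which encodes PSD95, had a log2 fold change of −0.20 and passed the threshold only with the replicate block.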

Other observations

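The lists of young and mature neurons, the comparisons of list members with and without an sh2 seed site, and the limits for single interferon genes were chosen only after the result was seen.

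The 10 ways of splitting the 6 libraries into groups of 3 include the real one. Only 1 of the 10 splits, the real one, gave as many as 1419 DEGs. The other 9 gave 0, with 241 to 1396 genes at an unadjusted p of 0.05 against 5625 for the real split. Of these 10 splits 4 part all 3 pairs of libraries of the same number, and the 3 of those that are not the real one gave 0 DEGs with 241 to 385 genes at an unadjusted p of 0.05. With 10 splits a share below 0.1 cannot arise, so a difference made by the shRNA and one that fell on these groups by chance cannot be told apart by this count alone.

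The gene lists that fell were taken apart by the sh2 seed site, to ask whether direct silencing through the seed could be the whole of their fall. Within the microtubule list the 53 members without a site in the 3′ UTR or the coding sequence still fell against other genes without one (median log2 fold change −0.21, 10 down-regulated and 0 up-regulated, with 1 of the list's 84 genes up-regulated in all, camera adjusted p = 6.78e-07, fry 0.0101), which argues against it there. For the presynaptic list (32 members without a site, median −0.09, 6 down-regulated) the camera adjusted p was 5.00e-05, and for the neurodevelopmental list (17 members, median −0.06, 2 down-regulated) it was 0.0223. These also speak against the seed as the whole cause, though fry did not call either (0.354 and 0.394), and for the neurodevelopmental list the seed stays a candidate explanation for much of the fall. There, 8 of the 14 members with a site in the 3′ UTR were down-regulated, and members with a site in the 3′ UTR or the coding sequence had a mean of −0.34 against −0.13 without (permutation test, p = 0.0224, adjusted p = 0.0671 over 6 lists, which fails the correction). The same comparison gave adjusted p = 0.313 for the presynaptic and 0.857 for the microtubule list (permutation tests). In the postsynaptic list the members with a site fell by more than the 33 without, with means of −0.33 and −0.05 (permutation test with 100000 resamples, adjusted p = 0.00948 over 6 lists), and those without did not fall against other genes without a site (camera adjusted p = 0.177). The sh2 seed is therefore a candidate explanation for much of the fall of the postsynaptic list, although 3 of its members without a site were down-regulated. For the axon guidance list, members with and without a site cannot be told apart (permutation test, adjusted p = 0.313), and the 28 members without a site did not pass (camera adjusted p = 0.310). The 11 pan-neuronal and 8 glutamatergic markers without a site did not pass either (camera adjusted p = 0.314 and 0.398). The lists are small once divided, and an indirect effect of seed silencing on genes without a site was not tested. The microtubule, presynaptic, neurodevelopmental, postsynaptic and axon guidance lists kept a camera adjusted p under 0.05 after length or GC trends were removed, the highest being 0.00250.

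A lower share of neurons in the sh*Pla2g4e* cultures, with the other cell types in unchanged proportions to each other, would lower neuronal genes. It would raise the markers of every other cell type alike. The list of 15 astrocyte markers instead fell, with a median log2 fold change of −0.28 (3 down-regulated and 0 up-regulated, 5 and 1 adjusted over the list alone, 9 and 1 with the replicate block, 1 higher at an unadjusted p of 0.05, camera adjusted p = 0.00235, fry 0.286). The median was −0.17 without shCtrl replicate 3, where the adjusted p was 0.0530, and −0.61 without sh*Pla2g4e* replicate 3. *Aqp4* fell from 147.9 ± 32.6 to 65.2 ± 25.9 CPM (log2 fold change −1.19, adjusted p = 8.53e-04, up to 0.122 over the alternatives, the highest in edgeR's robust fit), and *Slc1a2* fell from 1318.2 ± 57.1 to 933.6 ± 186 CPM (−0.50, adjusted p = 0.00778, up to 0.0531 without shCtrl replicate 2, and above 0.01 in 9 alternatives). *Slc1a2* has 2 sh2 seed sites in its 3′ UTR. The 7 astrocyte markers without a site in the 3′ UTR or the coding sequence had a median of −0.23 and did not pass (camera adjusted p = 0.177, fry 0.559). Of the 15 astrocyte markers 13 had a mean log2 CPM of at least 3. The list of 14 oligodendrocyte lineage markers had a median of 0.18 (11 of 14 higher, camera adjusted p = 0.381, 0 DEGs, with 1 lower and 0 higher at an unadjusted p of 0.05, but *Olig2* lower with the block), and −0.04 without sh*Pla2g4e* replicate 2. The 13 microglia markers had a median of −0.70 (camera adjusted p = 0.291, −1.18 without sh*Pla2g4e* replicate 3, −0.45 without sh*Pla2g4e* replicate 2 and −0.35 without shCtrl replicate 3), 1 of them, *Cd68*, being up-regulated (log2 fold change 0.67, adjusted p = 0.00872, and 0.0434 without shCtrl replicate 2). With the block *C1qc* was down-regulated beside it. The 14 mural and endothelial markers had a median of 0.25 (camera adjusted p = 0.238, 0 DEGs, with 0 lower and 3 higher at an unadjusted p of 0.05, and these 3, *Col1a1*, *Kdr* and *Col1a2*, up-regulated with the block), and 0.53 without shCtrl replicate 3. The markers of other cell types thus moved apart. Astrocyte markers were lower, which a smaller share of neurons alone would not give. *Cd68* and, with the block, some mural and endothelial markers were higher, which it would give. The astrocyte list did not hold under fry, with an estimated correlation or among its members without an sh2 seed site. These markers therefore cannot decide whether the share of neurons fell. A change within the neurons, in the astrocytes or in the share of neurons or of the rarer cells stays open.

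An interferon response to the lentivirus or the shRNA would raise interferon-induced genes. Of the list's 26 genes tested, 0 were DEGs, with 2 lower and 3 higher at an unadjusted p of 0.05, and with the replicate block *Ifi27* was down-regulated (median log2 fold change −0.09, camera adjusted p = 0.746). Without 1 library the median ranged from −0.22 (sh*Pla2g4e* replicate 3) to 0.031 (shCtrl replicate 3), and it was 0.027 without sh*Pla2g4e* replicate 1, −0.041 without sh*Pla2g4e* replicate 2, −0.18 without shCtrl replicate 1 and −0.15 without shCtrl replicate 2. All 4 members with a mean log2 CPM of at least 3 were lower, *Ifit2* (−0.35), *Eif2ak2* (−0.31), *Irf9* (−0.20) and *Stat2* (−0.15), none past the threshold. The highest upper limit of their 95% confidence intervals was 0.116 on the log2 scale, for *Irf9*. For these 4 genes this leaves little room for such a response in sh*Pla2g4e* beyond that in shCtrl cultures. Over the whole list 14 genes were lower and 12 higher. Among those with fewer reads, *Xaf1* rose from 1.00 ± 0.364 to 1.90 ± 0.127 CPM (log2 fold change 0.92, standard error 0.35). It did not pass (adjusted p = 0.100 in edgeR, 0.0515 with the replicate block), and for such genes the limit does not hold.

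Of the remaining lists, the 20 p53 target genes had a median log2 fold change of 0.29 (1 down-regulated and 2 up-regulated, 1 and 9 with the replicate block, camera adjusted p = 0.0312), and 0.16 without sh*Pla2g4e* replicate 2. The 16 proliferation genes had a median of −0.55, with 15 lower (2 down-regulated and 0 up-regulated, 5 and 0 adjusted over the list alone and with the block, 0 higher at an unadjusted p of 0.05, camera adjusted p = 3.07e-04, fry 0.106), and 6 of them had a mean log2 CPM of at least 3. After length or GC trends were removed the camera adjusted p was 0.0348 and 0.0272 for the p53 list and 3.26e-04 and 2.20e-04 for the proliferation list. Among members without an sh2 seed site it was 0.177 for the p53 list (15 members) and 0.00238 for the proliferation list (10 members, fry 0.310). No biological explanation was tested for these lists.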
